# Transcriptomic and proteomic signatures of stemness and differentiation in the colon crypt

**DOI:** 10.1038/s42003-020-01181-z

**Published:** 2020-08-19

**Authors:** Amber N. Habowski, Jessica L. Flesher, Jennifer M. Bates, Chia-Feng Tsai, Kendall Martin, Rui Zhao, Anand K. Ganesan, Robert A. Edwards, Tujin Shi, H. Steven Wiley, Yongsheng Shi, Klemens J. Hertel, Marian L. Waterman

**Keywords:** Intestinal stem cells, Colon, Proteomics, Transcriptomics, Flow cytometry

## Abstract

Intestinal stem cells are non-quiescent, dividing epithelial cells that rapidly differentiate into progenitor cells of the absorptive and secretory cell lineages. The kinetics of this process is rapid such that the epithelium is replaced weekly. To determine how the transcriptome and proteome keep pace with rapid differentiation, we developed a new cell sorting method to purify mouse colon epithelial cells. Here we show that alternative mRNA splicing and polyadenylation dominate changes in the transcriptome as stem cells differentiate into progenitors. In contrast, as progenitors differentiate into mature cell types, changes in mRNA levels dominate the transcriptome. RNA processing targets regulators of cell cycle, RNA, cell adhesion, SUMOylation, and Wnt and Notch signaling. Additionally, global proteome profiling detected >2,800 proteins and revealed RNA:protein patterns of abundance and correlation. Paired together, these data highlight new potentials for autocrine and feedback regulation and provide new insights into cell state transitions in the crypt.

## Abstract (web summary)

Habowski et al. develop a sorting protocol for purification and comparative analysis of mouse colon stem cells and their progeny. By proteomic and transcriptomic analysis, they determine that lineage commitment is accompanied by a greater change in mRNA splicing and polyadenylation than in gene expression and they characterise signalling pathways involved in differentiation.

## Introduction

The intestinal crypt is a good model for studying how stem cells support a rapidly renewing tissue. Crypts are invaginating structures of single-layer epithelium in which stem cells reside in a supportive niche at the base where they produce daughter cells (progenitors). Progenitors move up the crypt to differentiate and replace mature cells that are dying at the mucosal surface—a process with an average lifespan of only 4–5 days^1^. Constant replacement maintains homeostasis and proper absorption of water and nutrients, but the fast timescale of birth-to-death places great demand on both stem and daughter cells. Stem cells are by necessity non-quiescent and rapidly dividing, and progenitor cells exhibit rapid loss of stemness and commitment to differentiation. Multiple studies have shown how absorptive and secretory cell types can respond to wounding by de-differentiation and repopulation of the stem cell compartment^2–5^. Although this de-differentiation process occurs promptly, it is unknown if these reverse changes in cell state and gain of stemness occur on a similar rapid timescale as loss of stemness.

Quantitative imaging and lineage-tracing tools have shown that newly produced progenitor cells lose stemness as they move from the stem cell niche into a compartment called the transit amplifying zone (TAZ)^6^. The progenitor’s first round of cell division and commitment to either an absorptive (AbsPro) or secretory (SecPro) lineage happens nearly simultaneously with entrance into this zone. These changes occur within minutes-to-hours of each other, suggesting that loss of stemness and choice of cell lineage are connected and directed by processes that occur on this timescale.

Several signal transduction systems are important for the early changes in cell state. A decrease in Wnt signaling and activation of the unfolded protein response (UPR) correlates with loss of stemness^7^. In addition, Notch signaling balances commitment to either the absorptive or secretory lineage through lateral inhibition signaling^4^. There has been a longstanding expectation that stem cells are defined by a unique transcriptome and that loss of stemness and lineage commitment are similarly defined by unique signatures. However, although signaling systems are capable of altering transcription, it is not known how much of the rapid changes in cell state are due to the turning ON/OFF of signal-targeted gene programs versus more immediate processes of co- and post-transcriptional processing, such as alternative mRNA splicing and alternative polyadenylation (APA)^8–10^. Each of these processes can quickly modify the nascent transcriptome and its attendant proteome by altering the coding sequences of mRNAs, the localization or interactions of mRNA and proteins, or by changing protein abundance through alterations in mRNA stability and/or protein translation rates^11–14^.

To study how transcription and post-transcription processes contribute to stemness and differentiation, it is necessary to separate stem cells, daughter cells, and their differentiated progeny. Multiple cell sorting protocols have been optimized to isolate stem cells, but each lack resolution of these three cell types^15,16^. For example, the transgenic stem cell lineage marker Lgr5-EGFP enables purification of GFP-bright stem cells, but a mosaic expression pattern of the transgene in the intestine has made it difficult to confidently separate daughter cells from GFP-negative stem cells and differentiated cells^17,18^. Single-cell RNA-sequencing captures the diversity when analyzing mixed cell populations and has been useful for defining intestinal lineage trajectories and diversity of mature cells (for example, enterocytes and enteroendocrine cells; EEC)^19–23^. However, its low sequencing depth misses moderate-to-lowly expressed transcripts and mRNA splicing and polyadenylation analyses are not yet reliable. Therefore, the transcriptome and proteome basis for loss of stemness and early commitment is unknown.

Here, we developed a new cell sorting protocol for purification and comparative analysis of colon stem cells, their immediate daughters (SecPro, AbsPro), and their differentiated cell types, including tuft cells, EEC, and enterocytes (Ent). The protocol can be used with non-transgenic mice of any strain and importantly, when coupled to bulk RNA sequencing and mass spectrometry-based global proteome profiling, can provide a deeper analysis of cellular transcriptomes and proteomes. Using this protocol, we found that while the transcriptome and proteome of each cell type are generally correlated, deeper analyses of the bulk RNA-seq data reveal that loss of stemness and lineage commitment are accompanied by a greater change in mRNA splicing and polyadenylation than in gene expression, a pattern that largely resolves as progenitor cells mature. Sequencing analysis also enabled higher resolution of signal transduction systems (Wnt and Myc signaling), environmental sensing pathways, and patterns of lineage distinction, including prostaglandins and Fgf signaling pathways. These patterns were seen at both the RNA and protein level and are likely key to understanding the processes of homeostasis, namely: (i) loss of stemness, (ii) lineage commitment, and (iii) signaling connections between mature cell types. We relate how these findings are relevant to the earliest events that happen during loss of stemness and we highlight ways in which mature cells might de-differentiate to re-acquire the state of stemness.

## Results

### Flow sorting purification of colon crypt cell populations

To create a high-resolution profile of colon crypt stem cells and their daughter cells, we developed a new flow sorting protocol using freshly dissected, wild-type C57BL/6 N mouse colons and antibodies to validated intestinal cell surface markers including Cd44 (Fig. 1a, b, Supplementary Fig. 1). Upon discovery that Cd44 is highly sensitive to TrypLE, and other commonly used proteases^16^ (Supplementary Fig. 2a), we developed a dissociation protocol that uses only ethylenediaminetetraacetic acid (EDTA) and mechanical force. This change resulted in a 10-fold increase in detectable Cd44 antigen surface expression and therefore higher resolution for cell sorting (Fig. 1c, Supplementary Fig. 2b). Using additional commonly used cell surface markers, six cryptal populations could be isolated. A previously validated intestinal stem cell signature of Cd44-high, Cd24-low, and cKit-negative was used to identify and isolate an abundant fraction of stem cells (Fig. 1c). This cell population directly overlapped with Lgr5-EGFP+ cells from Lgr5-EGFP-IRES-creERT2 mice, confirming their stem cell identity^24^ (Supplementary Fig. 3a).

**Fig. 1:**
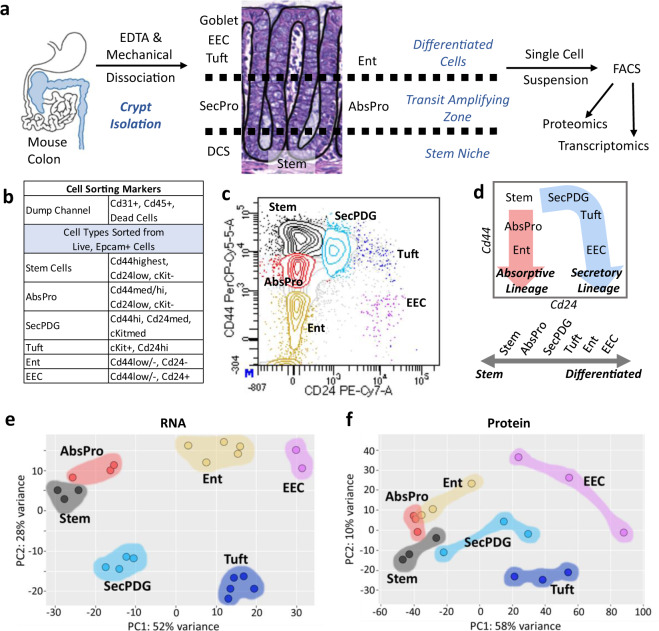
A novel flow sorting protocol that purifies six murine colon crypt cell populations. **a** Schema representing methods used for single cell isolation and, **b** sorting markers used for flow activated cell sorting (FACS). **c** FACS plot for membrane biomarkers Cd44 and Cd24 show six distinct populations including stem, absorptive progenitor (AbsPro), secretory progenitor/deep crypt secretory cells/goblet (SecPDG), tuft cells, enterocytes (Ent), and enteroendocrine (EEC). **d** Crypt cell populations diagramed in the FACS plot by lineage (secretory and absorptive) and on a scale from stem to differentiated. **e**, **f** Principle component analysis of **e**, bulk RNA-seq data with top 100 genes and **f**, proteomics data from the six crypt cell populations. For protein biological replicates for each cell type *n* = 3 samples, for RNA biological replicates, sample numbers are as follows: stem = 3, AbsPro = 3, SecPDG = 4, tuft = 5, Ent = 5, and EEC = 2.

In addition to the stem cell population, five additional Epcam-positive populations were collected (Fig. 1c) and replicate biological samples of the six populations were processed for bulk RNA-seq (Supplementary Data #1). These populations represent cellular subtypes from two distinct cryptal lineages (secretory and absorptive), each revealing a trajectory of differentiation from stem to mature populations (Fig. 1d). 

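RNA of cells sorted from mouse colon crypts was sequenced in 22 libraries, 3 of stem cells (Stem), 3 of AbsPro, 4 of SecPDG, 5 of tuft cells, 5 of enterocytes and 2 of EECs. By the paper's methods these are biological replicates from independent mice and sorts, and for all but stem cells and AbsPro a library pools several mice, with sorts pooled where cells were few. The authors aligned the paired reads to the mm10 genome with STAR, counted them on genes with HTSeq without regard to strand, and deposited the counts without normalization, with a gene symbol for each of 24421 genes. A library is named here by its cell type and number, as in Stem 1, and the numbers of different cell types are not paired. Reads counted on genes came to 19900282 to 22462518 per stem cell library, 16614350 to 22157285 in AbsPro, 15314543 to 18628984 in SecPDG, 9930648 to 20892532 in tuft cells, 5950619 to 12966128 in enterocytes and 4122122 to 13132315 in EECs. Reads outside annotated genes made up a mean of 47.1% in stem cells, 47.7% in AbsPro, 43.7% in SecPDG, 60.9% in tuft cells, 76.3% in enterocytes and 77.1% in EECs. The count files of SecPDG and tuft cells carry names of another form than those of the other 4 cell types.

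Normalized counts are counts divided by the library's total times its TMM factor from edgeR, on the scale of the mean library. Differences between cell types were tested with edgeR's quasi-likelihood F test in 1 fit of all 22 libraries over 22781 genes, and a gene was called when its Benjamini-Hochberg adjusted p was under 0.01 and its mean over all libraries was at least 50 normalized counts. The paper gives the same values without saying over which libraries the mean is taken. The number of libraries given beside a fold change is the number on that side of the mean of stem cells. Spearman's rho between 2 libraries of 1 cell type, across genes, was 0.87 to 0.969 in the 5 cell types with at least 3 libraries and 0.696 between the 2 EEC libraries, and genes are not independent replicates.

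A background was estimated from 1549 genes of families that colon epithelium is not known to transcribe, such as olfactory receptors. It was their counts per kilobase of coding sequence, applied to the full exon length of each gene. The 1549 genes held 76.6 CPM in stem cells, 84.9 in AbsPro, 88.8 in SecPDG, 962 in tuft cells, 2624 in enterocytes and 3861 in EECs. Single libraries ran from 55 to 95.7 in stem cells, 12.6 to 160 in AbsPro, 47.1 to 148 in SecPDG and 182.5 to 1503 in tuft cells. They ran from 787 to 3956 in enterocytes, and the 2 EEC libraries were at 625 and 7097. Where the estimate for a gene came to at least 20% of its mean in a cell type, it is given beside that mean as a percentage of it, and it exceeds 100% where the gene had fewer counts than the estimate. Taken per kilobase of all exons of the same families, the estimate was lower. Over all genes it then came to a mean of 4.81% of gene counts in enterocytes and 7.08% in EECs, against 16.2% and 23.8%. The percentages beside means are those of the higher estimate. Reads carried no molecular identifiers, so intervals and lower limits cover counting error alone. The median log2 fold change of genes with a mean of at least 50 was -0.30 in enterocytes and -0.30 in EECs with TMM, and 0.35 and 0.48 with DESeq2's size factors, so that a fold change in these cell types is relative to that shift.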

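DESeq2's rlog values of the 100 genes with the highest variance gave a first component with 52.6% of the variance and a second with 28.4%. Scores on the first component ran from -29.3 to -24 in stem cells, -25.5 to -15.6 in AbsPro, -17.3 to -10.8 in SecPDG, 2.99 to 16 in enterocytes, 12.7 to 19.6 in tuft cells and 29.9 to 31.4 in EECs. On the second component, SecPDG (11.5 to 14.5) and tuft cells (16.3 to 21.7) lay above 0 and stem cells (-5.39 to -2.56), AbsPro (-11.2 to -8.28), EECs (-15.2 to -10.6) and enterocytes (-17 to -12.3) below. For 20 of 22 libraries, the nearest other library on these 2 components was of the same cell type, and the mean distance between libraries of different cell types was 6.16 times that within a cell type. With 500 genes these values were 18 libraries and 3.97 times, and on edgeR's log2 CPM they were 20 and 5.46.

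**Figure D1:**
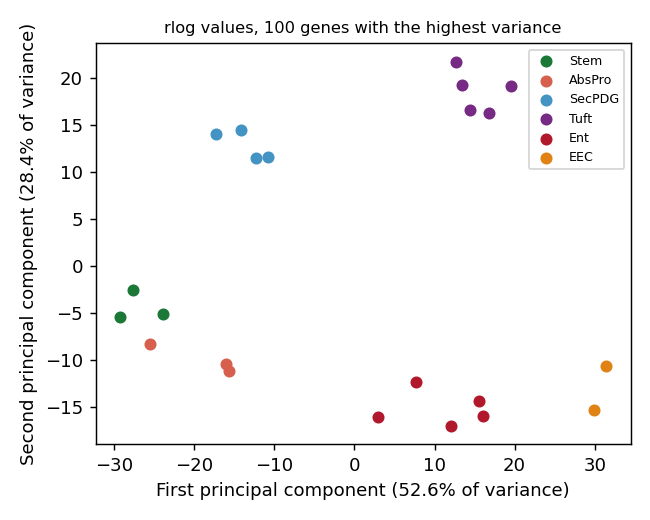
Scores of the 22 libraries on the first 2 principal components of rlog values of 100 genes, 1 point per library, colored by cell type, with the percentage of variance on each axis. Stem cell libraries lie from -29.3 to -24 on the first component and EEC libraries from 29.9 to 31.4.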

Principal Component analysis (PCA) of mRNA and protein from the sorted cells showed that these cryptal populations were distinct and replicates tightly clustered (Fig. 1e, f). Known markers for colon crypt cells were used to identify cell types (Supplementary Fig. 4), which clearly demonstrated the presence of stem cells, two distinct populations of progenitor cells (absorptive and secretory), and three mature, differentiated populations (enterocytes, tuft cells and EECs). Thus, our new protocol for crypt isolation and the greater range of Cd44 surface expression it preserves, enables a meaningful improvement in the resolution and sorting of stem cells from daughter cells and differentiated progeny (Fig. 1c, d). Specifically, it is now possible to distinguish stem cells from AbsPro (Cd44^Med^) and from mature enterocytes (Ent; Cd44^Low/−^). 

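Lists of marker genes fixed beforehand were summed per library. The 8 enterocyte genes, which include Car1, Car4, Slc26a3 and Aqp8, came to 19015 ± 6022 (SD, n = 3) normalized counts in stem cells, 79632 ± 19113 (SD, n = 3) in AbsPro and 2322 ± 448 (SD, n = 4) in SecPDG. The sum was 1965 ± 673 (SD, n = 5) in tuft cells, 65785 ± 6622 (SD, n = 5) in enterocytes and 81472 ± 83894 (SD, n = 2) in EECs. The 2 EEC libraries gave 22150.2 and 140795. Against stem cells, 7 of the 8 were called higher in enterocytes (7 adjusted over the list alone), 2 in AbsPro (5) and 5 in EECs (6), and 4 were called lower in SecPDG (5) and 4 in tuft cells (4).

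Lists of genes of cells outside the epithelium were summed in the same way. The 12 immune cell genes came to 1484 ± 453 (SD, n = 3) in stem cells, 846 ± 326 (SD, n = 3) in AbsPro and 493 ± 127 (SD, n = 4) in SecPDG. The sum was 2141 ± 762.1 (SD, n = 5) in tuft cells, 981 ± 293 (SD, n = 5) in enterocytes and 1604 ± 1480.3 (SD, n = 2) in EECs. Of these genes, 2 were called higher in tuft cells (2 adjusted over the list alone), 2 in enterocytes (10) and 2 in EECs (7). One each was called lower in SecPDG, tuft cells, enterocytes and EECs. The 8 stromal cell genes came to 188 ± 75 (SD, n = 3) in stem cells, 485 ± 699 (SD, n = 3) in AbsPro and 56.8 ± 64 (SD, n = 4) in SecPDG. The sum was 601 ± 331 (SD, n = 5) in tuft cells, 1295 ± 516 (SD, n = 5) in enterocytes and 2083 ± 2364 (SD, n = 2) in EECs. Of these genes, 2 were called higher in tuft cells (3 adjusted over the list alone), 4 in enterocytes (7) and 4 in EECs (5). The 4 endothelial cell genes came to 127 ± 46.8 (SD, n = 3) in stem cells, 90.8 ± 66.3 (SD, n = 3) in AbsPro and 188 ± 90.8 (SD, n = 4) in SecPDG. The sum was 593 ± 205 (SD, n = 5) in tuft cells, 849.8 ± 287 (SD, n = 5) in enterocytes and 1581 ± 393 (SD, n = 2) in EECs. Of these genes, 4 were called higher in tuft cells (4 adjusted over the list alone), 4 in enterocytes (4) and 4 in EECs (4). One immune cell gene, Ptprc, is also in the list of tuft-2 genes. edgeR's test also called 20 of the genes used to estimate background in tuft cells, 528 in enterocytes and 271 in EECs. Background reads may therefore add to the sums and calls of the immune, stromal and endothelial lists there. No background was taken off them.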

Secretory progenitors were identified as SecPDG as this population contains mostly secretory progenitors and deep crypt secretory cells, with a possible minor contribution of goblet cells, a cell type that is largely missing from our isolated cells (SecPDG, Cd44^Med^, Fig. 1c, d, Supplementary Fig. 5). 

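Normalized counts of the 8 goblet cell genes (Muc2, Clca1, Fcgbp, Tff3, Zg16, Spdef, Agr2 and Retnlb) summed to 24596 ± 7003 (SD, n = 3) in stem cells, 178982 ± 86586 (SD, n = 3) in AbsPro and 1440230 ± 1113260 (SD, n = 4) in SecPDG. The sum was 952696 ± 156277 (SD, n = 5) in tuft cells, 401951 ± 171479 (SD, n = 5) in enterocytes and 49254 ± 17734 (SD, n = 2) in EECs. Libraries ran from 726303 to 3071540 in SecPDG and from 720549 to 1095410 in tuft cells, so that the ranges overlap. SecPDG 2 raised the SecPDG mean, with 912524 normalized counts of Fcgbp and 856191 of Clca1. All 8 were called higher in SecPDG than in stem cells, 7 in tuft cells, 5 in enterocytes, 3 in AbsPro and 1 in EECs. Adjusted over the list alone, the numbers were 8, 7, 6, 7 and 1. The paper states that goblet cells are largely missing from the isolated cells (Supplementary Fig. 5). The median log2 fold change of the list was 5.66 in SecPDG and 4.67 in tuft cells.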

SecPDG markers were confirmed via immunohistochemical staining of human colon and small intestine (Supplementary Fig. 5). 

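The counts hold the genes of the sorting markers. Cd24a (ENSMUSG00000047139, chromosome 10 from 43578284 to 43584265) had 4219.7 ± 396 (SD, n = 3) normalized counts in stem cells, 35249.7 ± 7266 (SD, n = 5) in tuft cells and 9546 ± 7749.6 (SD, n = 2) in EECs. It was called higher in tuft cells (log2 fold change 3.06, standard error 0.49, adjusted p = 3.63e-06, higher in 5 of 5 libraries). There was no call in EECs (log2 fold change 1.18, standard error 0.53, adjusted p = 0.0604, higher in 1 of 2 libraries) and SecPDG (log2 fold change 1.69, standard error 0.47, adjusted p = 0.0133, higher in 4 of 4 libraries). The call in enterocytes was for a lower level (log2 fold change -1.87, standard error 0.44, adjusted p = 0.000503, lower in 5 of 5 libraries). Cd24a in EECs (4 of 12 settings) and Cd24a in SecPDG (9 of 12 settings) gained a call under other settings. Epcam (ENSMUSG00000045394, chromosome 17 from 87635979 to 87651129), on which all populations were sorted, had 24946 ± 2989.7 (SD, n = 3) normalized counts in stem cells, 30406 ± 4132 (SD, n = 3) in AbsPro and 27926 ± 3938 (SD, n = 4) in SecPDG. Epcam had 18925 ± 6100.2 (SD, n = 5) in tuft cells, 20327 ± 6677 (SD, n = 5) in enterocytes and 11863 ± 8511 (SD, n = 2) in EECs. No comparison with stem cells was called. Epcam in EECs (under scaling by library totals) passed the threshold when 1 setting was changed.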

Finally, our protocol’s preservation of Cd44 expression, along with cKit expression, enabled resolution of two rare Epcam+/Cd24^high^ populations identified as tuft cells and EECs, which are mature cell types from the secretory lineage (Fig. 1c, d). EECs were predominantly enterochromaffin cells (Supplementary Fig. 6). 

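The 7 enterochromaffin genes (Tph1, Chga, Chgb, Tac1, Ddc, Slc18a1 and Reg4) summed to 1156520 ± 791188 (SD, n = 2) normalized counts in EECs, against 3788 ± 757 (SD, n = 3) in stem cells, 29806 ± 16589.9 (SD, n = 3) in AbsPro, 170204 ± 50896 (SD, n = 4) in SecPDG, 96869 ± 51858 (SD, n = 5) in tuft cells and 21552 ± 10472 (SD, n = 5) in enterocytes. The 9 genes of other enteroendocrine cells (Gcg, Pyy, Sst, Cck, Nts, Gip, Insl5, Ghrl and Sct) summed to 9918 ± 4587 (SD, n = 2) in EECs, 5321 ± 2044 (SD, n = 5) in enterocytes and 3600.1 ± 2347 (SD, n = 3) in AbsPro. Their sum was 2142 ± 811 (SD, n = 4) in SecPDG, 1148 ± 662 (SD, n = 5) in tuft cells and 302 ± 148 (SD, n = 3) in stem cells. Of the enterochromaffin genes, 6 were called higher in EECs than in stem cells (6 adjusted over the list alone), and of the other genes 2 (3). Reg4 alone had 165137 normalized counts in SecPDG, 18237.5 in AbsPro and 2979.65 in stem cells. The sums of the first list in these cell types are therefore mostly those of Reg4. The median log2 fold change in EECs was 10.15 for the first list and 0.96 for the second. Chga, a secretory granule protein of enteroendocrine cells, had 462128 ± 360593 (SD, n = 2) normalized counts in EECs, from 207151 to 717106 in the 2 libraries, and Chgb had 615578 ± 358624 (SD, n = 2).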

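The tuft-2 genes (Ptprc, Rac2, Ptgs1, Irf7, Ffar3, Alox5, Tslp and Il4ra) summed to 10873 ± 2865 (SD, n = 5) normalized counts in tuft cells and 874 ± 95.3 (SD, n = 3) in stem cells, and 7 of 8 were called higher in tuft cells (7 adjusted over the list alone). The sum was 1901 ± 487 (SD, n = 3) in AbsPro, 3211 ± 461 (SD, n = 4) in SecPDG, 3022 ± 356 (SD, n = 5) in enterocytes and 2856 ± 644 (SD, n = 2) in EECs. The tuft-1 genes (Nradd, Gng13, Nrep, Rgs2, Ninj1 and Plekhg5) summed to 3649 ± 913 (SD, n = 5) in tuft cells and 1459.5 ± 256 (SD, n = 3) in stem cells, and 1 of 6 was called higher (2 adjusted over the list alone). In the other cell types the tuft-1 sum was 1331 ± 105 (SD, n = 3) in AbsPro, 2148 ± 162 (SD, n = 4) in SecPDG, 827 ± 65.3 (SD, n = 5) in enterocytes and 1445 ± 162 (SD, n = 2) in EECs.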

Tuft cells were comprised of both Tuft-1 and Tuft-2 subtypes (Supplementary Fig. 7;^19^). For each of the isolated cell types we identified strongly associated biomarkers, including novel highly expressed proteins confirmed via proteomic analysis and immunohistochemistry (Supplementary Figs. 7–9, Supplementary Data #2). In the case of tuft cells, we detected taste-directed signaling pathways that are distinct from tuft cells in the small intestine (Supplementary Fig. 10)^25,26^.

Pairing the fluorescence-activated cell sorting (FACS) protocol with new methods for global proteome analysis of small numbers of cells (<200 cells) enabled us to compare the transcriptome and proteome for all six cell populations^27,28^ (Supplementary Data #2). Despite the use of small cell numbers, particularly, for the rare EEC and tuft cell populations, we were able to quantify the expression of over 2,800 proteins and investigate RNA:protein correlation patterns (Supplementary Figs. 11a, 12). General crypt markers, such as Epcam and Vil1 (Supplementary Fig. 11b), were detected along with markers of mature cell types (Supplementary Figs. 7g, 8g, 9g), and progenitor cell types (Supplementary Fig. 11c, d). 

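Normalized counts of Epcam, Cd44, Cd24a and Kit, on the log2 scale, were used to cluster the 22 libraries into 6 clusters. For 21 of 22 libraries, the nearest other library was of the same cell type. The clusters held 18 libraries in a cluster led by their own cell type. SecPDG and tuft cells fell into 1 cluster, and enterocytes into a pair of clusters of 3 and 2 libraries.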

We also confirmed that mRNA expression levels of the surface protein markers used in the FACS protocol could accurately cluster cell types (Supplementary Fig. 13), confirming that at least for the sorting markers, the mRNA and protein expression patterns are congruent. To determine whether our protocol is broadly useful we sorted colon epithelia from four additional commonly used mouse strains (Agouti, FVB, BALB/c, and NSG) and from female mice (Supplementary Fig. 14). The sorting results were nearly the same, demonstrating that the procedure reliably distinguishes colon crypt cell types regardless of mouse strain or gender.

### Redefining markers of crypt stem cells

The clear separation of stem cells from progenitors and mature cell types enabled us to define global patterns of gene expression from the early stages of loss of stemness and lineage commitment (comparing stem cells with AbsPro and SecPDG) to the final steps of differentiation (Ent, tuft, EEC; Fig. 2a). 

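By edgeR's test, with a mean of at least 50 over all libraries, 134 genes differed between stem cells and AbsPro, 1134 between stem cells and SecPDG, 2748 between stem cells and tuft cells, 5060 between stem cells and enterocytes and 4541 between stem cells and EECs. With DESeq2's Wald test the comparison with AbsPro gave 420 genes. Leaving out 1 library gave 53 genes in AbsPro without Stem 1 and 164 without AbsPro 2, and 1690 in tuft cells without Stem 2 and 3308 without Tuft 5. In EECs, leaving out 1 of the stem cell libraries gave 4252 (without Stem 1) to 4526 (without Stem 3), and no EEC library was left out, since a single one would remain.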

We observed several notable trends in gene expression. First, differentiation is generally accompanied by an increase rather than a decrease in gene expression (Fig. 2a). This is especially striking during loss of stemness and commitment to the absorptive and secretory lineages where there is a significant increase in the expression of 232 and 1177 genes in the absorptive and secretory progenitors, respectively, in contrast to a decrease in 69 and 492 genes in those populations (Fig. 2a; padj < 0.01 + minimum mean 50 counts). 

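Of the called genes, 84.3% were higher than in stem cells in AbsPro, 67.9% in SecPDG, 64.9% in tuft cells, 48.3% in enterocytes and 54.2% in EECs. With DESeq2's size factors in place of TMM, the shares were 80.3%, 67.3%, 69.2%, 75.6% and 77.3%. Scaled by library totals, they were 75.6%, 44.1%, 56.5%, 70.9% and 63.7%. From the numbers of higher and lower genes in its own analysis (Fig. 2a), the paper concludes that differentiation is generally accompanied by an increase in gene expression.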

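In AbsPro, 113 genes were higher and 21 lower than in stem cells, and in SecPDG 770 were higher and 364 lower. With DESeq2's Wald test, the numbers were 324 and 96 in AbsPro, and 1354 and 502 in SecPDG. Scaled by library totals, SecPDG had 830 higher and 1050 lower genes, so that the direction of the difference changed.

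Among genes whose libraries do not overlap, the 3 largest increases in AbsPro by the fitted change were those of Chgb, 5033404E19Rik and Chga. Chgb went from 179.8 ± 108 (SD, n = 3) in stem cells to 8058 ± 5022 (SD, n = 3) in AbsPro, a log2 fold change of 5.51 (standard error 1.01, adjusted p = 0.000584, higher in 3 of 3 libraries). 5033404E19Rik had 2.64 ± 2.41 (SD, n = 3, background 26.6%) normalized counts in stem cells and 99 ± 43.2 (SD, n = 3) in AbsPro, a log2 fold change of 5.07 (standard error 1.00, adjusted p = 0.00116, higher in 3 of 3 libraries). Chga went from 68.8 ± 63.6 (SD, n = 3) in stem cells to 2185 ± 1249.7 (SD, n = 3) in AbsPro, a log2 fold change of 5.03 (standard error 1.03, adjusted p = 0.00249, higher in 3 of 3 libraries). Chga and Chgb are genes of enteroendocrine cells, and a share of EECs of 0.547% among the sorted AbsPro would give the median increase of 25 transcripts abundant in EECs. In SecPDG the largest increases were those of Samd5, Mt3 and Rgs13. Samd5 was at 0 in every stem cell library and had 349 ± 55.9 (SD, n = 4) normalized counts in SecPDG, at least 509-fold higher in SecPDG (adjusted p = 1.93e-11, higher in 4 of 4 libraries). Mt3 was at 0 in every stem cell library and had 146 ± 52.8 (SD, n = 4) normalized counts in SecPDG, at least 217-fold higher in SecPDG (adjusted p = 2.97e-07, higher in 4 of 4 libraries). Rgs13 was at 0 in every stem cell library and had 87.5 ± 41.1 (SD, n = 4) normalized counts in SecPDG, at least 133-fold higher in SecPDG (adjusted p = 6.01e-05, higher in 4 of 4 libraries). Without Stem 3, the log2 fold change was 5.69 for 5033404E19Rik in AbsPro. Leaving out Stem 1 gave a log2 fold change of 5.92 for Chga in AbsPro. Chgb lost the call in AbsPro without Stem 1 (adjusted p = 0.0122). 5033404E19Rik lost the call in AbsPro in 5 of the 6 fits that left out 1 library (adjusted p up to 0.0152, without AbsPro 3). Chga lost the call in AbsPro in 5 of the 6 fits that left out 1 library (adjusted p up to 0.0354, without Stem 3). 5033404E19Rik in AbsPro, Chga in AbsPro and Mt3 in SecPDG (under thinned counts) and Rgs13 in SecPDG (under the minimum mean over the 2 cell types) lost the call under other settings.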

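Tuft cells had 1784 genes higher and 964 lower than in stem cells, a ratio of 1.85. Enterocytes had 2445 higher and 2615 lower (ratio 0.935), and EECs 2459 and 2082 (ratio 1.18). The split depends on the scaling between libraries. With DESeq2's size factors the numbers of higher and lower genes were 4589 and 1485 in enterocytes, 4396 and 1289 in EECs and 2186 and 971 in tuft cells. With library totals they were 4154 and 1704 in enterocytes, 3449 and 1969 in EECs and 1732 and 1334 in tuft cells. With upper quartiles they were 4200 and 1494, 3486 and 1915 and 2247 and 951 in the same order. With TMM the ratio in enterocytes was 0.574 without Ent 1 and 1.11 without Ent 3.

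**Figure D2:**
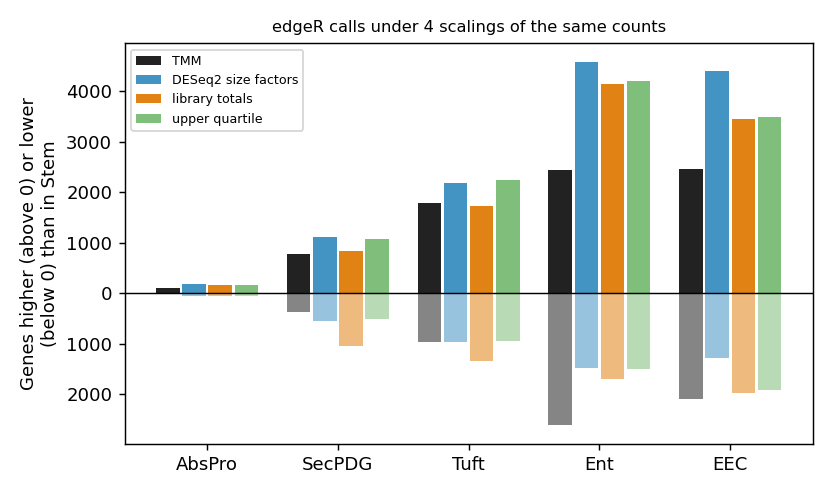
Number of genes called higher (above 0) and lower (below 0) than in stem cells in each of 5 cell types, by edgeR's test under 4 scalings of the same counts. In enterocytes, TMM gives 2445 higher and 2615 lower genes and DESeq2's size factors 4589 and 1485.

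In tuft cells, the largest increases among genes without overlap were those of Rgs13, Gnat3 and Hmx3. Rgs13 was at 0 in every stem cell library and had 2900.2 ± 1219.7 (SD, n = 5) normalized counts in tuft cells, at least 4327-fold higher in tuft cells (adjusted p = 3.42e-19, higher in 5 of 5 libraries). Gnat3 was at 0 in every stem cell library and had 919 ± 266 (SD, n = 5) normalized counts in tuft cells, at least 1345-fold higher in tuft cells (adjusted p = 1.36e-15, higher in 5 of 5 libraries). Hmx3 was at 0 in every stem cell library and had 869 ± 384 (SD, n = 5) normalized counts in tuft cells, at least 1249-fold higher in tuft cells (adjusted p = 2.13e-15, higher in 5 of 5 libraries). In enterocytes they were those of Cdh23, 5430427M07Rik and Abcc9. Cdh23 was at 0 in every stem cell library and had 399 ± 201 (SD, n = 5, background 66.6%) normalized counts in enterocytes, at least 570.0-fold higher in enterocytes (adjusted p = 3.04e-09, higher in 5 of 5 libraries). 5430427M07Rik was at 0 in every stem cell library and had 299 ± 129 (SD, n = 5) normalized counts in enterocytes, at least 444-fold higher in enterocytes (adjusted p = 1.28e-09, higher in 5 of 5 libraries). Abcc9 was at 0 in every stem cell library and had 283 ± 121 (SD, n = 5, background 46.2%) normalized counts in enterocytes, at least 406-fold higher in enterocytes (adjusted p = 2.29e-08, higher in 5 of 5 libraries). In EECs they were those of Vgf, Glp1r and Rgs4. Vgf was at 0 in every stem cell library and had 1967 ± 1614 (SD, n = 2) normalized counts in EECs, at least 3181-fold higher in EECs (adjusted p = 6.38e-17, higher in 2 of 2 libraries). Glp1r was at 0 in every stem cell library and had 1742 ± 1390.2 (SD, n = 2) normalized counts in EECs, at least 2809-fold higher in EECs (adjusted p = 1.01e-15, higher in 2 of 2 libraries). Rgs4 was at 0 in every stem cell library and had 1507 ± 1487 (SD, n = 2) normalized counts in EECs, at least 2487-fold higher in EECs (adjusted p = 3.04e-14, higher in 2 of 2 libraries). 5430427M07Rik in enterocytes and Abcc9 in enterocytes (under thinned counts) had no call under other settings.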

Fully committed, differentiated enterocytes, tuft cells, and EEC populations show 4.1, 2.7, and 4.2-fold differences in gene activation:suppression compared with stem cells, suggesting that differentiation in the colon crypt is defined more by gene activation rather than suppression of a distinct stem cell program. In addition, the transcriptomic stem cell signature is not shut off abruptly, but instead declines gradually (Fig. 2b). Thus, stem cells are defined more by the absence of differentiated cell markers. This applies to well-known intestinal stem cell markers such as *Lgr5, Smoc2, Cd44, Cdca7, Notch1*, and *Rnf43*, which show elevated expression in stem cells, but are well expressed in the other cell populations (Supplementary Fig. 15a). 

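The largest decreases among genes whose libraries do not overlap were, in AbsPro, those of Msi1, Rbms3 and Kif26b. Msi1 is named by the paper among markers of reserve stem cells. Rbms3 had 203 ± 110.3 (SD, n = 3) normalized counts in stem cells and 25.4 ± 31.1 (SD, n = 3, background 35.1%) in AbsPro, a log2 fold change of -3.09 (standard error 0.67, adjusted p = 0.00469, lower in 3 of 3 libraries). Kif26b went from 397 ± 131 (SD, n = 3) in stem cells to 55.9 ± 10.3 (SD, n = 3, background 20.2%) in AbsPro, a log2 fold change of -2.80 (standard error 0.51, adjusted p = 0.000584, lower in 3 of 3 libraries). In SecPDG they were those of Slc37a2, Emp1 and Hsd3b2. Slc37a2 had 2214 ± 728 (SD, n = 3) normalized counts in stem cells and 138 ± 89.4 (SD, n = 4) in SecPDG, a log2 fold change of -4.03 (standard error 0.57, adjusted p = 2.97e-07, lower in 4 of 4 libraries). Emp1 went from 515 ± 142 (SD, n = 3) in stem cells to 33.1 ± 12.2 (SD, n = 4) in SecPDG, a log2 fold change of -4.01 (standard error 0.64, adjusted p = 4.56e-06, lower in 4 of 4 libraries). Hsd3b2 had 304 ± 36.1 (SD, n = 3) normalized counts in stem cells and 21.3 ± 11.7 (SD, n = 4) in SecPDG, a log2 fold change of -3.86 (standard error 0.54, adjusted p = 2.09e-07, lower in 4 of 4 libraries). In tuft cells they were those of Slc37a2, Car1 and Cyp2c55. Slc37a2 had 152 ± 51.2 (SD, n = 5, background 33.5%) in tuft cells, a log2 fold change of -3.90 (standard error 0.52, adjusted p = 5.81e-08, lower in 5 of 5 libraries). Car1 had 15775 ± 5369.7 (SD, n = 3) normalized counts in stem cells and 1140.2 ± 624 (SD, n = 5) in tuft cells, a log2 fold change of -3.79 (standard error 0.56, adjusted p = 5.98e-07, lower in 5 of 5 libraries). Cyp2c55 went from 1109 ± 177 (SD, n = 3) in stem cells to 97.4 ± 65.7 (SD, n = 5) in tuft cells, a log2 fold change of -3.54 (standard error 0.52, adjusted p = 4.98e-07, lower in 5 of 5 libraries).

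In enterocytes, the largest decreases were those of Cd44, Aqp1 and Hist1h3c. Aqp1 had 2925 ± 198 (SD, n = 3) normalized counts in stem cells and 109.9 ± 27.4 (SD, n = 5, background 36.9%) in enterocytes, a log2 fold change of -4.73 (standard error 0.37, adjusted p = 8.98e-15, lower in 5 of 5 libraries). Hist1h3c went from 1053 ± 154 (SD, n = 3) in stem cells to 59.3 ± 40.9 (SD, n = 5) in enterocytes, a log2 fold change of -4.11 (standard error 0.40, adjusted p = 7.95e-12, lower in 5 of 5 libraries). In EECs, with 2 libraries, they were those of Hist1h2ae, Siva1 and Hist1h2ah. Hist1h2ae was at 0 in every EEC library and had 728 ± 8.74 (SD, n = 3) normalized counts in stem cells, at least 334-fold lower in EECs (adjusted p = 2.85e-07, lower in 2 of 2 libraries). Siva1 was at 0 in every EEC library and had 547 ± 151 (SD, n = 3) normalized counts in stem cells, at least 253-fold lower in EECs (adjusted p = 2.65e-07, lower in 2 of 2 libraries). Hist1h2ah was at 0 in every EEC library and had 351 ± 158 (SD, n = 3) normalized counts in stem cells, at least 165-fold lower in EECs (adjusted p = 0.000201, lower in 2 of 2 libraries). The fit without AbsPro 3 gave a log2 fold change of -4.57 for Rbms3 in AbsPro. Rbms3 lost the call in AbsPro in 4 of the 6 fits that left out 1 library (adjusted p up to 0.0762, without AbsPro 1). Kif26b lost the call in AbsPro in 2 of the 6 fits that left out 1 library (adjusted p up to 0.017, without AbsPro 3). Kif26b in AbsPro (under thinned counts), Hist1h2ah in EECs (under a fit of the 2 cell types alone) and Rbms3 in AbsPro (6 of 12 settings) missed the threshold when 1 setting was changed.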

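Smoc2 (ENSMUSG00000023886, chromosome 17 from 14279506 to 14404790) had 2514 ± 589 (SD, n = 3) normalized counts in stem cells, 1102 ± 65.1 (SD, n = 3) in AbsPro and 865 ± 327 (SD, n = 4) in SecPDG. Smoc2 had 966 ± 276 (SD, n = 5) in tuft cells, 263 ± 67.9 (SD, n = 5, background 40.7%) in enterocytes and 339 ± 320.3 (SD, n = 2, background 39.6%) in EECs. It was called lower in SecPDG (log2 fold change -1.53, standard error 0.32, adjusted p = 0.00048, lower in 4 of 4 libraries) and tuft cells (log2 fold change -1.38, standard error 0.30, adjusted p = 0.000504, lower in 5 of 5 libraries). It was also called lower in enterocytes (log2 fold change -3.25, standard error 0.33, adjusted p = 5.12e-11, lower in 5 of 5 libraries) and EECs (log2 fold change -2.99, standard error 0.48, adjusted p = 1.34e-06, lower in 2 of 2 libraries). Cd44 (ENSMUSG00000005087, chromosome 2 from 102811141 to 102901665), the sorting marker, had 9935 ± 685 (SD, n = 3) normalized counts in stem cells, 2424 ± 569 (SD, n = 3) in AbsPro and 4281 ± 342 (SD, n = 4) in SecPDG. Cd44 had 4305 ± 869 (SD, n = 5) in tuft cells, 343 ± 85.3 (SD, n = 5, background 30.8%) in enterocytes and 454 ± 112 (SD, n = 2, background 25.9%) in EECs. It was called lower in all 5 cell types, with log2 fold changes of -2.03 in AbsPro (adjusted p = 0.000188), -1.21 in SecPDG (0.00531), -1.20 in tuft cells (0.00161), -4.86 in enterocytes (7.36e-17) and -4.47 in EECs (9.38e-11), and lower than the stem cell mean in all 19 libraries.

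Cdca7 (ENSMUSG00000055612, chromosome 2 from 72476159 to 72486893), Notch1 (ENSMUSG00000026923, chromosome 2 from 26457903 to 26516663) and Rnf43 (ENSMUSG00000034177, chromosome 11 from 87662722 to 87735539) had means of 3451, 5231 and 3309.8 normalized counts in stem cells. In AbsPro the means were 1812, 2152 and 1603, and none of the 3 was called, with log2 fold changes of -0.93, -1.28 and -1.04 (adjusted p = 0.199, 0.0351 and 0.0809, each lower in 3 of 3 libraries). In SecPDG the means were 1203, 1384 and 1538, with log2 fold changes of -1.52, -1.91 and -1.11 that were all called (adjusted p = 0.000314, 1.00e-05 and 0.00657, each lower in 4 of 4 libraries). In tuft cells, enterocytes and EECs, all 3 were called lower, with log2 fold changes between -4.43 and -1.44. The largest background shares were those of Notch1 in EECs (67.3%) and Cdca7 in EECs (34.4%). Cd44 lost the call in SecPDG in 5 of the 7 fits that left out 1 library (adjusted p up to 0.0276, without SecPDG 2). Rnf43 lost the call in SecPDG in 5 of the 7 fits that left out 1 library (adjusted p up to 0.0439, without Stem 1). Smoc2 in tuft cells (under DESeq2's Wald test), Rnf43 in SecPDG (under no filter on low counts) and Smoc2 in EECs (under a fit of the 2 cell types alone) lost the call under other settings. Smoc2 in AbsPro and Cdca7 in AbsPro (under a fit of the 2 cell types alone) and Notch1 in AbsPro and Rnf43 in AbsPro (6 of 12 settings) had a call under other settings.

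**Figure D3:**
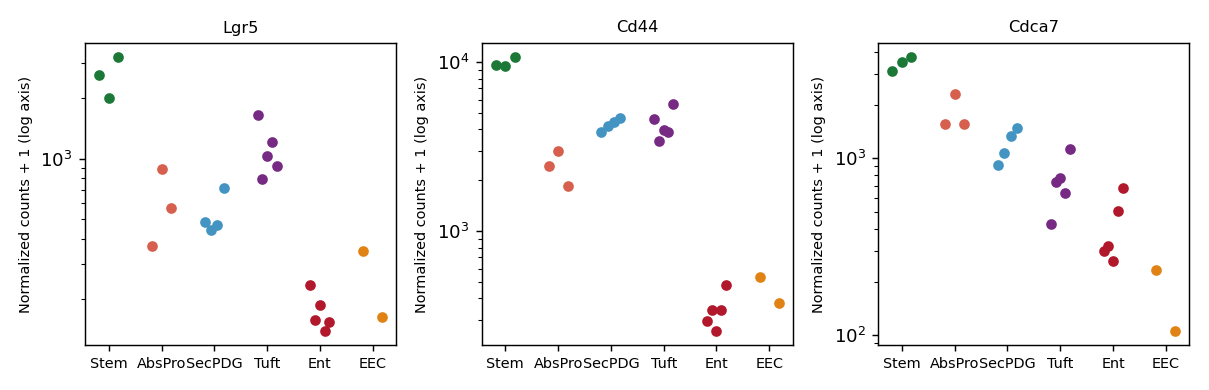
Normalized counts plus 1, on a log axis, of Lgr5, Cd44 and Cdca7 in each library of the 6 cell types, 1 point per library. For Cd44, the mean is 9935 in stem cells and 343 in enterocytes.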

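Lgr5 (ENSMUSG00000020140, chromosome 10 from 115450311 to 115587780) had 2599 ± 596 (SD, n = 3) normalized counts in stem cells, 608 ± 263 (SD, n = 3) in AbsPro and 527 ± 129 (SD, n = 4) in SecPDG. Lgr5 had 1118 ± 336 (SD, n = 5) in tuft cells, 174 ± 38 (SD, n = 5, background 92.3%) in enterocytes and 255 ± 130.5 (SD, n = 2, background 72.8%) in EECs. Its normalized counts were 4.29-fold lower in AbsPro than in stem cells (log2 fold change -2.10, standard error 0.34, adjusted p = 9.15e-05, lower in 3 of 3 libraries) and 4.93-fold lower in SecPDG (log2 fold change -2.30, standard error 0.31, adjusted p = 1.31e-07, lower in 4 of 4 libraries). In tuft cells they were 2.33-fold lower (log2 fold change -1.22, standard error 0.28, adjusted p = 0.00103, lower in 5 of 5 libraries). In enterocytes the log2 fold change was -3.91 (adjusted p = 1.45e-13, lower in 5 of 5 libraries) and in EECs -3.41 (adjusted p = 4.73e-08, lower in 2 of 2 libraries). Lgr5 lost the call in tuft cells without Stem 3 (adjusted p = 0.0103). Lgr5 in tuft cells (under DESeq2's Wald test) had no call under other settings. SecPDG 4 had 718 normalized counts of Lgr5 against 441 to 482 in the other SecPDG libraries.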

*Lgr5* is a notable example as its levels decrease by fourfold in AbsPro and SecPDG, but only twofold in the fully differentiated tuft cells demonstrating that *Lgr5* expression is not unique to the stem compartment (Supplementary Fig. 3b). Indeed, we could demonstrate *Lgr5* expression in tuft cells at the protein level using flow cytometry of colon crypt epithelia from Lgr5-EGFP-IRES-creERT2 (Supplementary Fig. 3c).

**Fig. 2:**
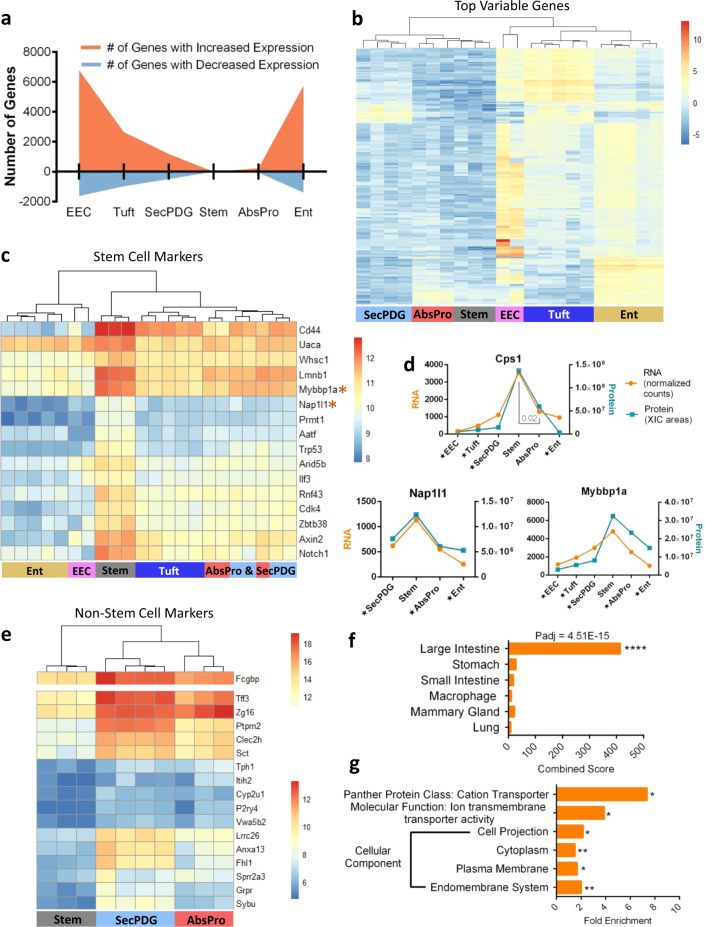
Characterization of intestinal stemness based on differential gene expression. **a** The number of genes that significantly change gene expression (mRNA level) between non-stem cells and stem cells; orange indicates the number of genes that increase expression and blue are the number of genes that decrease expression compared with stem (padj < 0.01 + minimum mean 50 counts). **b** Auto-scaled heatmap showing gene expression and unsupervised clustering of the top 200 most variably expressed genes. **c** Gene expression heatmap and unsupervised clustering of *n* = 16 genes that are significantly enriched in stem cells compared to all non-stem cells (padj  < 0.01+ minimum mean 50 counts). **d** Examples of stem enriched markers showing both mRNA expression paired with protein expression. Star annotation by cell type symbolizes significant differential mRNA expression compared with stem (padj  < 0.01). **e** Unsupervised clustering of genes that significantly increase in expression from stem to both SecPDG and AbsPro (8-fold change cutoff, padj  < 0.01 + minimum mean count 50 counts). Upper panel: the highly expressed *Fcgbp* gene is reported on a separate color scale. **f**, **g** Enrichr (Mouse Gene Atlas) and Panther (cellular component analysis, molecular function, and panther protein class) gene ontology analysis of *n* = 107 genes that are significantly higher in expression in all non-stem cell types compared with stem cells. FDR significance is defined by: *<0.05, **<0.01, ***<0.005, ****<0.001, and analysis was performed with the following biological replicate numbers: stem = 3, AbsPro = 3, SecPDG = 4, tuft = 5, Ent = 5, and EEC = 2.

Although these data suggest that colon crypt stem cells have few specific markers, our analysis identified a set of 16 highly enriched mRNAs that distinguish stem cells from all other cell populations (Fig. 2c; padj  < 0.01 + minimum mean 50 counts). Some of these mRNAs are known stem cell markers (*Cd44, Rnf43, Notch1*) and Wnt signaling targets (*Axin2, Rnf43*), but newly identified markers are connected to epigenetics processes (*Lmnb1, Whsc1, Mybbp1a, Nap1l1, Prmt1, Aatf*, and *Arid5b*), regulation of the cell cycle (*Aatf, Cdk4, Trp53*—Supplementary Fig. 16), and transcription regulators (*Mybbp1a, Arid5b, Zbtb38*—Supplementary Fig. 17). 

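Called higher in stem cells than in each of the other 5 cell types were 4 genes, Cd44, Lgr5, Rgcc and Scn2b. Rgcc and Scn2b are named here after their values were seen. Rgcc had log2 fold changes of -1.98 in AbsPro, -1.79 in SecPDG, -2.45 in tuft cells, -4.08 in enterocytes and -5.13 in EECs. Scn2b had log2 fold changes of -2.47 in AbsPro, -1.79 in SecPDG, -1.89 in tuft cells, -3.52 in enterocytes and -3.02 in EECs. With DESeq2's Wald test the list held 16 genes, of which 1, Cd44, is among the 4. Fits that each left out 1 library gave 2 genes without Stem 3 and 5 without AbsPro 2. The 5 comparisons share the stem cell libraries, so that they are not independent. In 20 simulations of unchanged cell types that shared only the stem cell libraries, genes were taken by the smallest p. As many were taken as were called in the real data, without a threshold on the adjusted p. A mean of 5.5 of them and at most 9 were lower in all 5. Because the number taken was fixed, this shows overlap through shared libraries and cannot tell whether the 4 genes exceed chance.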

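Beside Cd44, Rnf43 and Notch1, 12 genes in the list of the paper (Fig. 2c) are Axin2, Lmnb1, Whsc1, Mybbp1a, Nap1l1, Prmt1, Aatf, Arid5b, Cdk4, Trp53, Zbtb38 and Uaca. Their means in stem cells ran from 1309 for Prmt1 to 6653 for Lmnb1 normalized counts. All 12 were lower than in stem cells in each of the 5 cell types. In AbsPro the log2 fold changes ran from -1.18 for Axin2 to -0.64 for Whsc1, and none was called, with adjusted p from 0.0497 for Axin2 to 0.612 for Uaca. In SecPDG they ran from -1.22 for Arid5b to -0.63 for Whsc1, and 2, Axin2 and Arid5b, were called. In tuft cells 11 were called (-1.80 for Trp53 to -0.84 for Whsc1), all but Whsc1, in enterocytes 12 (-3.73 for Axin2 to -1.28 for Uaca) and in EECs 11 (-3.28 for Lmnb1 to -1.12 for Uaca), all but Uaca.

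Axin2 (ENSMUSG00000000142, chromosome 11 from 108920349 to 108950783) had 4656 ± 595 (SD, n = 3) in stem cells, 2047 ± 663 (SD, n = 3) in AbsPro and 2154 ± 247 (SD, n = 4) in SecPDG, with changes against stem cells in AbsPro (log2 fold change -1.18, standard error 0.33, adjusted p = 0.0497, lower in 3 of 3 libraries) and SecPDG (log2 fold change -1.11, standard error 0.30, adjusted p = 0.00966, lower in 4 of 4 libraries), of which the second was called. Trp53 (ENSMUSG00000059552, chromosome 11 from 69580359 to 69591873) had 2100.2 ± 249 (SD, n = 3) in stem cells and 1045 ± 307 (SD, n = 3) in AbsPro, and its change there was not called (log2 fold change -1.01, standard error 0.31, adjusted p = 0.111, lower in 3 of 3 libraries). Axin2 lost the call in SecPDG without any 1 of the 7 libraries (adjusted p up to 0.0425, without SecPDG 2). Arid5b lost the call in SecPDG in 4 of the 7 fits that left out 1 library (adjusted p up to 0.0244, without SecPDG 3). Axin2 in SecPDG (under no filter on low counts) missed the threshold when 1 setting was changed. Trp53 in AbsPro (3 of 12 settings), Arid5b in AbsPro (5 of 12 settings) and Axin2 in AbsPro and Trp53 in SecPDG (6 of 12 settings) gained a call under other settings. Over these 12 genes, DESeq2's Wald test called 12 in AbsPro. In EECs, leaving out 1 stem cell library removed the call for Arid5b (1 of 3 fits).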

Several markers were detected in the proteomics analysis as consistently elevated in stem cells (Fig. 2d). We also identified several additional protein markers that gradually decrease in protein and mRNA expression as cells transition to the progenitor stage (and thus do not pass our stringent significance cutoff of differentially expressed between stem and progenitor) (Supplementary Fig. 15b). RNA markers of proliferation (*Mki67, Pcna*, and *Mcms*) are highest in stem cells, but interestingly, their protein products are readily detectable in differentiated cells, thus highlighting inconsistencies between mRNA and protein biomarkers of proliferation (Supplementary Fig. 18). 

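Mki67 (ENSMUSG00000031004, chromosome 7 from 135689784 to 135716361), a marker of proliferating cells, had 22263 ± 3889 (SD, n = 3) normalized counts in stem cells, 18249 ± 5554 (SD, n = 3) in AbsPro and 25638 ± 2332 (SD, n = 4) in SecPDG. Mki67 had 11741 ± 3322 (SD, n = 5) in tuft cells, 4733 ± 3152 (SD, n = 5) in enterocytes and 993 ± 247 (SD, n = 2) in EECs. Its mean in SecPDG was above that in stem cells by less than the spread between libraries (log2 fold change 0.20, standard error 0.45, adjusted p = 0.899, higher in 3 of 4 libraries). It was called lower in enterocytes (log2 fold change -2.23, standard error 0.43, adjusted p = 3.43e-05, lower in 5 of 5 libraries) and EECs (log2 fold change -4.50, standard error 0.68, adjusted p = 5.26e-07, lower in 2 of 2 libraries). There was no call in AbsPro (log2 fold change -0.29, standard error 0.48, adjusted p = 0.992, lower in 2 of 3 libraries) and tuft cells (log2 fold change -0.92, standard error 0.42, adjusted p = 0.0800, lower in 5 of 5 libraries). Pcna (ENSMUSG00000027342, chromosome 2 from 132249162 to 132253314) had 1250.3 ± 237 (SD, n = 3) in stem cells and 639.8 ± 70.5 (SD, n = 3) in AbsPro. Pcna had 849.6 ± 171 (SD, n = 4) in SecPDG and 534 ± 163 (SD, n = 5) in tuft cells. Pcna was called lower in tuft cells (log2 fold change -1.21, standard error 0.29, adjusted p = 0.00172, lower in 5 of 5 libraries), enterocytes and EECs. Mcm2 to Mcm7, subunits of the replicative helicase, had means from 2121 for Mcm4 to 4817 for Mcm6 in stem cells, 950.5 for Mcm4 to 2357 for Mcm6 in AbsPro and 1526 for Mcm4 to 3337 for Mcm6 in SecPDG. None of the 6 was called in AbsPro (log2 fold changes from -1.16 for Mcm4 to -0.93 for Mcm7) or SecPDG (-0.80 for Mcm3 to -0.48 for Mcm4). All 6 were called lower in tuft cells (-1.70 for Mcm3 to -1.14 for Mcm4), enterocytes (-3.39 for Mcm6 to -2.97 for Mcm7) and EECs (-3.86 for Mcm6 to -2.90 for Mcm4). Pcna lost the call in tuft cells without Stem 2 (adjusted p = 0.0105). Mcm4 lost the call in tuft cells in 2 of the 8 fits that left out 1 library (adjusted p up to 0.0112, without Stem 2). Mcm4 in tuft cells (under DESeq2's Wald test) and Pcna in EECs, Mcm4 in EECs and Mcm5 in EECs (under a fit of the 2 cell types alone) lost the call under other settings. Mki67 in tuft cells, Pcna in AbsPro, Mcm3 in SecPDG, Mcm4 in AbsPro, Mcm5 in SecPDG, Mcm6 in AbsPro and Mcm7 in SecPDG (under a fit of the 2 cell types alone) passed the threshold when 1 setting was changed. SecPDG 1 had 22163 normalized counts of Mki67 against 26585 to 27178 in the other SecPDG libraries and Tuft 5 had 1712 normalized counts of Mcm3 against 829 to 987 in the other tuft cell libraries. Ent 4 had 381 normalized counts of Mcm5 against 259.9 to 277 in the other enterocyte libraries and Tuft 5 had 2774 normalized counts of Mcm6 against 1180.2 to 1549.7 in the other tuft cell libraries.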

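Against AbsPro and SecPDG alone, 8 genes were called higher in stem cells in both comparisons, the 4 named above and Angpt2, Kif26b, Nr2e3 and Tenm4, which are named after their values were seen. Angpt2 had log2 fold changes of -1.63 in AbsPro and -1.80 in SecPDG. Kif26b had log2 fold changes of -2.80 in AbsPro and -2.62 in SecPDG. Nr2e3 had log2 fold changes of -2.18 in AbsPro and -2.12 in SecPDG. Tenm4 had log2 fold changes of -1.88 in AbsPro and -1.41 in SecPDG. With DESeq2's Wald test there were 28 such genes. Leaving out 1 library gave 3 without AbsPro 3 and 10 without AbsPro 2. The simulations with shared stem cell libraries, with genes taken by the smallest p, gave a mean of 9.8 and at most 13. They are no measure of chance for the 8 genes either.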

When we limit the differential gene expression analysis to a comparison of stem and daughter cells, SecPDG and AbsPro, there are an additional 11 mRNAs that are stem cell-enriched (Supplementary Fig. 15c), bringing the total number of genes that are most highly expressed in stem cells to 27. In contrast, the number of genes/proteins that increase as cells transition to the progenitor stage is larger. 

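Called higher than in stem cells in both AbsPro and SecPDG were 62 genes, against 8 called lower in both. In the simulations with shared stem cell libraries, where genes were taken by the smallest p, a mean of 62.1 and at most 71 overlapped. With the number taken fixed, they cannot tell whether the 62 exceed chance.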

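Fcgbp (ENSMUSG00000047730, chromosome 7 from 28071236 to 28120862), which encodes a protein of goblet cell mucus, had 7395 ± 1957 (SD, n = 3) normalized counts in stem cells, 79847 ± 38348 (SD, n = 3) in AbsPro and 398253 ± 343776 (SD, n = 4) in SecPDG. It was called higher in SecPDG (log2 fold change 5.75, standard error 1.04, adjusted p = 5.21e-05, higher in 4 of 4 libraries) and not in AbsPro (log2 fold change 3.43, standard error 0.95, adjusted p = 0.0508, higher in 3 of 3 libraries). Tff3 (ENSMUSG00000024029, chromosome 17 from 31125306 to 31129646) had 269 ± 108 (SD, n = 3) in stem cells, 3199 ± 1851 (SD, n = 3) in AbsPro and 7678 ± 2744 (SD, n = 4) in SecPDG. Tff3 was called higher in AbsPro (log2 fold change 3.58, standard error 0.53, adjusted p = 3.50e-05, higher in 3 of 3 libraries) and SecPDG (log2 fold change 4.84, standard error 0.54, adjusted p = 4.97e-10, higher in 4 of 4 libraries). Ptprn2 (ENSMUSG00000056553, chromosome 12 from 116485720 to 117276849) had 71.8 ± 19.3 (SD, n = 3) in stem cells, 896 ± 401 (SD, n = 3) in AbsPro and 5407 ± 786 (SD, n = 4) in SecPDG. Ptprn2 was called higher in AbsPro (log2 fold change 3.64, standard error 0.51, adjusted p = 1.86e-05, higher in 3 of 3 libraries) and SecPDG (log2 fold change 6.24, standard error 0.51, adjusted p = 2.18e-13, higher in 4 of 4 libraries). Zg16 (ENSMUSG00000049350, chromosome 7 from 127050156 to 127087328) had 435 ± 209.8 (SD, n = 3) in stem cells, 7611 ± 4507 (SD, n = 3) in AbsPro and 5591 ± 519 (SD, n = 4) in SecPDG. Zg16 was called higher in AbsPro (log2 fold change 4.12, standard error 0.53, adjusted p = 3.98e-06, higher in 3 of 3 libraries) and SecPDG (log2 fold change 3.68, standard error 0.51, adjusted p = 2.52e-07, higher in 4 of 4 libraries). With SecPDG 2 left out, the log2 fold change was 5.01 for Fcgbp in SecPDG. Fcgbp in AbsPro (5 of 12 settings) had a call under other settings. A share of SecPDG of 18.2% among AbsPro would give the level of Fcgbp there, and Zg16 would need 128%. The share for Fcgbp would be higher without SecPDG 2, which had 912524 normalized counts against 205832 to 262342 in the other SecPDG libraries.

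The paper shows 13 more genes in Fig. 2e, Clec2h, Sct, Tph1, Itih2, Cyp2u1, P2ry4, Vwa5b2, Lrrc26, Anxa13, Fhl1, Sprr2a3, Grpr and Sybu. In AbsPro 9 of them were called higher (3.06 for Lrrc26 to 5.49 for P2ry4 on the log2 scale), all but Tph1, Cyp2u1, Grpr and Sybu, and in SecPDG 11 (3.52 for Sprr2a3 to 6.70 for Sybu), all but Tph1 and Itih2. Without Stem 3, the log2 fold changes were 8.54 for Itih2 in AbsPro, 4.79 for Cyp2u1 in SecPDG and 8.11 for Sybu in SecPDG. Leaving out Stem 2 gave log2 fold changes of 6.89 for P2ry4 in AbsPro, 6.85 for P2ry4 in SecPDG, 3.84 for Vwa5b2 in AbsPro, 4.16 for Fhl1 in AbsPro, 7.29 for Fhl1 in SecPDG and 3.91 for Sprr2a3 in AbsPro. The fit without SecPDG 2 gave a log2 fold change of 2.26 for Sprr2a3 in SecPDG. Vwa5b2 had no count in a stem cell library other than Stem 3. Itih2 lost the call in AbsPro in 5 of the 6 fits that left out 1 library (adjusted p up to 0.0651, without AbsPro 1). Cyp2u1 lost the call in SecPDG in 2 of the 7 fits that left out 1 library (adjusted p up to 0.0154, without SecPDG 2). P2ry4 lost the call in AbsPro in 5 of the 6 fits that left out 1 library (adjusted p up to 0.0353, without AbsPro 1). Vwa5b2 lost the call in AbsPro in 4 of the 6 fits that left out 1 library (adjusted p up to 0.0601, without AbsPro 1) and in SecPDG in 2 of the 7 fits that left out 1 library (adjusted p up to 0.0155, without Stem 1). Anxa13 lost the call in AbsPro in 5 of the 6 fits that left out 1 library (adjusted p up to 0.0497, without AbsPro 3). Fhl1 lost the call in AbsPro in 5 of the 6 fits that left out 1 library (adjusted p up to 0.0796, without Stem 1). Sprr2a3 lost the call in AbsPro without any 1 of the 6 libraries (adjusted p up to 0.0887, without Stem 3) and in SecPDG without SecPDG 2 (adjusted p = 0.0206). Tph1 gained a call in AbsPro without AbsPro 2 (adjusted p = 0.00919). SecPDG 2 had 912524 normalized counts of Fcgbp against 205832 to 262342 in the other SecPDG libraries and SecPDG 3 had 215 normalized counts of Itih2 against 28.6 to 44.1 in the other SecPDG libraries. SecPDG 2 had 196 normalized counts of Cyp2u1 against 65.6 to 78.3 in the other SecPDG libraries and SecPDG 2 had 138 normalized counts of P2ry4 against 77.5 to 82.3 in the other SecPDG libraries.

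At least 8-fold higher than in stem cells, and called, in both AbsPro and SecPDG were 14 genes, of which 11 are among those of Fig. 2e (Anxa13, Clec2h, Fhl1, Lrrc26, P2ry4, Ptprn2, Sct, Sprr2a3, Tff3, Vwa5b2 and Zg16). DESeq2's Wald test gave 98, and fits without 1 library gave 5 (without AbsPro 3) to 22 (without AbsPro 2). The overlap in the simulations with shared libraries was a mean of 13.2 and at most 18. Genes were taken there by the smallest p, without the 8-fold or the adjusted p threshold. These values are therefore no measure of chance for the 14 genes.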

The top genes activated at this early step (e.g., *Fcgbp, Tff3, Ptprn2, Zg16*, etc.), are shown in Fig. 2e. If the comparison is extended to all cell types, there are 107 genes that significantly increase in expression in all cell stages and all cell types compared with stem cells (Supplementary Fig. 15d, example in Supplementary Fig. 15e, Supplementary Data #3). 

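In all 5 cell types, 26 genes were called higher than in stem cells. Among them were Clec2h, Fhl1, Ndrg1, P2ry4, Ptprn2, Sct and Sprr2a3. With DESeq2's Wald test there were 191, and leaving out 1 library gave 9 without Stem 1 and 34 without Ent 1. The simulations with shared stem cell libraries, with genes taken by the smallest p, gave a mean of 38 and at most 48. With the number taken fixed, they are no measure of chance for the 26 genes.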

Gene ontology analysis (Enrichr and Panther) indicates these 107 “non-stem” genes demarcate the large intestine and are cytoplasmic and plasma membrane components (as opposed to factors in the nucleus), such as ion transporters that are involved in the function of mature epithelial cells in the mucosa (Fig. 2f, g).

### RNA processing remodels the intestinal crypt transcriptome

Given that the majority of gene expression changes as measured by mRNA levels are gradual and do not sharply distinguish stem cells from progenitor cell states, we investigated whether other transcriptomic signatures better delineate the rapid transitions of loss of stemness and early commitment. As alternative pre-mRNA processing has been shown to be important in the differentiation of embryonic stem cells, we asked whether there are differences in alternative splicing and polyadenylation^29–38^. We used two computational pipelines, rMATS Turbo and MAJIQ, to analyze the RNA-seq data to identify significant changes in mRNA-splicing patterns among the six cell populations (Fig. 3a–c, Supplementary Fig. 19a; list of alternatively spliced genes in Supplementary Data #4)^39,40^. 

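The authors compared stem cells with each other cell type in rMATS from the alignments of the same libraries, and deposited for each comparison a table of skipped exon events. A table gives, per library, the counts that support inclusion and those that support skipping of an exon, from reads across junctions and on the exon itself, and the inclusion level, which is the share of inclusion after a correction for the lengths of the 2 isoforms. The tables held 4872 events for AbsPro, 6150 for SecPDG, 6641 for tuft cells, 5924 for enterocytes and 1984 for EECs. Libraries stand in a table in an order without names, so that the number of a library in a splicing table is its place in the list and is not tied to the number of a library in the counts of genes. Levels are given as means of the libraries with counts, in percent.

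Differences in inclusion were tested with edgeR's quasi-likelihood F test on the inclusion and skipping counts of each library, with a term per library, over the events with a mean of at least 10 counts per library in both cell types. These were 3867 events in AbsPro, 4650 in SecPDG, 4726 in tuft cells, 3789 in enterocytes and 1445 in EECs. An event was called at an adjusted p under 0.05. All spread between libraries went into the quasi-likelihood dispersion, a form chosen on simulated data after edgeR's own dispersion had been run on these tables and had given 0 calls in each comparison. At an unadjusted p under 0.05, that form had 3 events in AbsPro, 33 in SecPDG, 67 in tuft cells, 98 in enterocytes and 20 in EECs.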

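The deposited tables of the 5 comparisons with stem cells hold no event more than once. At the FDR under 0.05 that the authors gave, they called 926 events in AbsPro, 611 in SecPDG, 401 in tuft cells, 586 in enterocytes and 216 in EECs. The libraries of the 2 cell types did not overlap in inclusion level in 64 of these events in AbsPro (6.91%, where chance gives 10%), 37 in SecPDG (6.06%, chance 5.71%), 21 in tuft cells (5.24%, chance 3.57%), 33 in enterocytes (5.63%, chance 3.57%) and 46 in EECs (21.3%, chance 20%). Among the events they did not call it was 0.234% in AbsPro and 0.113% in SecPDG, and the values of chance hold for levels without ties and for events not chosen from the same libraries. Of the genes with an event called by the authors in rMATS, 77 in AbsPro and 60 in SecPDG were also in the MAJIQ table of the same comparison, which lists 339 and 347 genes.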

With rMATS, we identified 3,659 changes in mRNA splicing among all possible comparisons, with the vast majority of these changes detected as skipped exon (SE) events (Fig. 3b, Supplementary Fig. 19b, Supplementary Data #4). 

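By the test of inclusion and skipping counts, in the form chosen after values were seen, 0 events were called in AbsPro, 6 in SecPDG, 21 in tuft cells, 8 in enterocytes and 11 in EECs. At an unadjusted p under 0.05 there were 109 events in AbsPro, against 222, 310, 213 and 98 in the other cell types in the same order. Taking 3 libraries per cell type gave 2 in SecPDG, 0 in tuft cells and 0 in enterocytes, with 66 and 88 in the last 2 at an unadjusted p under 0.05. With edgeR's own dispersion, the default of the planned test and the form run first, the count was 0 in each comparison (3, 33, 67, 98 and 20 at an unadjusted p under 0.05). Leaving out 1 library moved the count to between 0 (without Tuft 5, with 129 at an unadjusted p under 0.05) and 116 (without Stem 3) in tuft cells, and to between 1 and 22 (without Stem 2) in SecPDG. In enterocytes it ran from 2 (without Ent 4) to 41 (without Stem 3), and in EECs from 0 (without Stem 1, with 71 at an unadjusted p under 0.05) to 1 in the 3 fits that left out a stem cell library. Of the 926 events the authors called in AbsPro, 903 passed the minimum count and 87 of those had an unadjusted p under 0.05. Among the 1170 events that passed the minimum count in all 5 comparisons, the authors' calls made up 28.5% in AbsPro, 23.1% in SecPDG, 19.4% in tuft cells, 24.1% in enterocytes and 14.9% in EECs.

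In SecPDG, the called events with the largest changes, chosen after their values were seen, were exons of 4833439L19Rik, Gm1123 and Eif4a2. The exon of 4833439L19Rik on chromosome 13 from 54559198 to 54559324 had an inclusion of 56.1% ± 41.8 in stem cells (SD, n = 3, 240 inclusion and 112 skipping counts) and 98.1% ± 2.38 in SecPDG (SD, n = 4, 595 inclusion and 5 skipping counts), a change of 42 percentage points (adjusted p = 0.00788, above the mean of stem cells in 4 of 4 libraries). One stem cell library was at 100% and another at 16.7%, and the adjusted p ran from 4.79e-06 to 0.904 with 1 library left out and 0.00528 to 0.667 (highest with 3 libraries per cell type) under other settings. The exon of Gm1123 on chromosome 9 from 99023243 to 99023412 had 66.7% ± 57.7 in stem cells (SD, n = 3, 8 inclusion and 25 skipping counts) and 99.2% ± 0.969 in SecPDG (SD, n = 4, 3073 inclusion and 8 skipping counts), and a single stem cell library held the skipping counts of its cell type. Its adjusted p was 0.00612 in SecPDG (change 32.5 percentage points, above the mean of stem cells in 4 of 4 libraries) up to 0.338 with 1 library left out, and 0.00612 to 0.404 under other settings.

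**Figure D4:**
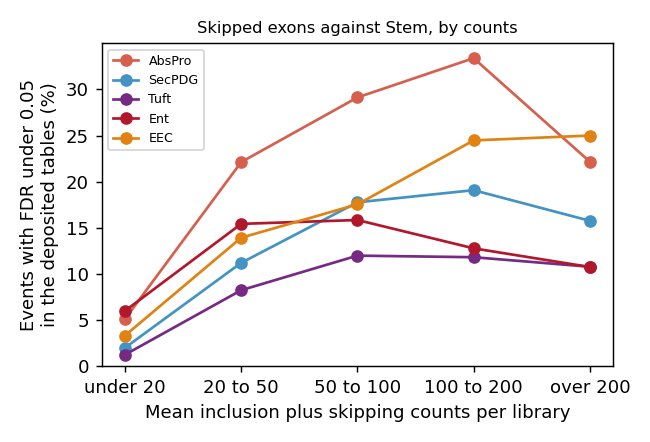
Share of skipped exon events that the authors called at an FDR under 0.05, by the mean number of inclusion plus skipping counts per library, for each of 5 comparisons with stem cells. Between 100 and 200 counts the share is 33.4% in AbsPro and 12.8% in enterocytes, and under 20 counts 5.11% and 6.00%.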

The largest number of alternative mRNA splicing events were during the transition from stem to AbsPro (926 SE events; rMATS, FDR  < 0.05), even though there are threefold fewer changes in gene expression (301 significant changes in mRNA levels, Fig. 2a). 

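The ratio, in called events per 100 called genes, was 0 in AbsPro (0 events over 134 genes), 0.529 in SecPDG, 0.764 in tuft cells, 0.158 in enterocytes and 0.242 in EECs. With the events the authors called over the genes called by DESeq2's Wald test, it was 220.5 in AbsPro, 32.9 in SecPDG, 10.5 in tuft cells, 11.2 in enterocytes and 3.8 in EECs. With the same events over the genes called by edgeR it was 691 in AbsPro and 53.9 in SecPDG. The ratio of AbsPro therefore depends on the 134 to 420 genes in its denominator as well as on the calls of events.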

The relative number of changes in splicing compared with the number of changes in gene expression (mRNA level) can be represented by a splicing abundance ratio (SAR) (Fig. 3c; (number of significant alternative splicing changes ÷ number of significant gene expression changes × 100)). This metric reveals the extent to which splicing changes dominate the changes in the transcriptome during the transition from stem to AbsPro and stem to SecPDG. 

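The paper concludes that changes in splicing dominate over changes in mRNA level at the exit from the stem cell state, from 926 events against 301 genes in AbsPro and from the ratio. Of the 35 ways to group the stem cell and SecPDG libraries, 6 reached the real 6 events, with a highest count of 40. With the authors' FDR under 0.01 and a change of at least 0.25, the calls were 98 in AbsPro and 71 in SecPDG, and the ratio per 100 DESeq2 calls was 23.3 and 3.83.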

During the latter stages of differentiation, however, the number of alternative splicing events is much less than the number of gene expression changes (Fig. 3c; Supplementary Fig. 19c).

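Over the number of called genes, the authors' calls in the mature cell types gave ratios below that of SecPDG under each of the 6 combinations of an FDR or change threshold with edgeR or DESeq2 genes that were set up. These ratios set mature cells against stem cells. The deposited events hold no comparison of progenitors with mature cells, so the ratio for that step (Fig. 3c) could not be tested. By the count of groupings, 18 of 56 ways to group the stem and tuft cell libraries reached the real 21 events (highest 158), and 19 of 56 ways to group those of stem cells and enterocytes reached the real 8 (highest 64). The table of EECs held the fewest events (1984), which may lower their number of calls. The same does not hold for tuft cells (6641) and enterocytes (5924). Their tables held more events than that of AbsPro (4872) and about as many as that of SecPDG (6150).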

**Fig. 3:**
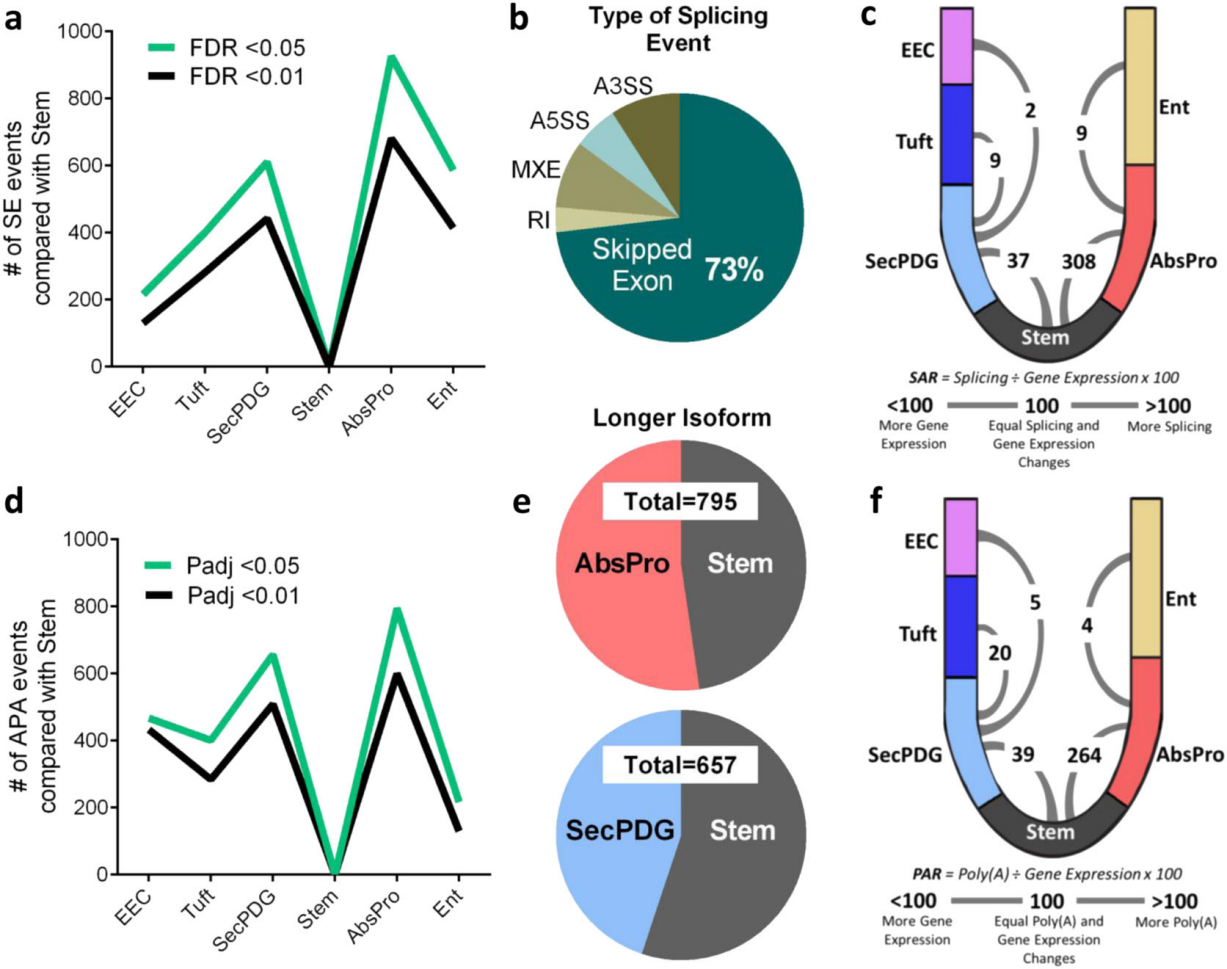
A burst of alternative mRNA processing activity during loss of stemness. **a** Alternative splicing analysis with rMATS determined the abundance of skipped exon events in non-stem cell types compared to stem cells. **b** Breakdown of average percentages of rMATS splicing changes (events) detected between stem and all non-stem cell types by type of event (SE = skipped exon, RI = retained intron, MXE = mutually exclusive exon, A5SS = Alt 5 splice site, A3SS = Alt 3 splice site) showing predominance of SE (73%) (FDR < 0.05). **c** Crypt diagram illustrating cell types in the secretory lineage (SecPDG, tuft, EEC) versus absorptive lineage (AbsPro, Ent). A numeric SAR (splicing abundance ratio = number of significant alternative splicing changes ÷ number of significant gene expression changes x 100) arc indicates the number of splicing changes relative to gene expression between stem, progenitors, and differentiated cells. **d** Alternative polyadenylation (APA) analysis with DaPars quantitated the number of APA changes (events) in non-stem cells compared with stem. **e** APA events characterized by which cell type has the longer 3’UTR isoform for each polyadenylated mRNA in stem versus AbsPro (top) and stem versus SecPDG (bottom) (padj  < 0.05). **f** Crypt diagram illustrating PAR (polyadenylation abundance ratio = number of significant alternative polyadenylation changes ÷ number of significant gene expression changes × 100) comparing polyadenylation changes to gene expression between stem, progenitors, and differentiated cells. Splicing and polyadenylation analysis was performed with the following biological replicate number of mRNA-seq samples: stem = 3, AbsPro = 3, SecPDG = 4, tuft = 5, Ent = 5, and EEC = 2.

We next used an APA analysis platform, DaPars, to identify changes in APA and to determine the length of 3′ UTR regions in mRNAs (list of alternatively polyadenylated genes in Supplementary Data #4)^41^. 

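The authors ran DaPars on each comparison with stem cells and deposited tables with 1 line per transcript. A line gives the share of the distal site in each library, rounded to 2 decimals, the coordinates of the region and of the predicted proximal site, and an adjusted p, and DaPars called a transcript when its share differed by at least 0.15 and by a log2 ratio of at least 0.32 at an adjusted p under 0.05. The tables held 5137 transcripts for AbsPro, 4356 for SecPDG, 3318 for tuft cells, 2538 for enterocytes and 1343 for EECs. The levels of the long and short forms, which the tables also hold, were not used. The columns of a cell type are numbered, and the tables do not say which library a number stands for. The share was tested with limma's moderated t test with an intensity trend on log2((share + 0.01)/(1 - share + 0.01)), over the transcripts with a value in at least 2 libraries of each cell type, and a transcript was called at an adjusted p under 0.05. The share has no count beside it, so that a share from few reads weighs as much as one from many. In simulated data with a change of 2.5 in the log2 ratio, the test recovered 2% of changed transcripts in AbsPro and 13% in SecPDG. In tuft cells, enterocytes and EECs it recovered 14.5%, 46% and 15.5%. A missing call in a progenitor therefore says little about a change of that size.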

Similar to the patterns of alternative splicing, the largest number of APA events were detected in the transition from stem to AbsPro, followed by stem to SecPDG (Fig. 3d). However, unlike APA changes observed during embryonic stem cell differentiation^34,37^, there is not a dominant, global trend toward lengthening or shortening of 3′ UTRs (Fig. 3e). 

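At DaPars' own thresholds the authors called 795 transcripts in AbsPro, 657 in SecPDG, 401 in tuft cells, 217 in enterocytes and 467 in EECs. By the moderated t test the calls were 3 in AbsPro, 2 in SecPDG, 2 in tuft cells, 1 in enterocytes and 0 in EECs, of 4976, 4223, 3257, 2449 and 735 transcripts tested, and at an unadjusted p under 0.05 there were 184, 200, 169, 213 and 97. With a pseudocount of 0.001 in place of 0.01 there were 5 in AbsPro, 10 in SecPDG, 6 in tuft cells, 6 in enterocytes and 6 in EECs, and on the share itself there were 0 calls in each comparison. Among the 541 transcripts that were tested in all 5 comparisons, the authors called 6.28% in AbsPro, 7.21% in SecPDG, 9.24% in tuft cells, 6.28% in enterocytes and 22% in EECs. Where every library had a value, the libraries of the 2 cell types did not overlap in 180 of 668 calls of the authors in AbsPro (26.9%, chance 10%), 125 of 533 in SecPDG (23.5%, chance 5.71%), 66 of 317 in tuft cells (20.8%, chance 3.57%), 30 of 127 in enterocytes (23.6%, chance 3.57%) and 135 of 203 in EECs (66.5%, chance 20%). These values of chance hold for shares without ties and for transcripts not chosen from the same libraries.

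These calls are named here after their values were seen. In AbsPro, the share of the distal site of Apobec3 was 100% ± 0 (SD, n = 3) in stem cells and 59% ± 11.8 (SD, n = 3) in AbsPro (adjusted p = 0.0444, lower in 3 of 3 libraries, 0.0746 to 0.413 with 1 library left out and 0.0108 to 0.945 under other settings). For Ccdc88c it was 66.5% ± 4.95 (SD, n = 2) in stem cells and 100% ± 0 (SD, n = 3) in AbsPro (adjusted p = 0.0397, higher in 3 of 3 libraries, 0.011 to 0.51 with 1 library left out and 0.0108 to 0.309 under other settings). Tmem139 was the third, at 68.5% ± 0.707 (SD, n = 2) in stem cells and 100% ± 0 (SD, n = 3) in AbsPro (adjusted p = 0.0362, higher in 3 of 3 libraries, 0.0064 to 0.51 with 1 library left out and 0.0108 to 0.132 under other settings). A call in SecPDG was Zfp110 at 100% ± 0 (SD, n = 3) in stem cells and 59.8% ± 6.7 (SD, n = 4) in SecPDG (adjusted p = 0.00686, lower in 4 of 4 libraries, 0.00874 to 0.0697 with 1 library left out and 0.00175 to 0.18 under other settings). The other was Aldh18a1 at 71.7% ± 13.2 (SD, n = 3) in stem cells and 100% ± 0 (SD, n = 4) in SecPDG (adjusted p = 0.0458, higher in 4 of 4 libraries, 0.0024 to 0.241 with 1 library left out and 0.00461 to 0.686 under other settings). In tuft cells there was Tmem250-ps at 100% ± 0 (SD, n = 3) in stem cells and 61.4% ± 15.1 (SD, n = 5) in tuft cells (adjusted p = 0.0255, lower in 5 of 5 libraries, 0.0133 to 0.273 with 1 library left out and 0.00332 to 0.706 under other settings). The second call there was Aldh18a1, with 100% ± 0 (SD, n = 5) in tuft cells (adjusted p = 0.00969, higher in 5 of 5 libraries, 0.000152 to 0.0859 with 1 library left out and 0.000746 to 0.706 under other settings). Enterocytes had Hist1h4n at 83% ± 9.54 (SD, n = 3) in stem cells and 100% ± 0 (SD, n = 5) in enterocytes (adjusted p = 0.00677, higher in 5 of 5 libraries, 8.24e-07 to 0.0507 with 1 library left out and 0.000245 to 0.393 under other settings). In each of these calls 1 of the 2 cell types had the same share of 100% in every library with a value.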

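Among the authors' calls, the share of the distal site was higher than in stem cells in 416 and lower in 379 in AbsPro, 295 and 362 in SecPDG, 241 and 160 in tuft cells, and 126 and 341 in EECs. In enterocytes 113 of 217 were lower and the others higher. The moderated t test called 2 higher and 1 lower in AbsPro and 1 and 1 in SecPDG, all of them named above. For skipped exons, the authors' calls were higher in inclusion in 466 and lower in 460 in AbsPro, 411 and 200 in SecPDG, 320 and 81 in tuft cells, 437 and 149 in enterocytes, and 164 and 52 in EECs.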

Similar to SAR, a polyadenylation abundance ratio (PAR) was used to quantify the number of changes in polyadenylation relative to the number of changes in gene expression (Fig. 3f, Supplementary Fig. 19d). This analysis revealed a pattern similar to mRNA splicing in that there are a greater number of APA events compared with gene expression changes as stem cells transition through loss of stemness and lineage choice and fewer changes during the final stages of differentiation into mature cell types. These data suggest that pre-mRNA processing, rather than gene expression changes, remodels the transcriptome, and proteome during loss of stemness and/or lineage commitment.

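The ratio, in called transcripts per 100 called genes, was 2.24 in AbsPro, 0.176 in SecPDG, 0.0728 in tuft cells, 0.0198 in enterocytes and 0 in EECs. Leaving out 1 library moved the number of called transcripts to between 0 and 4 in AbsPro, 1 and 4 in SecPDG, 0 and 5 in tuft cells and 0 and 6 in enterocytes. With transcripts at an adjusted p under 0.05 in the authors' tables, whatever the size of their change, over the genes called by DESeq2, it was 312 in AbsPro, 60.5 in SecPDG, 17.7 in tuft cells, 6.64 in enterocytes and 12.6 in EECs.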

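For the exit from the stem cell state, the paper proposes from these counts and ratios that processing of transcripts, and not the level of mRNA, remodels the transcriptome. The 10 ways to group the stem cell and AbsPro libraries gave at least the real 3 called transcripts in 4. At least the real count was reached in 10 of 35 groupings for SecPDG, 11 of 56 for tuft cells and 20 of 56 for enterocytes, with highest counts of 17, 16 and 5. The same groupings of the gene counts of stem cells and AbsPro reached the real 134 genes in 1 of 10, and the next highest count was 3.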

### RNA processing in the loss of intestinal stemness

RNA-processing activities can be influenced by regulators and transcription rates and therefore linked to changes in mRNA levels. Alternatively, RNA processing can be a separate regulatory network that modifies the sequences of the existing transcriptome without altering mRNA abundance. We observe that the latter is the case for early stages of differentiation. 

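Among the genes with a skipped exon called by the authors, 5 of 801 (0.624%, 95% interval 0.203 to 1.45) were called in mRNA level in AbsPro. Of all genes tested, 0.588% were called in AbsPro. For genes with a polyadenylation call the number was 6 of 735 (0.816%, 95% interval 0.300 to 1.77).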

Fewer than 5% and 20%, respectively, of the AbsPro and SecPDG alternatively processed mRNAs showed significant changes in the level of mRNA (Fig. 4a). This suggests that during loss of stemness, alternative mRNA processing and activation of gene transcription are distinct regulatory programs. 

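In SecPDG, 38 of 539 (7.05%, 95% interval 5.04 to 9.55) of the genes with a called exon and 62 of 598 (10.4%, 95% interval 8.04 to 13.1) of those with a polyadenylation call changed in mRNA level, against 4.98% of all genes tested. With the genes called by DESeq2 the shares were 1.5% and 3.27% in AbsPro, and 16.7% and 16.4% in SecPDG, against 1.72% and 7.6% of all genes. In the mature cell types the shares were 11% and 16.6% in tuft cells (12.1% of all genes), 25.6% and 27.5% in enterocytes (22.2%) and 18.8% and 18.9% in EECs (19.9%). By DESeq2 calls they were 24.1% and 28.8% in tuft cells (15.7% of all genes), 27.8% and 38.5% in enterocytes (21.5%) and 33.5% and 32.9% in EECs (23.3%).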

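The paper proposes from the small share of processed genes that change in level that processing and transcription are separate programs early in differentiation. Taking both kinds of processing together, 10 of 1462 (0.684%, 95% interval 0.328 to 1.25) genes changed in level in AbsPro and 97 of 1089 (8.91%, 95% interval 7.28 to 10.8) in SecPDG. Genes with more reads are tested with more power for exons, for polyadenylation and for level, and this was not modeled.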

Because changes in RNA processing are more common than alterations in gene transcription, the functional role of the processed mRNAs could reveal important details about crypt stem cell biology and loss of stemness. Thus, we identified mRNAs that displayed differential processing in both AbsPro and SecPDG. These changes included 332 genes with SE events in common, and 194 genes with common APA events (Fig. 4b; the majority of these genes contain the same event). 

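From the deposited tables, 333 genes had an exon called by the authors in both progenitors and 194 genes a polyadenylation call in both. The same event was called in both for 334 exons of 310 genes, with the same direction in 324, and for 199 transcripts of 191 genes, with the same direction in 191. Both kinds were called in both progenitors for 13 genes. Both comparisons share the 3 stem cell libraries, so that a library that differs by chance gives calls in both. In 20 simulations without any real difference between the progenitors and stem cells, but with the same 3 libraries in both tests and as many top events as the authors called, a mean of 287 genes (highest 313) was shared for exons and 205 (highest 226) for polyadenylation. The same number of top events of the real tests shared 324 genes for exons, above the highest simulation, and 187 for polyadenylation, below the mean. Independent lists of the size of the authors' would share 158 and 125. By the tests run here, 0 genes were called in both for exons and 0 for polyadenylation.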

As these changes occur in both progenitor populations, they could potentially be some of the earliest changes in the stem cell transcriptome before lineage transition to an absorptive or secretory progenitor state. Gene ontology analysis of these commonly processed mRNAs shows the most dominant function is protein SUMOylation, such as SUMO enzymes and ‘SUMO conjugation to E1’ (Fig. 4c, Supplementary Figs. 20, 21b, c). Other enrichments include programs of mitosis, signaling (SMADs, mTOR, TP53, NMDA, ion channels), and glycosylation, with a number of these genes connected to Notch and Wnt signaling, which are pathways that direct stemness and differentiation in the intestine.

**Fig. 4:**
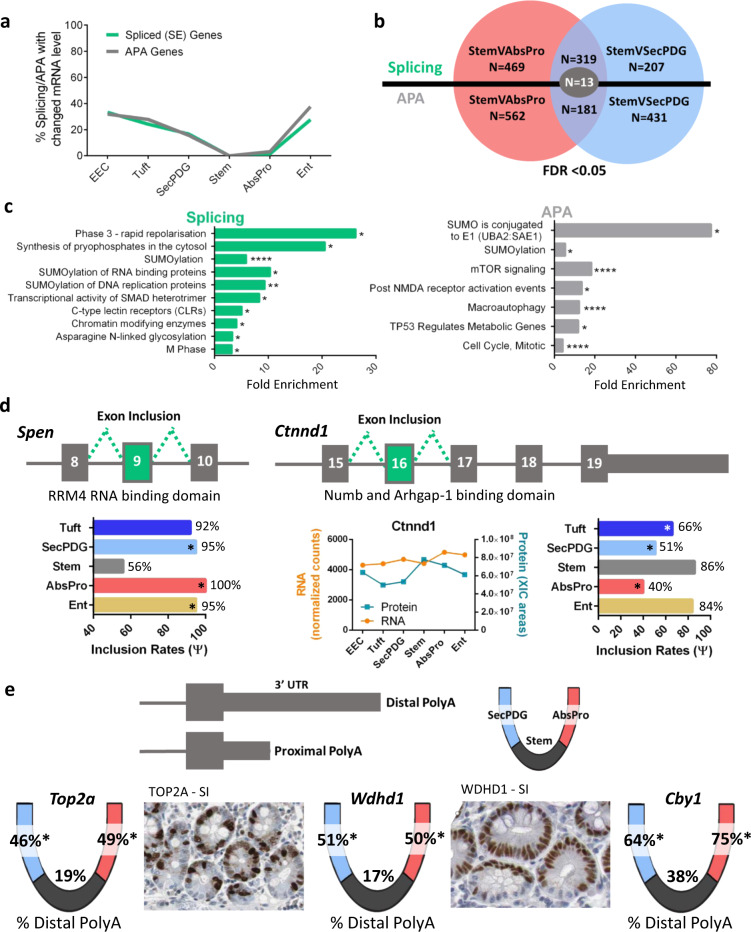
Alternative splicing and polyadenylation changes that occur during intestinal crypt loss of stemness. **a** Percentage of alternatively spliced (FDR < 0.05) or polyadenylated genes (padj < 0.05) that also change gene expression (padj  < 0.01) compared with stem. **b** Venn diagram overlap of APA and alternatively spliced genes between stem versus AbsPro and stem versus SecPDG (FDR  < 0.05). *n* = 13 genes were both APA and alternatively spliced differently in stem cells versus SecPDG and stem cells versus AbsPro (Supplementary Fig. 21a). **c** Gene ontology (reactome pathway) analysis of the commonly spliced genes when comparing stem versus AbsPro and stem versus SecPDG (rMATS; *n* = 332 (319 + 13) genes) and common APA genes (DaPars, *n* = 194 (181 + 13) genes); FDR  < 0.05. Sumoylation and cell cycle ontologies of alternatively processed genes are common to both splicing and APA changes (Supplementary Fig. 21b, c). **d** Two examples of alternatively spliced genes, *Spen* and *Ctnnd1*, which are differentially processed in stem cells versus progenitor cells. The exon inclusion rate for each event is shown in the bar graph. Ctnnd1 protein was detected by MS and the abundance compared with mRNA is displayed. **e** Three examples of genes with significant changes in alternative polyadenylation choice: *Top2a*, *Wdhd1*, and *Cyb1*. Overlaid on the crypt-base diagram are the percentage of distal polyA usage for each of the genes in the three cryptal cell compartments: stem, AbsPro, and SecPDG. Human protein atlas images show strong small intestine (SI) staining patterns of TOP2A and WDHD1 in the transit amplifying zone but a lack of staining in the stem cell niche despite the fact that *Top2a* mRNA levels are elevated in stem cells compared to progenitor cells and *Wdhd1* mRNA levels are the same among the cell types (Supplementary Fig. 22). Additional immunohistochemistry images of human intestine are provided in Supplementary Fig. 23. FDR significance is defined by: *<0.05, **<0.01, ***<0.005, ****<0.001.

For example, split ends protein (Spen) has four RRM RNA-binding domains and functions in splicing and transcription regulation, including suppression of Notch and activation of Wnt signaling^42–46^. 

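The exon of Spen on chromosome 4 from 141485559 to 141485672 had an inclusion of 56.4% ± 41.6 in stem cells (SD, n = 3, 168 inclusion and 74 skipping counts), 100% ± 0 in AbsPro (SD, n = 3, 184 inclusion and 0 skipping counts) and 95.2% ± 3.52 in SecPDG (SD, n = 4, 159 inclusion and 4 skipping counts). Inclusion of the Spen exon was 92.4% ± 8.38 in tuft cells (SD, n = 5, 170 inclusion and 9 skipping counts), 94.7% ± 7.48 in enterocytes (SD, n = 5, 131 inclusion and 5 skipping counts) and 100% in EECs (1 library with counts, 4 inclusion and 0 skipping counts). The 3 stem cell libraries were at 14.5, 97.6 and 57%, and 1 of them lies within the range of SecPDG, while all 3 lie below the AbsPro libraries, each at 100%. Chance gives no overlap in 10% of exons in AbsPro for levels without ties. Among the exons that the authors did not call in AbsPro, it was 0.234%. The authors' FDR was 4.32e-06 in AbsPro and 0.000745 in SecPDG. By the test between libraries the event was not called in AbsPro (change 43.6 percentage points, adjusted p = 0.899) and SecPDG (change 38.8 percentage points, adjusted p = 0.689). Nor was it called in tuft cells (change 36 percentage points, adjusted p = 0.352) or enterocytes (change 38.3 percentage points, adjusted p = 0.484). With 1 library left out, the adjusted p was 0.918 to 1 in AbsPro, 0.125 to 1 in SecPDG, 0.0255 to 1 in tuft cells and 0.0292 to 0.953 in enterocytes. Spen mRNA was called in no comparison with stem cells (log2 fold changes from -0.67 in enterocytes to 0.08 in EECs, lowest adjusted p = 0.0653). Spen mRNA in EECs (under DESeq2's Wald test) gained a call under other settings.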

Approximately 50% of *Spen* mRNA in stem cells is missing the 4th RRM domain, whereas in the secretory and absorptive progenitor populations, this domain is present in ~100% of the *Spen* mRNA (Fig. 4d, Supplementary Fig. 22a). Delta-catenin (*Ctnnd1*) has known functions in adhesion as well as Wnt and Notch signaling (Fig. 4d, Supplementary Fig. 22a). A C-terminal domain of Ctnnd-1 that binds the Notch1 regulator Numb and the GTPase activator Arhgap-1 is more often encoded in *Ctnnd1* mRNA in stem cells than in progenitor populations. 

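The authors called 3 exons of Ctnnd1 in at least 1 comparison. The exon on chromosome 2 from 84605184 to 84605246 had an inclusion of 85.9% ± 8.63 in stem cells (SD, n = 3, 497 inclusion and 45 skipping counts), 40.0% ± 19.2 in AbsPro (SD, n = 3, 222 inclusion and 164 skipping counts) and 51.2% ± 22.7 in SecPDG (SD, n = 4, 332 inclusion and 207 skipping counts). Its inclusion was 67.4% ± 5.5 in tuft cells (SD, n = 5, 382 inclusion and 108 skipping counts), 83.7% ± 11.1 in enterocytes (SD, n = 5, 319 inclusion and 42 skipping counts) and 94.3% in EECs (1 library with counts, 216 inclusion and 8 skipping counts). The authors' FDR was 2.98e-08 in AbsPro, 2.91e-05 in SecPDG and 0.000139 in tuft cells. No stem cell library (lowest 78.6%) overlapped with AbsPro (highest 53.1%) or SecPDG (highest 69.6%). For levels without ties, chance gives 10% and 5.71% of exons with no overlap. By the test between libraries the exon was not called in AbsPro (change -45.9 percentage points, adjusted p = 0.899) and SecPDG (change -34.7 percentage points, adjusted p = 0.0869). Nor was it called in tuft cells (change -18.5 percentage points, adjusted p = 0.49) or enterocytes (change -2.21 percentage points, adjusted p = 0.795). In EECs a single library had counts, and with 1 library left out the adjusted p was 0.918 to 1 in AbsPro and 0.0247 to 1 in SecPDG. Ctnnd1 mRNA was called in no comparison with stem cells (log2 fold changes from -0.55 in EECs to 0.26 in AbsPro, lowest adjusted p = 0.307).

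The exon of Ctnnd1 on chromosome 2 from 84608329 to 84608416 had 87.5% ± 21.7 in stem cells (SD, n = 3, 567 inclusion and 65 skipping counts) and 100% in every library of the other 5 cell types, and 1 stem cell library at 62.4% made the difference. It was not called in AbsPro (change 12.5 percentage points, adjusted p = 0.899), SecPDG (change 12.5 percentage points, adjusted p = 0.295) and tuft cells (change 12.5 percentage points, adjusted p = 0.084). Nor was it called in enterocytes (change 12.5 percentage points, adjusted p = 0.194) or EECs (change 12.5 percentage points, adjusted p = 0.939). Leaving out 1 library gave an adjusted p of 0.00173 to 1 in tuft cells and 0.00356 to 1 in enterocytes. The third exon, on chromosome 2 from 84626020 to 84626137, had 0% ± 0 in stem cells (SD, n = 3, 0 inclusion and 24 skipping counts), 17.4% ± 19.8 in SecPDG (SD, n = 3, 8 inclusion and 16 skipping counts), 45.3% ± 43.5 in tuft cells (SD, n = 4, 14 inclusion and 17 skipping counts) and 51.4% ± 14.9 in enterocytes (SD, n = 5, 29 inclusion and 12 skipping counts) and was under the minimum count of the test.

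**Figure D5:**
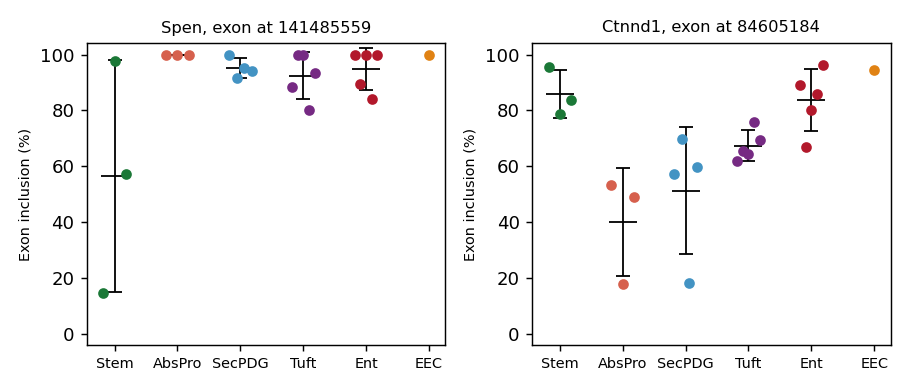
Inclusion level of the exon of Spen from 141485559 and of the exon of Ctnnd1 from 84605184 in each cell type, 1 point per library, with a line at the mean and bars of 1 SD. Stem cell libraries range from 14.5 to 97.6% for Spen and from 78.6 to 95.4% for Ctnnd1.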

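The share of the distal site of Top2a (chromosome 11 from 98992947 to 98993413) was 19.3% ± 14.5 (SD, n = 3) in stem cells and 49.3% ± 11.7 (SD, n = 3) in AbsPro. Top2a's share was 45.8% ± 26.3 (SD, n = 4) in SecPDG and 46.6% ± 19.1 (SD, n = 5) in tuft cells. The authors' adjusted p was 1.07e-05 in AbsPro, 1.88e-05 in SecPDG and 0.00419 in tuft cells. By the moderated t test, Top2a was not called in AbsPro (change 30 percentage points, adjusted p = 0.944), SecPDG (change 26.1 percentage points, adjusted p = 0.864) and tuft cells (change 27.3 percentage points, adjusted p = 0.851). Its adjusted p with 1 library left out was 0.626 to 0.991 in AbsPro, 0.728 to 0.957 in SecPDG and 0.586 to 0.941 in tuft cells. The share of the distal site of Wdhd1 (chromosome 14 from 47240944 to 47241812) was 17% ± 5.29 (SD, n = 3) in stem cells, 50% ± 26.2 (SD, n = 3) in AbsPro and 51.3% ± 43.6 (SD, n = 3) in SecPDG. One SecPDG library had no value, and another was at 100%. The authors' adjusted p was 0.00108 in AbsPro and 9.70e-07 in SecPDG. Wdhd1 was not called in AbsPro (change 33 percentage points, adjusted p = 0.944) and SecPDG (change 34.3 percentage points, adjusted p = 0.864). Its adjusted p with 1 library left out was 0.899 to 0.991 in AbsPro and 0.78 to 0.957 in SecPDG. Top2a mRNA was called in enterocytes (log2 fold change -3.14, adjusted p = 3.48e-10, lower in 5 of 5 libraries) and EECs (log2 fold change -5.25, adjusted p = 3.80e-10, lower in 2 of 2 libraries). Top2a mRNA was not called in AbsPro, SecPDG or tuft cells (log2 fold changes from -1.02 in AbsPro to 0.23 in SecPDG, lowest adjusted p = 0.0523). Wdhd1 mRNA was called in enterocytes (log2 fold change -1.80, adjusted p = 4.41e-06, lower in 5 of 5 libraries) and EECs (log2 fold change -2.19, adjusted p = 8.07e-05, lower in 2 of 2 libraries). Wdhd1 mRNA was not called in AbsPro, SecPDG or tuft cells (log2 fold changes from -0.85 in AbsPro to -0.53 in SecPDG, lowest adjusted p = 0.0314). Wdhd1 mRNA in EECs (under a fit of the 2 cell types alone) had no call under other settings. Wdhd1 mRNA in tuft cells (under the threshold of 0.05), Top2a mRNA in AbsPro (under a fit of the 2 cell types alone) and Top2a mRNA in tuft cells (2 of 12 settings) passed the threshold when 1 setting was changed. Tuft 5 had 6004 normalized counts of Top2a against 3288 to 3990.3 in the other tuft cell libraries.

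The share of the distal site of Cby1 (chromosome 15 from 79666988 to 79667660) was 37.7% ± 19.9 (SD, n = 3) in stem cells, 75% ± 8.72 (SD, n = 3) in AbsPro and 64.2% ± 24.3 (SD, n = 4) in SecPDG. Cby1's share was 34% ± 25 (SD, n = 4) in tuft cells and 27% ± 15 (SD, n = 3) in enterocytes. The authors' adjusted p was 6.31e-09 in AbsPro, 0.00495 in SecPDG, 1 in tuft cells and 0.593 in enterocytes. Cby1 was not called in AbsPro (change 37.3 percentage points, adjusted p = 0.944), SecPDG (change 26.6 percentage points, adjusted p = 0.864), tuft cells (change -3.67 percentage points, adjusted p = 0.96) and enterocytes (change -10.7 percentage points, adjusted p = 0.805). Its adjusted p with 1 library left out was 0.899 to 0.991 in AbsPro, 0.78 to 0.957 in SecPDG, 0.876 to 0.996 in tuft cells and 0.71 to 1 in enterocytes. Cby1 mRNA was called in no comparison with stem cells (log2 fold changes from -1.32 in EECs to -0.23 in AbsPro, lowest adjusted p = 0.0395). Cby1 mRNA gained a call in enterocytes without Stem 3 (adjusted p = 0.00569) and in EECs without Stem 3 (adjusted p = 0.00765). Cby1 mRNA in EECs (under the threshold of 0.05) and Cby1 mRNA in enterocytes (under a replicate term) had a call under other settings. Stem cell and AbsPro libraries did not overlap for Cby1 (highest 55% and lowest 65%) or Wdhd1 (21% and 22%), and for Top2a they met at 36%. Chance gives no overlap in 10% of transcripts in AbsPro.

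**Figure D6:**
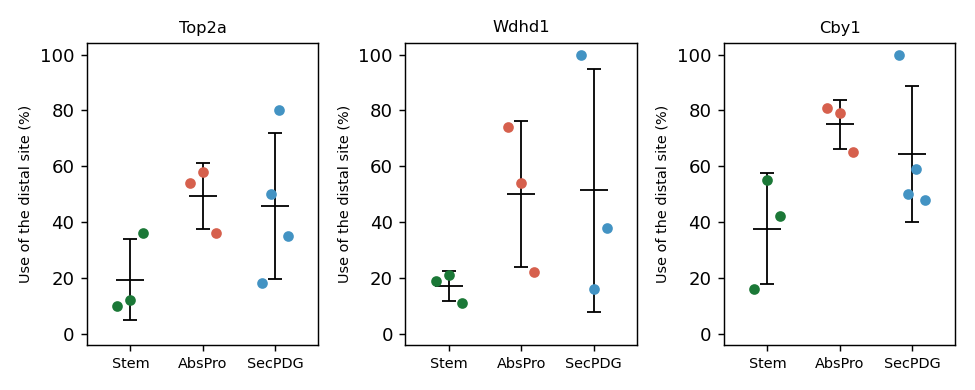
Share of the distal site of Top2a, Wdhd1 and Cby1 in stem cells, AbsPro and SecPDG, 1 point per library, with a line at the mean and bars of 1 SD. For Top2a the SecPDG libraries range from 18 to 80%.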

Three examples of APA differences between stem cells and daughter cells (*Top2a* (DNA replication), *Wdhd1* (DNA replication), and *Cby1* (Wnt signaling regulator)) show significant increases in distal polyA choice and lengthening of the 3′-UTR (Fig. 4e, Supplementary Fig. 22b). Interestingly, strong protein expression of Top2a and Wdhd1 is detected in the TAZ of crypts rather than at the base of the stem cell niche. (Supplementary Fig. 23).

Previous work using variant-specific antibodies demonstrated that two isoforms of integrin α6 (Itga6) are present in the crypt with Itga6 isoform A (inclusion of exon 25) being more abundant in the base of the crypt, and isoform B (skipping of exon 25) being more abundant near the top of the crypt (Supplementary Fig. 24a)^47^. Consistent with this, our analysis revealed that exon 25 has the highest inclusion in stem cells, and the lowest in SecPDG and Ent (Supplementary Fig. 24b). 

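The exon of Itga6 on chromosome 2 from 71853534 to 71853663 had an inclusion of 49.8% ± 11.6 in stem cells (SD, n = 3, 862 inclusion and 401 skipping counts), 38.9% ± 2.56 in AbsPro (SD, n = 3, 493 inclusion and 337 skipping counts) and 21.9% ± 15.4 in SecPDG (SD, n = 4, 230 inclusion and 362 skipping counts). Inclusion of the Itga6 exon was 39.8% ± 35.2 in tuft cells (SD, n = 5, 378 inclusion and 221 skipping counts), 23.7% ± 14.9 in enterocytes (SD, n = 5, 160 inclusion and 198 skipping counts) and 56.1% ± 62.1 in EECs (SD, n = 2, 35 inclusion and 31 skipping counts). Of the 6 means, that of EECs was the highest, from libraries at 100 and 12.2%, and tuft cell libraries ran from 1.61 to 97.6%. Stem cell libraries (lowest 43%) did not overlap with those of AbsPro (highest 41.6%), SecPDG (33.4%) or enterocytes (39.3%). For levels without ties, chance gives this in 10%, 5.71% and 3.57% of exons. SecPDG and enterocytes had the 2 lowest means. The authors' FDR was 1.11e-05 in SecPDG, 0.000687 in enterocytes and 0.137 in AbsPro. By the test between libraries, the exon was not called in AbsPro (change -11 percentage points, adjusted p = 0.899), SecPDG (change -27.9 percentage points, adjusted p = 0.0869) and tuft cells (change -10.0 percentage points, adjusted p = 0.83). Nor was it called in enterocytes (change -26.1 percentage points, adjusted p = 0.292) or EECs (change 6.29 percentage points, adjusted p = 0.939). With 1 library left out, the adjusted p was 0.0247 to 1 in SecPDG and 0.0333 to 0.953 in enterocytes. Itga6 mRNA was called in enterocytes (log2 fold change -1.19, adjusted p = 0.00347, lower in 5 of 5 libraries) and EECs (log2 fold change -2.32, adjusted p = 0.000147, lower in 2 of 2 libraries). Itga6 mRNA was not called in AbsPro, SecPDG or tuft cells (log2 fold changes from -0.87 in tuft cells to -0.21 in AbsPro, lowest adjusted p = 0.0459). Itga6 mRNA lost the call in enterocytes in 2 of the 8 fits that left out 1 library (adjusted p up to 0.0127, without Ent 2). Itga6 mRNA in enterocytes (under a fit of the 2 cell types alone) missed the threshold when 1 setting was changed. Itga6 mRNA in tuft cells (6 of 12 settings) gained a call under other settings.

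A second exon of Itga6, on chromosome 2 from 71834009 to 71834070, was called by the authors in AbsPro (FDR 5.08e-05), with 100% ± 0 in stem cells (SD, n = 3, 415 inclusion and 0 skipping counts) and 93.8% ± 10.7 in AbsPro (SD, n = 3, 366 inclusion and 23 skipping counts) and an adjusted p of 0.899 here.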

Our global proteomics assays did not detect these isoforms, but it does reveal uniformly high Itga6 protein expression in all cell types along with expression of other adhesion proteins (Supplementary Fig. 24c, d). Splicing of exon 25 alters the cytoplasmic domain of Itga6 (PDZ-binding domain) and has been linked to stem cell fate determination in several different model systems^48^.

### RNA processing in intestinal lineage commitment

Commitment of progenitor cells to an absorptive or secretory lineage is a nearly simultaneous event with loss of stemness^6^—an event influenced by signals (e.g., Notch, Wnt, UPR, etc) that activate expression of lineage-specific genes. 

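In the deposited tables, 468 genes had a called exon in AbsPro and not in SecPDG, and 206 in SecPDG and not in AbsPro. An event counted as specific to a lineage by the absence of a call in the other one has not been tested for a difference between the lineages.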

Significantly, in addition to common splicing and APA changes in both lineages, our analysis detected 469 and 207 lineage-specific changes in alternative mRNA splicing (AbsPro and SecPDG, respectively; see Fig. 4b). Similarly, 562 distinct changes in polyadenylation were detected in the AbsPro lineage and 431 changes in the SecPDG lineage (see Fig. 4b). These lineage-specific patterns suggest an important role for splicing and APA in specifying cell fate and lineage choice, and again, the number of processing changes exceeded the number of changes in gene expression (SAR, PAR ≥100; Fig. 3c, f). 

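For polyadenylation, 562 genes were called by the authors in AbsPro and not in SecPDG, and 431 in SecPDG and not in AbsPro. Many transcripts were not in both tables, since the tables of the 2 progenitors held 5137 and 4356 transcripts.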

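The paper proposes, from the number of calls in 1 progenitor alone, a role for splicing and polyadenylation in the choice of lineage. By the tests run here, the genes called in 1 progenitor alone numbered 0 in AbsPro and 6 in SecPDG for exons, and the 3 and 2 named above for polyadenylation. The polyadenylation test recovered 2% in AbsPro and 13% in SecPDG of simulated changes of 2.5 in the log2 ratio. Its few calls therefore cannot decide on that role.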

Functional analysis of the alternatively processed genes revealed that the predominant associated processes were chromatin binding and membrane trafficking (Fig. 5a). In addition, there were enriched functions connected to signaling (Egfr, Wnt), as well as splicing and cell cycle events (Fig. 5a–c).

**Fig. 5:**
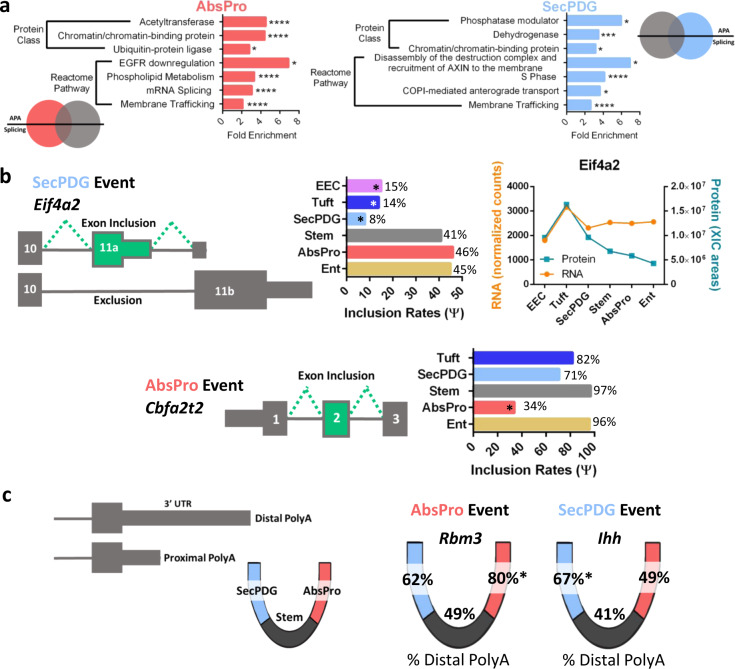
mRNA processing contributes to lineage commitment. **a** Gene ontology analysis (Panther) was performed on alternatively spliced (FDR < 0.05) and polyadenylated genes (padj < 0.05) with processing events specific to either AbsPro (red) or SecPDG (blue). Events are unique and not part of the overlap shown in Fig. 4b. **b** Two examples of alternatively spliced genes: *Eif4a2*, specific to SecPDG, and *Cbfa2t2*, specific to AbsPro. The exon inclusion rate for each event is shown in the bar graph. Eif4a2 was detected by MS and the abundance compared to mRNA is displayed (Cbfa2t2 protein was not detected). **c** Two examples of alternatively polyadenylated genes: *Rbm3*, AbsPro specific, and *Ihh*, specific to SecPDG. The percentage of distal polyA usage for each of the events is overlaid on the crypt-base diagram. FDR significance is defined by: *<0.05, **<0.01, ***<0.005, ****<0.001.

The mRNA encoding the translation regulator *Eif4a2*, a DEAD box RNA helicase involved in translation repression^49^, is alternatively spliced in a lineage-specific manner. 

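The exon of Eif4a2 on chromosome 16 from 23112351 to 23112457 had an inclusion of 40.6% ± 5.49 in stem cells (SD, n = 3, 490 inclusion and 354 skipping counts), 45.9% ± 12 in AbsPro (SD, n = 3, 559 inclusion and 321 skipping counts) and 8.48% ± 6.37 in SecPDG (SD, n = 4, 139 inclusion and 756 skipping counts). Inclusion of the Eif4a2 exon was 13.5% ± 12.9 in tuft cells (SD, n = 5, 220 inclusion and 488 skipping counts), 44.7% ± 20.2 in enterocytes (SD, n = 5, 334 inclusion and 192 skipping counts) and 14.7% ± 5.6 in EECs (SD, n = 2, 55 inclusion and 161 skipping counts). The exon was called in SecPDG (change -32.1 percentage points, adjusted p = 3.66e-05, lower in 4 of 4 libraries) and tuft cells (change -27.1 percentage points, adjusted p = 0.0179, lower in 5 of 5 libraries), and not in AbsPro (change 5.34 percentage points, adjusted p = 0.899), enterocytes (change 4.12 percentage points, adjusted p = 0.795) and EECs (change -25.9 percentage points, adjusted p = 0.722). Fits without 1 library had an adjusted p of 4.79e-06 to 0.0238 in SecPDG and 0.00512 to 1 in tuft cells. Every library of SecPDG, tuft cells and EECs lay below every stem cell library, and enterocyte libraries ran from 15.5 to 71.4%. Chance gives no overlap in 5.71%, 3.57% and 20% of exons in SecPDG, tuft cells and EECs, for levels without ties. Under the other settings of the test, it was 1.39e-05 to 0.404 (highest with a quasi-binomial model) in SecPDG and 0.0135 to 1 (highest with 3 libraries per cell type) in tuft cells. A second exon of Eif4a2 on chromosome 16 from 23109120 to 23109259 had means between 90.1 and 100% in all 6 cell types. Eif4a2 mRNA was called in no comparison with stem cells (log2 fold changes from -0.98 in EECs to 0.12 in tuft cells, lowest adjusted p = 0.0832).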

*Eif4a2* mRNA encodes a full-length protein isoform in the secretory populations (SecPDG, Tuft, EEC), whereas nearly half of the *Eif4a2* mRNA in the stem, AbsPro, and Ent populations encodes a truncated protein isoform (inclusion of exon 11a, Fig. 5b, Supplementary Fig. 22a). Total Eif4a2 protein levels in these populations are between two- to threefold less abundant suggesting that this processing, which truncates the open reading frame of *Eif4a2*, could influence protein abundance.

Exon 2 of *Cbfa2t2* (also known as *Mtgr1*) is largely missing in AbsPro mRNA (34% inclusion) but mostly present in SecPDG mRNA (71% inclusion) (Supplementary Fig. 22a). This protein is a transcription regulatory co-factor that interacts with co-repressors (e.g., Prdm14, Ncor, Hdacs, and Zbtb33 (Kaiso)), as well as transcription regulatory factors in the Notch (Rbpj) and Wnt (Lef/Tcfs) signaling pathways^50,51^. 

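The exon of Cbfa2t2 on chromosome 2 from 154500400 to 154500543 had an inclusion of 96.7% ± 5.79 in stem cells (SD, n = 3, 51 inclusion and 1 skipping counts), 34% ± 30.0 in AbsPro (SD, n = 3, 25 inclusion and 23 skipping counts) and 71.2% ± 22.9 in SecPDG (SD, n = 2, 23 inclusion and 3 skipping counts). Inclusion of the Cbfa2t2 exon was 82.2% ± 35.5 in tuft cells (SD, n = 4, 52 inclusion and 1 skipping counts), 95.7% ± 9.58 in enterocytes (SD, n = 5, 39 inclusion and 1 skipping counts) and 100% in EECs (1 library with counts, 12 inclusion and 0 skipping counts). In SecPDG 2 of 4 libraries had a count on this exon, and their values were 87.4 and 55%. The stem cell libraries (lowest 90.0%) did not overlap with AbsPro (highest 57%), where chance gives 10% of exons for levels without ties. The authors' FDR was 8.56e-08 in AbsPro and 1 in SecPDG. By the test between libraries, the exon was not called in AbsPro (change -62.7 percentage points, adjusted p = 0.899) and tuft cells (change -14.4 percentage points, adjusted p = 0.998), and in SecPDG, enterocytes and EECs it was under the minimum count. With 1 library left out, the adjusted p in AbsPro was 0.918 to 1. The 2 progenitors were not compared with each other. Cbfa2t2 mRNA was called in no comparison with stem cells (log2 fold changes from -0.45 in enterocytes to 0.35 in SecPDG, lowest adjusted p = 0.208).

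**Figure D7:**
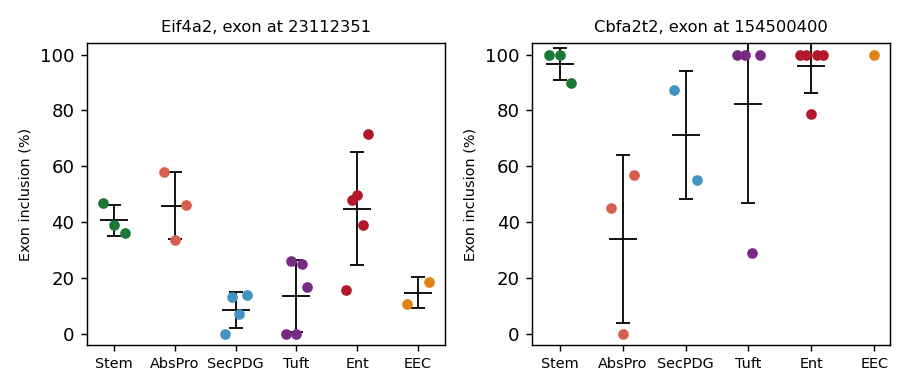
Inclusion level of the exon of Eif4a2 from 23112351 and of the exon of Cbfa2t2 from 154500400 in each cell type, 1 point per library, with a line at the mean and bars of 1 SD. SecPDG libraries range from 0 to 13.7% for Eif4a2, and AbsPro libraries from 0 to 57% for Cbfa2t2.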

Although the functional consequence of this splicing event is not known, *Cbfa2t2* is known to be important in the secretory lineage, as knockout of *Cbfa2t2* leads to a loss of secretory cell types as well as a surge in cell proliferation of remaining cell populations^52^.

Although the functional consequences of many distal polyA choices are not known, two striking examples of changes in polyA choice in absorptive versus secretory lineage are shown in Fig. 5c (Supplementary Fig. 22b). *Rbm3* mRNA encodes an RNA binding protein that enhances Wnt signaling^53^, stemness and mRNA stability, and *Ihh* mRNA encodes a Hedgehog signaling ligand that opposes Wnt signaling in intestinal crypts^54^. 

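The share of the distal site of Rbm3 (chromosome X from 8142356 to 8142955) was 49% ± 24.2 (SD, n = 3) in stem cells, 80.3% ± 11.7 (SD, n = 3) in AbsPro and 62.2% ± 25.1 (SD, n = 4) in SecPDG. The authors' adjusted p was 9.83e-16 in AbsPro and 0.0835 in SecPDG. Rbm3 was not called in AbsPro (change 31.3 percentage points, adjusted p = 0.944) and SecPDG (change 13.2 percentage points, adjusted p = 0.883). Its adjusted p with 1 library left out was 0.899 to 0.991 in AbsPro and 0.78 to 1 in SecPDG. For Rbm3, stem cells (highest 63%) did not overlap with AbsPro (lowest 70%), where chance gives 10% of transcripts for shares without ties. The change of Rbm3 in AbsPro was 2.30 in the log2 ratio tested. The test recovered 2% of simulated changes of 2.5 in AbsPro, so the missing call decides little. The share of the distal site of Ihh (chromosome 1 from 74945315 to 74946747) was 40.7% ± 3.51 (SD, n = 3) in stem cells, 49.3% ± 15.6 (SD, n = 3) in AbsPro and 66.5% ± 11.1 (SD, n = 4) in SecPDG. Ihh's share was 40.4% ± 17.9 (SD, n = 5) in tuft cells, 66.2% ± 10.1 (SD, n = 4) in enterocytes and 65% ± 42.4 (SD, n = 2) in EECs. The authors' adjusted p was 0.22 in AbsPro, 9.66e-06 in SecPDG, 1 in tuft cells, 0.00236 in enterocytes and 0.416 in EECs. Ihh was not called in AbsPro (change 8.67 percentage points, adjusted p = 0.949), SecPDG (change 25.5 percentage points, adjusted p = 0.864) and tuft cells (change -0.60 percentage points, adjusted p = 0.983). Nor was it called in enterocytes (change 26.2 percentage points, adjusted p = 0.546) or EECs (change 25.3 percentage points, adjusted p = 0.551). Its adjusted p with 1 library left out was 0.914 to 1 in AbsPro, 0.728 to 0.957 in SecPDG, 0.889 to 1 in tuft cells, 0.43 to 0.689 in enterocytes and 0.704 to 0.761 in EECs. SecPDG libraries (lowest 54%) and enterocyte libraries (lowest 52%) did not overlap with stem cells (highest 45%), where chance gives 5.71% and 3.57% of transcripts for shares without ties. The change of Ihh in SecPDG was 1.53 in the log2 ratio tested, and the test recovered 13% of simulated changes of 2.5 in SecPDG. Rbm3 mRNA was called in enterocytes (log2 fold change -0.99, adjusted p = 0.00903, lower in 5 of 5 libraries) and EECs (log2 fold change -3.56, adjusted p = 8.67e-06, lower in 2 of 2 libraries). Rbm3 mRNA was not called in AbsPro, SecPDG or tuft cells (log2 fold changes from -1.02 in SecPDG to -0.15 in AbsPro, lowest adjusted p = 0.033). Ihh mRNA was called in no comparison with stem cells (log2 fold changes from -0.54 in enterocytes to 0.70 in EECs, lowest adjusted p = 0.138). Rbm3 mRNA lost the call in enterocytes in 3 of the 8 fits that left out 1 library (adjusted p up to 0.0333, without Ent 3). Rbm3 mRNA in enterocytes (6 of 12 settings) lost the call under other settings. Rbm3 mRNA in tuft cells (3 of 12 settings) and Rbm3 mRNA in SecPDG and Ihh mRNA in EECs (4 of 12 settings) passed the threshold when 1 setting was changed. Tuft 3 had 224 normalized counts of Rbm3 against 358 to 378 in the other tuft cell libraries.

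A second transcript of Ihh, with a region from 74947723 to 74948565, was also in the tables. Its share of the distal site was 7.33% ± 6.43 (SD, n = 3) in stem cells, 22% ± 4.58 (SD, n = 3) in AbsPro and 7.75% ± 2.06 (SD, n = 4) in SecPDG. The share was 13% ± 8.75 (SD, n = 5) in tuft cells, 24.2% ± 7.14 (SD, n = 4) in enterocytes and 49% ± 29.7 (SD, n = 2) in EECs. The authors called it in enterocytes and EECs, and it was not called here in AbsPro (change 14.7 percentage points, adjusted p = 0.944), SecPDG (change 0.417 percentage points, adjusted p = 0.892), tuft cells (change 5.67 percentage points, adjusted p = 0.862), enterocytes (change 16.9 percentage points, adjusted p = 0.566) and EECs (change 41.7 percentage points, adjusted p = 0.401). The difference between AbsPro and SecPDG was not tested for either gene.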

Polyadenylation of *Rbm3* shifts to a more distal site in AbsPro (Wnt suppressed), whereas polyadenylation of *Ihh* mRNA is shifted to a more distal site in SecPDG (Wnt enhanced). Alternate processing of these genes could potentially contribute to the skewing of Wnt and Notch signaling activities in cells^55^.

### Gene expression changes in intestinal lineage commitment

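Between progenitors and the mature cells of their lineage, 3686 genes (1869 higher and 1817 lower) were called in enterocytes against AbsPro, 765 genes (686 higher and 79 lower) in tuft cells against SecPDG and 4842 genes (2544 higher and 2298 lower) in EECs against SecPDG. Lowest and highest values with 1 library left out were 1947 (without AbsPro 2) and 4825 (without Ent 4) for enterocytes, 338 (without SecPDG 3) and 1371 (without Tuft 5) for tuft cells and 4256 and 4795 for EECs. In the 56 ways to group the AbsPro and enterocyte libraries, 1 reached the real count, and the next highest was 3443. Of 100 groupings drawn for SecPDG and tuft cells, 2 reached the real count, and a grouping of Tuft 1, 2, 3 and 4 against the rest gave 1301. Groupings of the EEC libraries were not run.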

Although there are minimal gene expression changes during the initial loss of stemness and transition to progenitor states, changes in mRNA levels become increasingly apparent as progenitor cells differentiate. Our analyses not only identified well-established transcriptional signatures of loss of stemness (e.g., UPR) and lineage commitment steps (e.g., Notch), but also identified expression patterns suggesting additional autocrine/paracrine signaling that could impact lineage choice. For example, Notch signaling is known to direct lineage choice via lateral inhibition signaling in small intestinal crypts. 

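Dll1 (ENSMUSG00000014773, chromosome 17 from 15367354 to 15376872) had 209 ± 33.7 (SD, n = 3) normalized counts in stem cells, 665 ± 245 (SD, n = 3) in AbsPro and 2733 ± 263 (SD, n = 4) in SecPDG. Dll1 had 1332 ± 232 (SD, n = 5) in tuft cells, 404 ± 208 (SD, n = 5) in enterocytes and 165 ± 54.7 (SD, n = 2, background 41%) in EECs. Dll1 was called higher in AbsPro (log2 fold change 1.66, adjusted p = 0.00896, higher in 3 of 3 libraries) and SecPDG (log2 fold change 3.70, adjusted p = 1.42e-11, higher in 4 of 4 libraries). Dll1 was also called higher in tuft cells (log2 fold change 2.67, adjusted p = 3.72e-08, higher in 5 of 5 libraries). Dll1 was not called in enterocytes or EECs (log2 fold changes from -0.30 in EECs to 0.95 in enterocytes, lowest adjusted p = 0.0217). Dll4 (ENSMUSG00000027314, chromosome 2 from 119325784 to 119335962) had 298 ± 59.5 (SD, n = 3) normalized counts in stem cells, 356 ± 108 (SD, n = 3) in AbsPro and 1246 ± 382 (SD, n = 4) in SecPDG. Dll4 had 640.1 ± 95 (SD, n = 5) in tuft cells, 216 ± 54.9 (SD, n = 5, background 27.1%) in enterocytes and 441 ± 450.2 (SD, n = 2) in EECs. Dll4 was called higher in SecPDG (log2 fold change 2.06, adjusted p = 1.76e-05, higher in 4 of 4 libraries). Dll4 was not called in AbsPro, tuft cells, enterocytes or EECs (log2 fold changes from -0.45 in enterocytes to 1.11 in tuft cells, lowest adjusted p = 0.0123). Dll1 lost the call in AbsPro in 5 of the 6 fits that left out 1 library (adjusted p up to 0.0899, without Stem 1). Dll1 in AbsPro (under no filter on low counts) had no call under other settings. Dll4 in EECs (under DESeq2's size factors) and Dll1 in enterocytes and Dll4 in tuft cells (6 of 12 settings) had a call under other settings. Ent 4 had 761.9 normalized counts of Dll1 against 260.4 to 403 in the other enterocyte libraries and Ent 4 had 311 normalized counts of Dll4 against 170.3 to 204 in the other enterocyte libraries.

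Nov (ENSMUSG00000037362, chromosome 15 from 54745702 to 54754039) had 25.9 ± 17.8 (SD, n = 3) normalized counts in stem cells, 58.1 ± 20.8 (SD, n = 3) in AbsPro and 2102 ± 968 (SD, n = 4) in SecPDG. Nov had 3064 ± 1943 (SD, n = 5) in tuft cells, 200.0 ± 113 (SD, n = 5, background 22.5%) in enterocytes and 77.5 ± 53.4 (SD, n = 2, background 56.7%) in EECs. Nov was called higher in SecPDG (log2 fold change 6.34, adjusted p = 1.59e-11, higher in 4 of 4 libraries) and tuft cells (log2 fold change 6.88, adjusted p = 4.70e-13, higher in 5 of 5 libraries). Nov was also called higher in enterocytes (log2 fold change 2.93, adjusted p = 0.000886, higher in 5 of 5 libraries). Nov was not called in AbsPro or EECs (log2 fold changes from 1.17 in AbsPro to 1.68 in EECs, lowest adjusted p = 0.201). Jag1 had means of 634 in stem cells, 705 in AbsPro, 353 in SecPDG, 240.2 in tuft cells, 437 in enterocytes (background 20.4%) and 210.5 in EECs (background 50.1%). Jag1 was called lower in tuft cells (log2 fold change -1.38, adjusted p = 0.000534, lower in 5 of 5 libraries) and EECs (log2 fold change -1.66, adjusted p = 0.00188, lower in 2 of 2 libraries). Jag1 was not called in AbsPro, SecPDG or enterocytes (log2 fold changes from -0.85 in SecPDG to 0.16 in AbsPro, lowest adjusted p = 0.079). With Stem 2 left out, the log2 fold change was 6.98 for Nov in SecPDG. Without Stem 3, the log2 fold change was 2.23 for Nov in enterocytes. Nov lost the call in enterocytes without Stem 3 (adjusted p = 0.0243). Jag1 in EECs (4 of 12 settings) missed the threshold when 1 setting was changed. Nov in EECs (under DESeq2's Wald test) and Jag1 in SecPDG (under scaling by library totals) gained a call under other settings.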

Our RNA-seq data indicate that secretory lineage (SecPDG, tuft) cells express high mRNA levels for Notch ligands *Dll1* and *Dll4*, as well as a third ligand *Nov* (Fig. 6a). 

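Hes1 (ENSMUSG00000022528, chromosome 16 from 30064384 to 30067796) had 1388 ± 70.0 (SD, n = 3) normalized counts in stem cells, 1013 ± 125 (SD, n = 3) in AbsPro and 538 ± 139 (SD, n = 4) in SecPDG. Hes1 had 422 ± 157 (SD, n = 5) in tuft cells, 665 ± 316 (SD, n = 5) in enterocytes and 84.2 ± 78.2 (SD, n = 2, background 36%) in EECs. Hes1 was called lower in SecPDG (log2 fold change -1.37, adjusted p = 0.00279, lower in 4 of 4 libraries) and tuft cells (log2 fold change -1.70, adjusted p = 4.66e-05, lower in 5 of 5 libraries). Hes1 was also called lower in enterocytes (log2 fold change -1.06, adjusted p = 0.00346, lower in 5 of 5 libraries) and EECs (log2 fold change -3.90, adjusted p = 1.86e-07, lower in 2 of 2 libraries). Hes1 was not called in AbsPro (log2 fold change -0.45, adjusted p = 0.837, lower in 3 of 3 libraries). Notch2 had means of 958 in stem cells, 554 in AbsPro, 259 in SecPDG, 416 in tuft cells, 489.6 in enterocytes (background 34.2%) and 699.7 in EECs (background 30.1%). Notch2 was called lower in SecPDG (log2 fold change -1.88, adjusted p = 0.000126, lower in 4 of 4 libraries) and tuft cells (log2 fold change -1.22, adjusted p = 0.00421, lower in 5 of 5 libraries). Notch2 was also called lower in enterocytes (log2 fold change -0.97, adjusted p = 0.00972, lower in 5 of 5 libraries). Notch2 was not called in AbsPro or EECs (log2 fold changes from -0.79 in AbsPro to -0.53 in EECs, lowest adjusted p = 0.312). Hes1 lost the call in SecPDG in 2 of the 7 fits that left out 1 library (adjusted p up to 0.0241, without SecPDG 1) and in enterocytes without Ent 2 (adjusted p = 0.0151). Notch2 lost the call in tuft cells in 5 of the 8 fits that left out 1 library (adjusted p up to 0.0263, without Stem 2) and in enterocytes in 5 of the 8 fits that left out 1 library (adjusted p up to 0.0323, without Ent 2). Hes1 in enterocytes and Notch2 in tuft cells (5 of 12 settings) and Notch2 in enterocytes (7 of 12 settings) lost the call under other settings.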

Stem and AbsPro populations express the *Notch1* receptor as well as the Notch target gene *Hes1*, showing that Notch signaling is activated to the greatest extent in stem cells and AbsPro^4^. Also consistent with lineage commitment in the small intestine, the Hes1-repressed target gene *Atoh1*, and its downstream target *Spdef* are expressed at the highest levels in the secretory lineage^4,56^. These expression patterns show that the populations we have characterized in the colon align with the Notch-directed lateral inhibition feedback loop identified in the small intestine wherein Notch signaling by secretory cells to absorptive cells balances the proportions of the two mature cell types.

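Atoh1 (ENSMUSG00000073043, chromosome 6 from 64729125 to 64731245) had 211 ± 47.6 (SD, n = 3) normalized counts in stem cells, 1177 ± 754 (SD, n = 3) in AbsPro and 7054 ± 1527 (SD, n = 4) in SecPDG. Atoh1 had 3691 ± 1114 (SD, n = 5) in tuft cells, 913 ± 307 (SD, n = 5) in enterocytes and 328 ± 431 (SD, n = 2) in EECs. Atoh1 was called higher in AbsPro (log2 fold change 2.47, adjusted p = 0.00154, higher in 3 of 3 libraries) and SecPDG (log2 fold change 5.06, adjusted p = 1.31e-11, higher in 4 of 4 libraries). Atoh1 was also called higher in tuft cells (log2 fold change 4.13, adjusted p = 1.04e-09, higher in 5 of 5 libraries) and enterocytes (log2 fold change 2.11, adjusted p = 0.000221, higher in 5 of 5 libraries). Atoh1 was not called in EECs (log2 fold change 0.48, adjusted p = 0.566, higher in 1 of 2 libraries). Spdef (ENSMUSG00000024215, chromosome 17 from 27714352 to 27728955) had 130.3 ± 95.9 (SD, n = 3) normalized counts in stem cells, 674 ± 308 (SD, n = 3) in AbsPro and 6398 ± 569 (SD, n = 4) in SecPDG. Spdef had 3951 ± 1086 (SD, n = 5) in tuft cells, 380.4 ± 162 (SD, n = 5) in enterocytes and 172 ± 125 (SD, n = 2, background 25%) in EECs. Spdef was called higher in AbsPro (log2 fold change 2.36, adjusted p = 0.00138, higher in 3 of 3 libraries) and SecPDG (log2 fold change 5.61, adjusted p = 2.18e-13, higher in 4 of 4 libraries). Spdef was also called higher in tuft cells (log2 fold change 4.92, adjusted p = 5.00e-13, higher in 5 of 5 libraries) and enterocytes (log2 fold change 1.53, adjusted p = 0.00386, higher in 5 of 5 libraries). Spdef was not called in EECs (log2 fold change 0.29, adjusted p = 0.753, higher in 1 of 2 libraries). Leaving out Stem 3 gave log2 fold changes of 3.14 for Spdef in AbsPro, 6.43 for Spdef in SecPDG, 5.68 for Spdef in tuft cells and 2.12 for Spdef in enterocytes. Atoh1 lost the call in AbsPro in 3 of the 6 fits that left out 1 library (adjusted p up to 0.0344, without AbsPro 3). Spdef lost the call in AbsPro in 3 of the 6 fits that left out 1 library (adjusted p up to 0.0351, without Stem 1) and in enterocytes in 3 of the 8 fits that left out 1 library (adjusted p up to 0.051, without Stem 2). Atoh1 in AbsPro (under DESeq2's Wald test) had no call under other settings. SecPDG 2 had 7246 normalized counts of Spdef against 6024 to 6188 in the other SecPDG libraries.

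**Figure D8:**
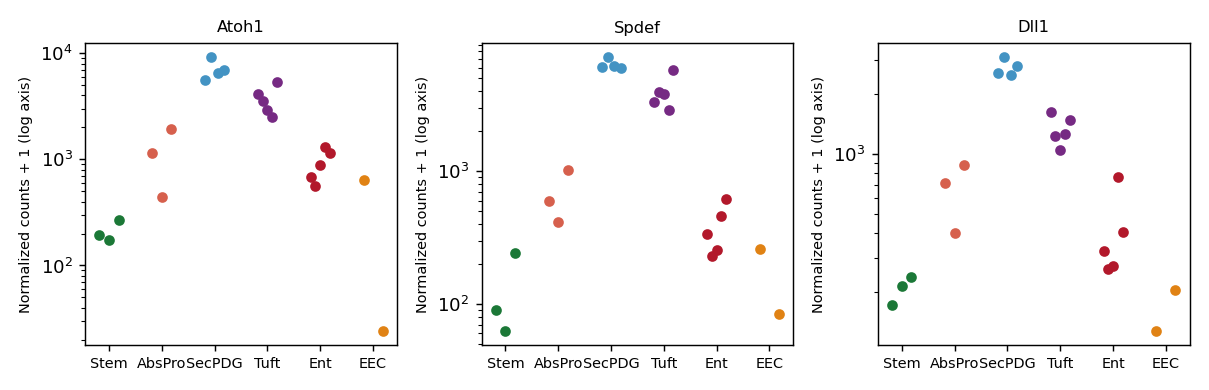
Normalized counts plus 1, on a log axis, of Atoh1, Spdef and Dll1 in each library of the 6 cell types, 1 point per library. The mean of Atoh1 is 7054 in SecPDG and 211 in stem cells.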

**Fig. 6:**
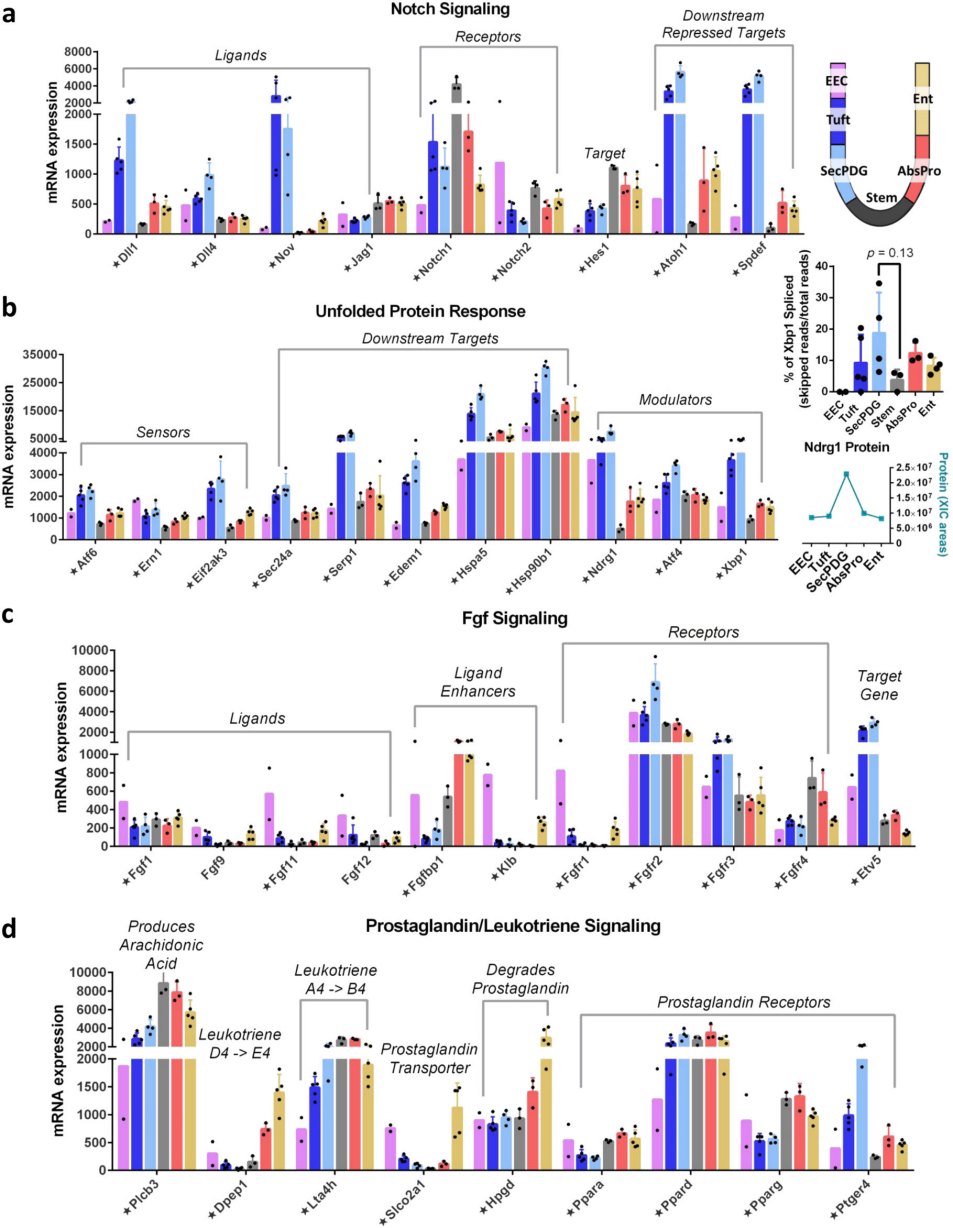
Lineage commitment to secretory and absorptive lineages are influenced by signaling pathways. **a** mRNA expression of Notch ligands (elevated in SecPDG/tuft), receptors (elevated in stem), and downstream targets. **b** mRNA expression of unfolded protein response (UPR) components including sensors, modulators, and downstream targets are elevated in SecPDG. Xbp1 activation, determined by a cytoplasmic splicing event, is elevated in SecPDG (inset—unpaired two-sided *t* test). Modulator Ndrg1 was detected via MS and shows protein is elevated in SecPDG (inset graph) consistent with mRNA expression (Ndrg1 protein was not detected in Stem). **c** mRNA expression of Fgf signaling components including ligands (showing some EEC expression), ligand enhancer *Fgfbp1* expressed in AbsPro and Ent, receptors (well expressed in all cells, highest in SecPDG and tuft) and target gene (highly expressed in SecPDG and tuft). **d** Prostaglandin and leukotriene precursors and final products are produced by tuft cells (Supplementary Fig. 25), but absorptive lineage cells AbsPro and Ent, might contribute to the production (*Plcb3*, *Dpep1*, and *Lta4h*) and degradation (*Slco2a1* and *Hpgd*) of prostaglandin signals. Prostaglandin receptor *Ptger4* is enriched in SecPDG, whereas alternate receptors *Pparg* and *Ppara* are enriched in the absorptive lineage. Star annotation by gene name symbolizes significant differential mRNA expression in at least one cell type compared with stem (padj < 0.01). mRNA expression values are normalized counts and error bars are standard deviation. mRNA differential expression analysis was performed with the following biological replicate numbers: stem = 3, AbsPro = 3, SecPDG = 4, tuft = 5, Ent = 5, and EEC = 2.

UPR directs cellular responses to ER stress such as growth arrest, apoptosis and/or survival, and can trigger loss of stemness as intestinal stem cells exit their niche^7^. Although our analysis indicates activation of UPR in colon crypt progenitors, we observe that UPR signaling is lineage-skewed and most active in secretory populations (Fig. 6b). 

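The genes of the unfolded protein response named in the figure, apart from the sensors and chaperones, are Sec24a, Serp1, Edem1, Ndrg1 and Atf4. Sec24a had means of 1095 in stem cells, 1606 in AbsPro, 3138 in SecPDG, 2225 in tuft cells, 1089 in enterocytes and 827 in EECs (background 20.1%). Sec24a was called higher in SecPDG (log2 fold change 1.51, adjusted p = 0.00131, higher in 4 of 4 libraries). Sec24a was not called in AbsPro, tuft cells, enterocytes or EECs (log2 fold changes from -0.37 in EECs to 1.02 in tuft cells, lowest adjusted p = 0.0147). Serp1 had means of 2185 in stem cells, 2969.8 in AbsPro, 8735 in SecPDG, 6012 in tuft cells, 1804 in enterocytes and 1178 in EECs. Serp1 was called higher in SecPDG (log2 fold change 2.00, adjusted p = 0.000143, higher in 4 of 4 libraries) and tuft cells (log2 fold change 1.46, adjusted p = 0.00233, higher in 5 of 5 libraries). Serp1 was not called in AbsPro, enterocytes or EECs (log2 fold changes from -0.86 in EECs to 0.44 in AbsPro, lowest adjusted p = 0.122). Edem1 had means of 936 in stem cells, 1607 in AbsPro, 4503 in SecPDG, 2852 in tuft cells, 1347 in enterocytes and 563 in EECs. Edem1 was called higher in SecPDG (log2 fold change 2.26, adjusted p = 1.29e-06, higher in 4 of 4 libraries) and tuft cells (log2 fold change 1.61, adjusted p = 0.00017, higher in 5 of 5 libraries). Edem1 was not called in AbsPro, enterocytes or EECs (log2 fold changes from -0.68 in EECs to 0.78 in AbsPro, lowest adjusted p = 0.144). Atf4 had means of 2556 in stem cells, 2652 in AbsPro, 4241 in SecPDG, 2864 in tuft cells, 1626 in enterocytes and 1603 in EECs. Atf4 was not called against stem cells in AbsPro, SecPDG, tuft cells, enterocytes or EECs (log2 fold changes from -0.65 in enterocytes to 0.73 in SecPDG, lowest adjusted p = 0.0707). Sec24a lost the call in SecPDG without Stem 1 (adjusted p = 0.0188). Serp1 lost the call in tuft cells without Stem 1 (adjusted p = 0.025). Sec24a gained a call in tuft cells without Tuft 4 (adjusted p = 0.00457). Edem1 in AbsPro (under DESeq2's Wald test), Atf4 in SecPDG (3 of 12 settings) and Edem1 in enterocytes (5 of 12 settings) passed the threshold when 1 setting was changed. Sec24a in tuft cells (7 of 12 settings) had a call under other settings.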

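Xbp1 (ENSMUSG00000020484, chromosome 11 from 5520659 to 5525893) had 1177 ± 132 (SD, n = 3) normalized counts in stem cells, 2105 ± 66.9 (SD, n = 3) in AbsPro and 5845 ± 1047 (SD, n = 4) in SecPDG. Xbp1 had 4036 ± 1215 (SD, n = 5) in tuft cells, 1353 ± 582 (SD, n = 5) in enterocytes and 1345 ± 1245 (SD, n = 2) in EECs. Xbp1 was called higher in SecPDG (log2 fold change 2.31, adjusted p = 9.83e-06, higher in 4 of 4 libraries) and tuft cells (log2 fold change 1.78, adjusted p = 0.000224, higher in 5 of 5 libraries). Xbp1 was not called in AbsPro, enterocytes or EECs (log2 fold changes from 0.20 in enterocytes to 0.84 in AbsPro, lowest adjusted p = 0.472). Ndrg1 (ENSMUSG00000005125, chromosome 15 from 66929318 to 66969640) had 638 ± 172 (SD, n = 3) normalized counts in stem cells, 2268 ± 902 (SD, n = 3) in AbsPro and 9522 ± 2701 (SD, n = 4) in SecPDG. Ndrg1 had 5059 ± 1443 (SD, n = 5) in tuft cells, 1649 ± 424 (SD, n = 5) in enterocytes and 3157 ± 2440.2 (SD, n = 2) in EECs. Ndrg1 was called higher in AbsPro (log2 fold change 1.83, adjusted p = 0.00872, higher in 3 of 3 libraries) and SecPDG (log2 fold change 3.90, adjusted p = 3.82e-10, higher in 4 of 4 libraries). Ndrg1 was also called higher in tuft cells (log2 fold change 2.99, adjusted p = 6.87e-08, higher in 5 of 5 libraries). Ndrg1 was also called higher in enterocytes (log2 fold change 1.37, adjusted p = 0.00264, higher in 5 of 5 libraries) and EECs (log2 fold change 2.33, adjusted p = 3.88e-05, higher in 2 of 2 libraries). Ndrg1 lost the call in AbsPro in 4 of the 6 fits that left out 1 library (adjusted p up to 0.0401, without AbsPro 3) and in enterocytes in 2 of the 8 fits that left out 1 library (adjusted p up to 0.0282, without Stem 2). Xbp1 in AbsPro (under a fit of the 2 cell types alone) and Xbp1 in enterocytes (2 of 12 settings) gained a call under other settings. The splicing of Xbp1 by Ern1 in the cytoplasm removes a short piece of an exon and is not among the skipped exon events of the tables. The exon of Xbp1 on chromosome 11 from 5521923 to 5522019 had an inclusion of 99.2% ± 1.43 in stem cells (SD, n = 3), 100% ± 0 in AbsPro (SD, n = 3) and 99.7% ± 0.644 in SecPDG (SD, n = 4). Inclusion of the Xbp1 exon was 100% ± 0 in tuft cells (SD, n = 5), 100% ± 0 in enterocytes (SD, n = 5) and 91.5% ± 12.1 in EECs (SD, n = 2). The Xbp1 exon was not called in AbsPro (change 0.828 percentage points, adjusted p = 0.899), SecPDG (change 0.506 percentage points, adjusted p = 0.876) and tuft cells (change 0.828 percentage points, adjusted p = 0.83). Nor was it called in enterocytes (change 0.828 percentage points, adjusted p = 0.795) or EECs (change -7.7 percentage points, adjusted p = 0.939).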

Active UPR, as evidenced by target gene expression, protein expression of modulator Ndgr1, and increased splicing of *Xbp1*, was observed mostly in SecPDG and tuft cells (Fig. 6b)^57^. Furthermore, the UPR signal appears to direct survival rather than growth arrest. Specifically, although genes for three UPR sensors (*Atf6, Ern1, Eif2ak3*) were detected in the secretory lineage, the downstream target genes for two of them—Atf6, Ern1 (*Hspa5* and *Hsp90b1*) displayed the highest expression in this lineage. These targets promote ER expansion and survival from stress. 

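Hspa5 (ENSMUSG00000026864, chromosome 2 from 34771970 to 34777547) had 6885 ± 1549 (SD, n = 3) normalized counts in stem cells, 9625 ± 1039 (SD, n = 3) in AbsPro and 26258 ± 5165 (SD, n = 4) in SecPDG. Hspa5 had 15400.5 ± 4678 (SD, n = 5) in tuft cells, 5484 ± 2837 (SD, n = 5) in enterocytes and 3051 ± 1822 (SD, n = 2) in EECs. Hspa5 was called higher in SecPDG (log2 fold change 1.93, adjusted p = 0.00198, higher in 4 of 4 libraries). Hspa5 was not called in AbsPro, tuft cells, enterocytes or EECs (log2 fold changes from -1.16 in EECs to 1.16 in tuft cells, lowest adjusted p = 0.0306). Hsp90b1 (ENSMUSG00000020048, chromosome 10 from 86690209 to 86705509) had 17026 ± 2932 (SD, n = 3) normalized counts in stem cells, 21934 ± 4612 (SD, n = 3) in AbsPro and 38069 ± 6883 (SD, n = 4) in SecPDG. Hsp90b1 had 23489.9 ± 8188 (SD, n = 5) in tuft cells, 12943 ± 6873 (SD, n = 5) in enterocytes and 7459 ± 4423 (SD, n = 2) in EECs. Hsp90b1 was not called against stem cells in AbsPro, SecPDG, tuft cells, enterocytes or EECs (log2 fold changes from -1.19 in EECs to 1.16 in SecPDG, lowest adjusted p = 0.0922). Atf6 had means of 925 in stem cells, 1473 in AbsPro, 2815 in SecPDG, 2212 in tuft cells, 1059 in enterocytes and 929 in EECs. Atf6 was called higher in SecPDG (log2 fold change 1.60, adjusted p = 0.000227, higher in 4 of 4 libraries) and tuft cells (log2 fold change 1.26, adjusted p = 0.00174, higher in 5 of 5 libraries). Atf6 was not called in AbsPro, enterocytes or EECs (log2 fold changes from 0.02 in EECs to 0.67 in AbsPro, lowest adjusted p = 0.541). Ern1 had means of 691 in stem cells, 1068 in AbsPro, 1752 in SecPDG, 1174 in tuft cells, 948 in enterocytes and 1457 in EECs. Ern1 was called higher in SecPDG (log2 fold change 1.34, adjusted p = 0.00333, higher in 4 of 4 libraries). Ern1 was not called in AbsPro, tuft cells, enterocytes or EECs (log2 fold changes from 0.46 in enterocytes to 1.097 in EECs, lowest adjusted p = 0.0156). Eif2ak3 had means of 689 in stem cells, 1086 in AbsPro, 3545 in SecPDG, 2575 in tuft cells, 1094 in enterocytes and 793 in EECs. Eif2ak3 was called higher in SecPDG (log2 fold change 2.36, adjusted p = 6.55e-07, higher in 4 of 4 libraries) and tuft cells (log2 fold change 1.91, adjusted p = 1.52e-05, higher in 5 of 5 libraries). Eif2ak3 was not called in AbsPro, enterocytes or EECs (log2 fold changes from 0.23 in EECs to 0.67 in enterocytes, lowest adjusted p = 0.0697). Hspa5 lost the call in SecPDG without Stem 1 (adjusted p = 0.0382). Atf6 lost the call in tuft cells without Stem 1 (adjusted p = 0.0187). Ern1 lost the call in SecPDG in 2 of the 7 fits that left out 1 library (adjusted p up to 0.0178, without Stem 1). Hsp90b1 in tuft cells, Atf6 in EECs and Eif2ak3 in EECs (under DESeq2's Wald test), Hspa5 in EECs and Hsp90b1 in EECs (under scaling by library totals) and Atf6 in enterocytes (3 of 12 settings) passed the threshold when 1 setting was changed. Ern1 in enterocytes (4 of 12 settings), Hsp90b1 in SecPDG, Ern1 in tuft cells and Eif2ak3 in enterocytes (5 of 12 settings) and Ern1 in EECs (6 of 12 settings) had a call under other settings. Hspa5 in tuft cells (7 of 12 settings) gained a call under other settings. Tuft 5 had 23670.2 normalized counts of Hspa5 against 12289 to 14314 in the other tuft cell libraries and Tuft 5 had 37982 normalized counts of Hsp90b1 against 18584 to 21666 in the other tuft cell libraries.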

Taken together, the increased expression of sensors and downstream targets in the secretory lineage suggests a sensitization to UPR stress that might play a role in lineage choice and/or stabilization. Interestingly, ER stress can slow migration, consistent with recent observations that secretory progenitors migrate up the crypt at a slower rate than absorptive cells^58^.

Our analysis also discovered potentials for Fgf autocrine/paracrine signaling that could explain reported knockout phenotypes. Fgf has an important role in crypt homeostasis, although many Fgf ligands in adult mice come from the surrounding stroma^59,60^. 

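Fgf1 had means of 371 in stem cells, 292 in AbsPro, 265 in SecPDG, 234 in tuft cells, 282 in enterocytes (background 29.9%) and 339 in EECs (background 27.5%). Fgf1 was not called against stem cells in AbsPro, SecPDG, tuft cells, enterocytes or EECs (log2 fold changes from -0.63 in tuft cells to -0.15 in EECs, lowest adjusted p = 0.162). Fgf9 had means of 45.5 in stem cells, 39.6 in AbsPro, 24.7 in SecPDG, 105 in tuft cells (background 34.8%), 109 in enterocytes (background 65.3%) and 139.6 in EECs (background 57.2%). Fgf9 was not called against stem cells in AbsPro, SecPDG, tuft cells, enterocytes or EECs (log2 fold changes from -0.92 in SecPDG to 1.57 in EECs, lowest adjusted p = 0.045). Fgf11 (ENSMUSG00000042826, chromosome 11 from 69796068 to 69801857) had 55.7 ± 35.1 (SD, n = 3) normalized counts in stem cells, 53.5 ± 21.2 (SD, n = 3) in AbsPro and 31 ± 23 (SD, n = 4) in SecPDG. Fgf11 had 93.1 ± 51.7 (SD, n = 5, background 24.6%) in tuft cells, 137 ± 43.2 (SD, n = 5, background 35.1%) in enterocytes and 385 ± 118 (SD, n = 2) in EECs. Fgf11 was called higher in EECs (log2 fold change 2.72, adjusted p = 7.08e-05, higher in 2 of 2 libraries). Fgf11 was not called in AbsPro, SecPDG, tuft cells or enterocytes (log2 fold changes from -0.91 in SecPDG to 1.24 in enterocytes, lowest adjusted p = 0.0336). Fgf12 had means of 155 in stem cells, 39.9 in AbsPro, 34.2 in SecPDG, 129.8 in tuft cells (background 37.1%), 76.3 in enterocytes (background 127%) and 211 in EECs (background 54.1%). Fgf12 was not called against stem cells in AbsPro, SecPDG, tuft cells, enterocytes or EECs (log2 fold changes from -2.20 in SecPDG to 0.35 in EECs, lowest adjusted p = 0.0105). The mean was highest in EECs for Fgf9, Fgf11 and Fgf12, and in stem cells for Fgf1. Fgf12 gained a call in SecPDG in 2 of the 7 fits that left out 1 library (adjusted p down to 0.00937, without Stem 1). Fgf11 in EECs (2 of 12 settings) missed the threshold when 1 setting was changed. Fgf12 in SecPDG (3 of 12 settings), Fgf9 in enterocytes (4 of 12 settings) and Fgf11 in enterocytes (5 of 12 settings) passed the threshold when 1 setting was changed. Tuft 1 had 321 normalized counts of Fgf12 against 57.7 to 107 in the other tuft cell libraries.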

Our transcriptional profiling indicated that only a few Fgf ligands are expressed by the epithelia (*Fgf1*, 9, 11, and 12), and predominantly by EECs. 

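Fgfr3 (ENSMUSG00000054252, chromosome 5 from 33721674 to 33737068) had 683 ± 200.1 (SD, n = 3) normalized counts in stem cells, 620.1 ± 144 (SD, n = 3) in AbsPro and 1580 ± 190.3 (SD, n = 4) in SecPDG. Fgfr3 had 1242 ± 407 (SD, n = 5) in tuft cells, 516 ± 324 (SD, n = 5, background 21.1%) in enterocytes and 540.2 ± 349.8 (SD, n = 2, background 20.4%) in EECs. Fgfr3 was not called against stem cells in AbsPro, SecPDG, tuft cells, enterocytes or EECs (log2 fold changes from -0.39 in enterocytes to 1.21 in SecPDG, lowest adjusted p = 0.0175). Fgfr1 had means of 16.2 in stem cells (background 44.3%), 9.98 in AbsPro (background 77.4%), 23.9 in SecPDG (background 38.1%), 115 in tuft cells (background 65.4%), 145 in enterocytes (background 105%) and 738 in EECs. Fgfr1 was called higher in tuft cells (log2 fold change 2.85, adjusted p = 0.00253, higher in 4 of 5 libraries) and enterocytes (log2 fold change 3.22, adjusted p = 0.000194, higher in 5 of 5 libraries). Fgfr1 was also called higher in EECs (log2 fold change 5.63, adjusted p = 2.44e-10, higher in 2 of 2 libraries). Fgfr1 was not called in AbsPro or SecPDG (log2 fold changes from -0.63 in AbsPro to 0.66 in SecPDG, lowest adjusted p = 0.843). Fgfr2 had means of 3487 in stem cells, 3588 in AbsPro, 8754 in SecPDG, 4014 in tuft cells, 1619 in enterocytes and 3371 in EECs. Fgfr2 was called lower in enterocytes (log2 fold change -1.11, adjusted p = 0.00612, lower in 5 of 5 libraries). Fgfr2 was not called in AbsPro, SecPDG, tuft cells or EECs (log2 fold changes from -0.03 in EECs to 1.33 in SecPDG, lowest adjusted p = 0.014). Fgfr4 had means of 923 in stem cells, 734 in AbsPro, 269 in SecPDG, 297 in tuft cells, 243 in enterocytes (background 22.2%) and 114 in EECs (background 56.9%). Fgfr4 was called lower in SecPDG (log2 fold change -1.76, adjusted p = 3.61e-05, lower in 4 of 4 libraries) and tuft cells (log2 fold change -1.63, adjusted p = 2.90e-05, lower in 5 of 5 libraries). Fgfr4 was also called lower in enterocytes (log2 fold change -1.91, adjusted p = 1.62e-06, lower in 5 of 5 libraries) and EECs (log2 fold change -3.11, adjusted p = 1.38e-06, lower in 2 of 2 libraries). Fgfr4 was not called in AbsPro (log2 fold change -0.33, adjusted p = 0.905, lower in 2 of 3 libraries). The fit without Stem 1 gave log2 fold changes of 3.82 for Fgfr1 in tuft cells, 4.18 for Fgfr1 in enterocytes and 6.59 for Fgfr1 in EECs. Fgfr1 lost the call in tuft cells in 4 of the 8 fits that left out 1 library (adjusted p up to 0.0282, without Stem 2). Fgfr2 lost the call in enterocytes in 3 of the 8 fits that left out 1 library (adjusted p up to 0.018, without Ent 3). Fgfr1 in tuft cells, enterocytes and EECs (under thinned counts) and Fgfr2 in enterocytes (3 of 12 settings) lost the call under other settings. Fgfr3 in tuft cells (6 of 12 settings), Fgfr3 in SecPDG (7 of 12 settings) and Fgfr2 in SecPDG (8 of 12 settings) had a call under other settings.

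Fgfbp1 had means of 670.3 in stem cells, 1423 in AbsPro, 219.9 in SecPDG, 91.7 in tuft cells, 909 in enterocytes and 575 in EECs. Fgfbp1 was called lower in SecPDG (log2 fold change -1.58, adjusted p = 0.00978, lower in 4 of 4 libraries) and tuft cells (log2 fold change -2.81, adjusted p = 4.19e-06, lower in 5 of 5 libraries). Fgfbp1 was not called in AbsPro, enterocytes or EECs (log2 fold changes from -0.12 in EECs to 1.09 in AbsPro, lowest adjusted p = 0.245). Klb had means of 19.8 in stem cells, 6.59 in AbsPro (background 48.9%), 29.1 in SecPDG, 43.1 in tuft cells (background 79.4%), 217 in enterocytes (background 32.5%) and 643 in EECs. Klb was called higher in enterocytes (log2 fold change 3.51, adjusted p = 7.82e-06, higher in 5 of 5 libraries) and EECs (log2 fold change 5.12, adjusted p = 1.09e-09, higher in 2 of 2 libraries). Klb was not called in AbsPro, SecPDG or tuft cells (log2 fold changes from -1.37 in AbsPro to 1.16 in tuft cells, lowest adjusted p = 0.251). With Stem 1 left out, log2 fold changes were 4.44 for Klb in enterocytes and 6.05 for Klb in EECs. Fgfbp1 lost the call in SecPDG without any 1 of the 7 libraries (adjusted p up to 0.0694, without SecPDG 2). Klb in enterocytes and EECs (under thinned counts) and Fgfbp1 in SecPDG (3 of 12 settings) had no call under other settings. Fgfbp1 in AbsPro (under a fit of the 2 cell types alone) gained a call under other settings.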

Fgf receptors, in contrast, are broadly expressed across the different cell types with *Fgfr3* detected at the highest level in the secretory lineages of SecPDG and tuft (Fig. 6c). 

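Etv5 (ENSMUSG00000013089, chromosome 16 from 22381309 to 22439719) had 348 ± 41.1 (SD, n = 3) normalized counts in stem cells, 439 ± 99.9 (SD, n = 3) in AbsPro and 3611 ± 123 (SD, n = 4) in SecPDG. Etv5 had 2381 ± 698 (SD, n = 5) in tuft cells, 125 ± 34.6 (SD, n = 5, background 51.2%) in enterocytes and 478 ± 73.3 (SD, n = 2) in EECs. Etv5 was called higher in SecPDG (log2 fold change 3.38, adjusted p = 2.20e-11, higher in 4 of 4 libraries) and tuft cells (log2 fold change 2.78, adjusted p = 1.70e-09, higher in 5 of 5 libraries) and lower in enterocytes (log2 fold change -1.48, adjusted p = 0.00117, lower in 5 of 5 libraries). Etv5 was not called in AbsPro or EECs (log2 fold changes from 0.34 in AbsPro to 0.47 in EECs, lowest adjusted p = 0.36). The normalized counts of Etv5 were 10.4-fold those of stem cells in SecPDG and 6.87-fold in tuft cells. Etv5 in EECs (2 of 12 settings) passed the threshold when 1 setting was changed.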

Fgf target gene *Etv5* is most highly expressed in secretory cell types, indicating that the pathway is most active in this lineage (10-fold enriched in SecPDG and tuft; Fig. 6c).

Gene expression analysis also uncovered potential for lineage-specific autocrine/paracrine activities in prostaglandin signaling (Fig. 6d, Supplementary Fig. 25). 

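Ptgs1 (ENSMUSG00000047250, chromosome 2 from 36230426 to 36252272) had 4.72 ± 8.17 (SD, n = 3, background 55.5%) normalized counts in stem cells, 3.32 ± 2.41 (SD, n = 3, background 93.9%) in AbsPro and 15.1 ± 12.3 (SD, n = 4, background 25.8%) in SecPDG. Ptgs1 had 1389 ± 491 (SD, n = 5) in tuft cells, 87.4 ± 37.4 (SD, n = 5, background 69.3%) in enterocytes and 205 ± 70.2 (SD, n = 2, background 30.3%) in EECs. Ptgs1 was called higher in tuft cells (log2 fold change 8.13, adjusted p = 2.87e-17, higher in 5 of 5 libraries) and enterocytes (log2 fold change 4.13, adjusted p = 0.000162, higher in 5 of 5 libraries). Ptgs1 was also called higher in EECs (log2 fold change 5.42, adjusted p = 1.63e-06, higher in 2 of 2 libraries). Ptgs1 was not called in AbsPro or SecPDG (log2 fold changes from -0.56 in AbsPro to 1.54 in SecPDG, lowest adjusted p = 0.674). Without Stem 2, the log2 fold changes were 7.499 for Ptgs1 in tuft cells, 3.37 for Ptgs1 in enterocytes and 4.69 for Ptgs1 in EECs. Ptgs1 had no count in a stem cell library other than Stem 3.

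**Figure D9:**
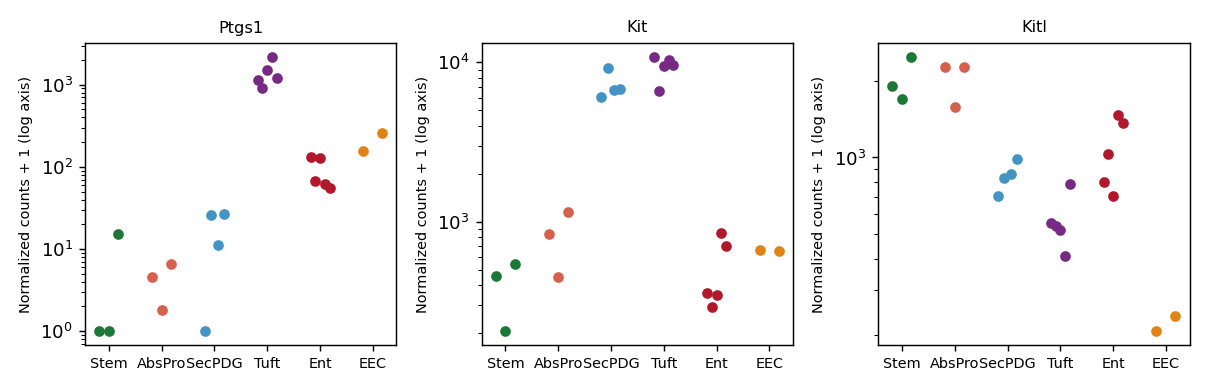
Normalized counts plus 1, on a log axis, of Ptgs1, Kit and Kitl in each library of the 6 cell types, 1 point per library. The mean of Ptgs1 is 1389 in tuft cells and 4.72 in stem cells.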

Consistent with previous reports, we observed that tuft cells express key enzymes for prostaglandin and leukotriene synthesis, including *Ptgs1* (Cox-1), which converts arachidonic acid into prostaglandin H2 (Supplementary Fig. 25)^61^. 

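Ptges2 had means of 654 in stem cells, 648 in AbsPro, 335 in SecPDG, 275 in tuft cells, 267 in enterocytes (background 29.1%) and 189.5 in EECs (background 45.5%). Ptges2 was called lower in tuft cells (log2 fold change -1.24, adjusted p = 0.00212, lower in 5 of 5 libraries) and enterocytes (log2 fold change -1.28, adjusted p = 0.000716, lower in 5 of 5 libraries). Ptges2 was also called lower in EECs (log2 fold change -1.80, adjusted p = 0.00125, lower in 2 of 2 libraries). Ptges2 was not called in AbsPro or SecPDG (log2 fold changes from -0.97 in SecPDG to 0.00 in AbsPro, lowest adjusted p = 0.0459). Ptges3 had means of 1477 in stem cells, 1035 in AbsPro, 1075 in SecPDG, 793 in tuft cells, 522 in enterocytes and 555 in EECs. Ptges3 was called lower in enterocytes (log2 fold change -1.50, adjusted p = 6.99e-05, lower in 5 of 5 libraries) and EECs (log2 fold change -1.37, adjusted p = 0.00478, lower in 2 of 2 libraries). Ptges3 was not called in AbsPro, SecPDG or tuft cells (log2 fold changes from -0.89 in tuft cells to -0.46 in SecPDG, lowest adjusted p = 0.0173). Abcc4 had means of 782 in stem cells, 579 in AbsPro, 640.4 in SecPDG, 647 in tuft cells, 433 in enterocytes (background 22.6%) and 466 in EECs (background 22.9%). Abcc4 was not called against stem cells in AbsPro, SecPDG, tuft cells, enterocytes or EECs (log2 fold changes from -0.84 in enterocytes to -0.26 in tuft cells, lowest adjusted p = 0.0156). Ptges2 lost the call in tuft cells without Stem 1 (adjusted p = 0.0307) and in enterocytes without Stem 1 (adjusted p = 0.0119). Ptges3 gained a call in tuft cells without Tuft 5 (adjusted p = 0.00675). Abcc4 gained a call in enterocytes in 4 of the 8 fits that left out 1 library (adjusted p down to 0.00147, without Stem 3). Ptges2 in tuft cells (under thinned counts), Ptges3 in EECs (2 of 12 settings) and Ptges2 in enterocytes and EECs (3 of 12 settings) missed the threshold when 1 setting was changed. Ptges2 in SecPDG and Abcc4 in enterocytes (2 of 12 settings) and Ptges3 in tuft cells (9 of 12 settings) had a call under other settings. Tuft 5 had 1103 normalized counts of Ptges3 against 647 to 767 in the other tuft cell libraries.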

Enzymes that convert prostaglandin H2 to the more stable E2 form (*Ptges2* and *Ptges3*) and the prostaglandin transporter *Abcc4* are expressed in all cell types (Supplementary Fig. 25d). *Ptger4*, a receptor for PGE2 is highly expressed in SecPDG (Fig. 6d, Supplementary Fig. 25d). 

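Ptger4 (ENSMUSG00000039942, chromosome 15 from 5206661 to 5244187) had 305 ± 47.9 (SD, n = 3) normalized counts in stem cells, 783 ± 298 (SD, n = 3) in AbsPro and 2581 ± 234 (SD, n = 4) in SecPDG. Ptger4 had 1084 ± 317 (SD, n = 5) in tuft cells, 390.2 ± 82.8 (SD, n = 5, background 26%) in enterocytes and 227 ± 254 (SD, n = 2, background 58.2%) in EECs. Ptger4 was called higher in SecPDG (log2 fold change 3.07, adjusted p = 3.06e-09, higher in 4 of 4 libraries) and tuft cells (log2 fold change 1.83, adjusted p = 7.12e-05, higher in 5 of 5 libraries). Ptger4 was not called in AbsPro, enterocytes or EECs (log2 fold changes from -0.58 in EECs to 1.35 in AbsPro, lowest adjusted p = 0.0543). Ppara had means of 660.5 in stem cells, 844 in AbsPro, 276 in SecPDG, 288 in tuft cells, 480.5 in enterocytes and 357 in EECs. Ppara was called lower in SecPDG (log2 fold change -1.25, adjusted p = 0.00482, lower in 4 of 4 libraries) and tuft cells (log2 fold change -1.21, adjusted p = 0.0021, lower in 5 of 5 libraries). Ppara was not called in AbsPro, enterocytes or EECs (log2 fold changes from -0.93 in EECs to 0.35 in AbsPro, lowest adjusted p = 0.0534). Ppard had means of 3390.1 in stem cells, 4441 in AbsPro, 4039.9 in SecPDG, 2581 in tuft cells, 2291 in enterocytes and 1138 in EECs. Ppard was called lower in EECs (log2 fold change -1.53, adjusted p = 0.00477, lower in 2 of 2 libraries). Ppard was not called in AbsPro, SecPDG, tuft cells or enterocytes (log2 fold changes from -0.57 in enterocytes to 0.39 in AbsPro, lowest adjusted p = 0.129). Pparg had means of 1607 in stem cells, 1684 in AbsPro, 693 in SecPDG, 575 in tuft cells, 836 in enterocytes and 818 in EECs. Pparg was called lower in tuft cells (log2 fold change -1.47, adjusted p = 0.000398, lower in 5 of 5 libraries) and enterocytes (log2 fold change -0.94, adjusted p = 0.0086, lower in 5 of 5 libraries). Pparg was not called in AbsPro, SecPDG or EECs (log2 fold changes from -1.21 in SecPDG to 0.07 in AbsPro, lowest adjusted p = 0.0100). Ppara lost the call in SecPDG without any 1 of the 7 libraries (adjusted p up to 0.0271, without SecPDG 2). Ppard lost the call in EECs without Stem 1 (adjusted p = 0.0118). Pparg lost the call in enterocytes in 3 of the 8 fits that left out 1 library (adjusted p up to 0.0252, without Ent 3). Ppara in SecPDG (under thinned counts), Ppara in tuft cells and Ppard in EECs (2 of 12 settings) and Pparg in enterocytes (7 of 12 settings) lost the call under other settings. Ptger4 in AbsPro (under a fit of the 2 cell types alone) and Pparg in SecPDG (8 of 12 settings) gained a call under other settings. Ent 4 had 536 normalized counts of Ptger4 against 335 to 373 in the other enterocyte libraries.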

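Slco2a1 (ENSMUSG00000032548, chromosome 9 from 102988712 to 103096002) had 43.3 ± 8.32 (SD, n = 3, background 21.6%) normalized counts in stem cells, 154 ± 69.3 (SD, n = 3) in AbsPro and 117 ± 55.5 (SD, n = 4) in SecPDG. Slco2a1 had 223 ± 51.9 (SD, n = 5, background 45.2%) in tuft cells, 903 ± 203 (SD, n = 5, background 23.1%) in enterocytes and 613 ± 322 (SD, n = 2, background 34.6%) in EECs. Slco2a1 was called higher in tuft cells (log2 fold change 2.36, adjusted p = 0.0002, higher in 5 of 5 libraries) and enterocytes (log2 fold change 4.38, adjusted p = 2.10e-11, higher in 5 of 5 libraries). Slco2a1 was also called higher in EECs (log2 fold change 3.86, adjusted p = 1.82e-08, higher in 2 of 2 libraries). Slco2a1 was not called in AbsPro or SecPDG (log2 fold changes from 1.43 in SecPDG to 1.82 in AbsPro, lowest adjusted p = 0.074). Hpgd (ENSMUSG00000031613, chromosome 8 from 56294585 to 56321043) had 1181 ± 306 (SD, n = 3) normalized counts in stem cells, 1813 ± 462 (SD, n = 3) in AbsPro and 1180.1 ± 172 (SD, n = 4) in SecPDG. Hpgd had 917 ± 298 (SD, n = 5) in tuft cells, 2554 ± 949 (SD, n = 5) in enterocytes and 682 ± 158 (SD, n = 2) in EECs. Hpgd was called higher in enterocytes (log2 fold change 1.11, adjusted p = 0.00282, higher in 5 of 5 libraries). Hpgd was not called in AbsPro, SecPDG, tuft cells or EECs (log2 fold changes from -0.78 in EECs to 0.62 in AbsPro, lowest adjusted p = 0.121). Hpgd lost the call in enterocytes in 3 of the 8 fits that left out 1 library (adjusted p up to 0.0275, without Stem 1). Hpgd in enterocytes (under a replicate term) had no call under other settings. Slco2a1 in AbsPro and SecPDG (under DESeq2's Wald test) passed the threshold when 1 setting was changed. Tuft 5 had 1447 normalized counts of Hpgd against 746 to 825 in the other tuft cell libraries.

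Plcb3 had means of 11018 in stem cells, 9943 in AbsPro, 5150.4 in SecPDG, 3143 in tuft cells, 5155 in enterocytes and 1709 in EECs. Plcb3 was called lower in tuft cells (log2 fold change -1.81, adjusted p = 0.000187, lower in 5 of 5 libraries) and enterocytes (log2 fold change -1.09, adjusted p = 0.00931, lower in 5 of 5 libraries). Plcb3 was also called lower in EECs (log2 fold change -2.65, adjusted p = 5.66e-05, lower in 2 of 2 libraries). Plcb3 was not called in AbsPro or SecPDG (log2 fold changes from -1.10 in SecPDG to -0.15 in AbsPro, lowest adjusted p = 0.0707). Dpep1 had means of 185 in stem cells, 937 in AbsPro, 44.1 in SecPDG, 103 in tuft cells, 1175 in enterocytes and 291 in EECs. Dpep1 was called higher in AbsPro (log2 fold change 2.36, adjusted p = 0.000257, higher in 3 of 3 libraries) and enterocytes (log2 fold change 2.69, adjusted p = 2.59e-07, higher in 5 of 5 libraries). Dpep1 was not called in SecPDG, tuft cells or EECs (log2 fold changes from -2.06 in SecPDG to 0.80 in EECs, lowest adjusted p = 0.0106). Lta4h had means of 3419 in stem cells, 3609 in AbsPro, 2509.6 in SecPDG, 1639 in tuft cells, 1691 in enterocytes and 633 in EECs. Lta4h was called lower in tuft cells (log2 fold change -1.05, adjusted p = 0.00837, lower in 5 of 5 libraries) and enterocytes (log2 fold change -1.02, adjusted p = 0.00494, lower in 5 of 5 libraries). Lta4h was also called lower in EECs (log2 fold change -2.38, adjusted p = 3.04e-05, lower in 2 of 2 libraries). Lta4h was not called in AbsPro or SecPDG (log2 fold changes from -0.45 in SecPDG to 0.08 in AbsPro, lowest adjusted p = 0.573). Plcb3 lost the call in enterocytes in 4 of the 8 fits that left out 1 library (adjusted p up to 0.0376, without Stem 1). Dpep1 lost the call in AbsPro without Stem 3 (adjusted p = 0.0112). Lta4h lost the call in tuft cells in 5 of the 8 fits that left out 1 library (adjusted p up to 0.0274, without Stem 1) and in enterocytes in 3 of the 8 fits that left out 1 library (adjusted p up to 0.0185, without Ent 3). Dpep1 gained a call in SecPDG without Stem 3 (adjusted p = 0.00337). Dpep1 in AbsPro (under DESeq2's Wald test), Plcb3 in EECs (under a fit of the 2 cell types alone) and Plcb3 in enterocytes and Lta4h in enterocytes (4 of 12 settings) missed the threshold when 1 setting was changed. Plcb3 in SecPDG and Dpep1 in SecPDG (5 of 12 settings) had a call under other settings. Tuft 5 had 2383 normalized counts of Lta4h against 1282 to 1601 in the other tuft cell libraries.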

Enterocytes express both an importer (*Slco2a*) for prostaglandins and an enzyme that degrades these molecules (*Hpgd*), suggesting that enterocytes might act as sinks for prostaglandin-mediated signals.

### Transcription regulators and signaling in mature crypt cells

Wnt signaling and its broader network of cross-talking signaling systems (e.g., Myc, Hippo, Egf, Kit) have a well-established role in maintaining the intestinal stem cell niche and allowing for differentiation of progenitor cells upon exit from that niche. Wnt transcription factors *Tcf7* and *Tcf7l2* are the predominant family members in stem cells, but *Tcf7l1* and *Tcf7l2* are even more highly expressed in progenitor and mature populations along with negative regulators, such as the Tle repressors (Fig. 7a, Supplementary Figs. 26a–d, 27a). 

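Tcf7 (ENSMUSG00000000782, chromosome 11 from 52252371 to 52283014) had 374 ± 54.2 (SD, n = 3) normalized counts in stem cells, 113 ± 14.7 (SD, n = 3) in AbsPro and 166 ± 39.1 (SD, n = 4) in SecPDG. Tcf7 had 126 ± 54.6 (SD, n = 5) in tuft cells, 93.3 ± 35.2 (SD, n = 5, background 44.7%) in enterocytes and 120.1 ± 101 (SD, n = 2, background 41.6%) in EECs. Tcf7 was called lower in tuft cells (log2 fold change -1.54, adjusted p = 0.00124, lower in 5 of 5 libraries) and enterocytes (log2 fold change -2.03, adjusted p = 3.88e-05, lower in 5 of 5 libraries). Tcf7 was also called lower in EECs (log2 fold change -1.77, adjusted p = 0.00615, lower in 2 of 2 libraries). Tcf7 was not called in AbsPro or SecPDG (log2 fold changes from -1.71 in AbsPro to -1.15 in SecPDG, lowest adjusted p = 0.0139). Tcf7l1 (ENSMUSG00000055799, chromosome 6 from 72626378 to 72789254) had 192 ± 131 (SD, n = 3) normalized counts in stem cells, 321 ± 117 (SD, n = 3) in AbsPro and 201 ± 64 (SD, n = 4) in SecPDG. Tcf7l1 had 249 ± 77 (SD, n = 5) in tuft cells, 578 ± 272 (SD, n = 5) in enterocytes and 333 ± 145 (SD, n = 2, background 21.1%) in EECs. Tcf7l1 was called higher in enterocytes (log2 fold change 1.62, adjusted p = 0.000543, higher in 5 of 5 libraries). Tcf7l1 was not called in AbsPro, SecPDG, tuft cells or EECs (log2 fold changes from 0.11 in SecPDG to 0.77 in EECs, lowest adjusted p = 0.213). Tcf7l2 (ENSMUSG00000024985, chromosome 19 from 55741820 to 55933654) had 1121 ± 132 (SD, n = 3) normalized counts in stem cells, 1544 ± 264 (SD, n = 3) in AbsPro and 1450.5 ± 356 (SD, n = 4) in SecPDG. Tcf7l2 had 1303 ± 187 (SD, n = 5) in tuft cells, 2419.8 ± 557 (SD, n = 5) in enterocytes and 1814 ± 1488 (SD, n = 2) in EECs. Tcf7l2 was called higher in enterocytes (log2 fold change 1.11, adjusted p = 0.00298, higher in 5 of 5 libraries). Tcf7l2 was not called in AbsPro, SecPDG, tuft cells or EECs (log2 fold changes from 0.22 in tuft cells to 0.72 in EECs, lowest adjusted p = 0.116). Leaving out Stem 1 gave a log2 fold change of 2.29 for Tcf7l1 in enterocytes. Tcf7 lost the call in tuft cells without Stem 2 (adjusted p = 0.0117) and in EECs without Stem 2 (adjusted p = 0.0127). Tcf7l1 lost the call in enterocytes in 2 of the 8 fits that left out 1 library (adjusted p up to 0.0266, without Stem 3). Tcf7l2 lost the call in enterocytes in 2 of the 8 fits that left out 1 library (adjusted p up to 0.0267, without Stem 2). Tcf7 in tuft cells and enterocytes (2 of 12 settings) and Tcf7 in EECs (6 of 12 settings) lost the call under other settings. Tcf7l1 in EECs (under DESeq2's Wald test), Tcf7 in SecPDG (under the threshold of 0.05) and Tcf7 in AbsPro and Tcf7l2 in EECs (4 of 12 settings) gained a call under other settings.

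Lef1 had means of 6.98 in stem cells (background 87.9%), 3.77 in AbsPro (background 159%), 5.2 in SecPDG (background 178%), 24.8 in tuft cells (background 281%), 69.9 in enterocytes (background 196%) and 75.8 in EECs (background 205%). Lef1 was not called against stem cells in AbsPro, SecPDG, tuft cells, enterocytes or EECs (log2 fold changes from -0.67 in AbsPro to 3.37 in EECs, lowest adjusted p = 0.00128). The mean of Lef1 over all libraries, 30.8, was under the minimum of 50. Ctnnb1 had means of 10027 in stem cells, 10259 in AbsPro, 10954 in SecPDG, 8387 in tuft cells, 5615 in enterocytes and 4212 in EECs. Ctnnb1 was not called against stem cells in AbsPro, SecPDG, tuft cells, enterocytes or EECs (log2 fold changes from -1.24 in EECs to 0.13 in SecPDG, lowest adjusted p = 0.032). Tle1 had means of 1002 in stem cells, 928 in AbsPro, 1149 in SecPDG, 915 in tuft cells, 561 in enterocytes (background 24.2%) and 1363 in EECs. Tle1 was not called against stem cells in AbsPro, SecPDG, tuft cells, enterocytes or EECs (log2 fold changes from -0.84 in enterocytes to 0.47 in EECs, lowest adjusted p = 0.0112). Tle2 had means of 30.7 in stem cells, 53.9 in AbsPro, 53.1 in SecPDG, 148 in tuft cells (background 30.1%), 125 in enterocytes (background 77.7%) and 1058 in EECs. Tle2 was called higher in tuft cells (log2 fold change 2.24, adjusted p = 0.00188, higher in 5 of 5 libraries) and enterocytes (log2 fold change 1.95, adjusted p = 0.00367, higher in 5 of 5 libraries). Tle2 was also called higher in EECs (log2 fold change 5.06, adjusted p = 1.27e-11, higher in 2 of 2 libraries). Tle2 was not called in AbsPro or SecPDG (log2 fold changes from 0.68 in AbsPro to 0.70 in SecPDG, lowest adjusted p = 0.715). Tle3 had means of 2549 in stem cells, 1935 in AbsPro, 1702 in SecPDG, 1616 in tuft cells, 1086 in enterocytes and 1197 in EECs. Tle3 was called lower in enterocytes (log2 fold change -1.23, adjusted p = 0.000517, lower in 5 of 5 libraries). Tle3 was not called in AbsPro, SecPDG, tuft cells or EECs (log2 fold changes from -1.06 in EECs to -0.40 in AbsPro, lowest adjusted p = 0.0209). Tle4 had means of 551 in stem cells, 875 in AbsPro, 484 in SecPDG, 437 in tuft cells, 1335 in enterocytes and 835 in EECs. Tle4 was called higher in enterocytes (log2 fold change 1.28, adjusted p = 0.00093, higher in 5 of 5 libraries). Tle4 was not called in AbsPro, SecPDG, tuft cells or EECs (log2 fold changes from -0.32 in tuft cells to 0.66 in AbsPro, lowest adjusted p = 0.191). The fit without Stem 2 gave log2 fold changes of 3.24 for Tle2 in tuft cells, 2.84 for Tle2 in enterocytes and 5.98 for Tle2 in EECs. Tle2 lost the call in tuft cells in 2 of the 8 fits that left out 1 library (adjusted p up to 0.0198, without Stem 1) and in enterocytes in 3 of the 8 fits that left out 1 library (adjusted p up to 0.0334, without Stem 3). Tle4 lost the call in enterocytes without Stem 2 (adjusted p = 0.0103). Tle1 gained a call in enterocytes in 4 of the 8 fits that left out 1 library (adjusted p down to 0.00131, without Ent 1). Tle3 gained a call in EECs without Stem 3 (adjusted p = 0.00655). Ctnnb1 in enterocytes (under the threshold of 0.05), Lef1 in EECs (under no minimum mean) and Lef1 in enterocytes and Tle3 in EECs (2 of 12 settings) passed the threshold when 1 setting was changed. Tle1 in enterocytes and EECs (3 of 12 settings), Tle4 in EECs (4 of 12 settings) and Ctnnb1 in EECs (5 of 12 settings) had a call under other settings. Tuft 2 had 78.2 normalized counts of Lef1 against 0 to 21.9 in the other tuft cell libraries and Tuft 5 had 1261 normalized counts of Tle1 against 795 to 877 in the other tuft cell libraries.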

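Yap1 (ENSMUSG00000053110, chromosome 9 from 7931999 to 8004596) had 1704 ± 71.2 (SD, n = 3) normalized counts in stem cells, 1252 ± 55.4 (SD, n = 3) in AbsPro and 1291 ± 253 (SD, n = 4) in SecPDG. Yap1 had 947 ± 139 (SD, n = 5) in tuft cells, 629 ± 203 (SD, n = 5, background 22.8%) in enterocytes and 255 ± 103 (SD, n = 2, background 57.7%) in EECs. Yap1 was called lower in enterocytes (log2 fold change -1.44, adjusted p = 5.25e-05, lower in 5 of 5 libraries) and EECs (log2 fold change -2.69, adjusted p = 1.79e-06, lower in 2 of 2 libraries). Yap1 was not called in AbsPro, SecPDG or tuft cells (log2 fold changes from -0.84 in tuft cells to -0.40 in SecPDG, lowest adjusted p = 0.017). Yap1 in SecPDG (under scaling by library totals) and Yap1 in tuft cells (9 of 12 settings) gained a call under other settings.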

Hippo mediator Yap1 is expressed ubiquitously but is highest in stem cells. 

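Insm1 (ENSMUSG00000068154, chromosome 2 from 146221921 to 146225020) had 39.4 ± 46 (SD, n = 3) normalized counts in stem cells, 113 ± 43.9 (SD, n = 3) in AbsPro and 241 ± 33.8 (SD, n = 4) in SecPDG. Insm1 had 103 ± 71.9 (SD, n = 5, background 20.9%) in tuft cells, 60.5 ± 28.6 (SD, n = 5, background 79.9%) in enterocytes and 3988 ± 4106 (SD, n = 2) in EECs. Insm1 was called higher in SecPDG (log2 fold change 2.61, adjusted p = 0.00189, higher in 4 of 4 libraries) and EECs (log2 fold change 6.66, adjusted p = 3.89e-14, higher in 2 of 2 libraries). Insm1 was not called in AbsPro, tuft cells or enterocytes (log2 fold changes from 0.60 in enterocytes to 1.50 in AbsPro, lowest adjusted p = 0.0834). Tead1 had means of 1113 in stem cells, 869 in AbsPro, 912 in SecPDG, 1236 in tuft cells, 512 in enterocytes (background 41.3%) and 864 in EECs (background 24.6%). Tead1 was called lower in enterocytes (log2 fold change -1.12, adjusted p = 0.0016, lower in 5 of 5 libraries). Tead1 was not called in AbsPro, SecPDG, tuft cells or EECs (log2 fold changes from -0.36 in AbsPro to 0.15 in tuft cells, lowest adjusted p = 0.483). Tead3 had means of 569 in stem cells, 761 in AbsPro, 413 in SecPDG, 329 in tuft cells, 244 in enterocytes (background 42%) and 165 in EECs (background 72.2%). Tead3 was called lower in enterocytes (log2 fold change -1.22, adjusted p = 0.00134, lower in 5 of 5 libraries) and EECs (log2 fold change -1.84, adjusted p = 0.00136, lower in 2 of 2 libraries). Tead3 was not called in AbsPro, SecPDG or tuft cells (log2 fold changes from -0.80 in tuft cells to 0.42 in AbsPro, lowest adjusted p = 0.0388). Lats2 had means of 95.3 in stem cells, 133 in AbsPro, 20.1 in SecPDG (background 34.9%), 113 in tuft cells (background 45.9%), 337 in enterocytes (background 31.7%) and 774 in EECs. Lats2 was called higher in enterocytes (log2 fold change 1.81, adjusted p = 0.000332, higher in 5 of 5 libraries) and EECs (log2 fold change 3.05, adjusted p = 3.19e-07, higher in 2 of 2 libraries). Lats2 was not called in AbsPro, SecPDG or tuft cells (log2 fold changes from -2.33 in SecPDG to 0.46 in AbsPro, lowest adjusted p = 0.019). Dlg5 had means of 2450.1 in stem cells, 1929 in AbsPro, 1694 in SecPDG, 1762 in tuft cells, 1058 in enterocytes and 1857 in EECs. Dlg5 was called lower in enterocytes (log2 fold change -1.21, adjusted p = 0.000342, lower in 5 of 5 libraries). Dlg5 was not called in AbsPro, SecPDG, tuft cells or EECs (log2 fold changes from -0.53 in SecPDG to -0.34 in AbsPro, lowest adjusted p = 0.16). With Stem 3 left out, log2 fold changes were 4.29 for Insm1 in SecPDG and 8.14 for Insm1 in EECs. Insm1 lost the call in SecPDG in 2 of the 7 fits that left out 1 library (adjusted p up to 0.0267, without Stem 1). Tead3 in EECs (3 of 12 settings) and Tead1 in enterocytes and Tead3 in enterocytes (4 of 12 settings) had no call under other settings. Tead3 in tuft cells (under the threshold of 0.05), Dlg5 in SecPDG (under scaling by library totals) and Lats2 in SecPDG (4 of 12 settings) passed the threshold when 1 setting was changed.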

Its binding partners (notably *Tead1* and *Tead3*) are broadly expressed, whereas the direct negative regulator *Insm1* is elevated in EECs (Fig. 7b, Supplementary Fig. 26e)^62^. Interestingly, EECs express very high levels of bone morphogenic ligand (*Bmp2*, Fig. 7b, Supplementary Fig. 26f). 

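Bmp2 (ENSMUSG00000027358, chromosome 2 from 133552159 to 133562885) had 25.3 ± 22.2 (SD, n = 3) normalized counts in stem cells, 86.8 ± 57.6 (SD, n = 3) in AbsPro and 64.8 ± 10.2 (SD, n = 4) in SecPDG. Bmp2 had 399 ± 115 (SD, n = 5) in tuft cells, 889 ± 136 (SD, n = 5) in enterocytes and 4465 ± 4075 (SD, n = 2) in EECs. Bmp2 was called higher in tuft cells (log2 fold change 3.92, adjusted p = 2.51e-07, higher in 5 of 5 libraries) and enterocytes (log2 fold change 5.07, adjusted p = 1.01e-10, higher in 5 of 5 libraries). Bmp2 was also called higher in EECs (log2 fold change 7.41, adjusted p = 3.31e-16, higher in 2 of 2 libraries). Bmp2 was not called in AbsPro or SecPDG (log2 fold changes from 1.29 in SecPDG to 1.65 in AbsPro, lowest adjusted p = 0.402). Bmpr1a had means of 1616 in stem cells, 1709 in AbsPro, 1769.6 in SecPDG, 1584 in tuft cells, 949 in enterocytes and 1141 in EECs. Bmpr1a was not called against stem cells in AbsPro, SecPDG, tuft cells, enterocytes or EECs (log2 fold changes from -0.77 in enterocytes to 0.13 in SecPDG, lowest adjusted p = 0.0373). Bmpr2 had means of 1250.4 in stem cells, 1416 in AbsPro, 1674 in SecPDG, 2070.2 in tuft cells, 1067 in enterocytes (background 25.8%) and 1308 in EECs (background 20.5%). Bmpr2 was not called against stem cells in AbsPro, SecPDG, tuft cells, enterocytes or EECs (log2 fold changes from -0.23 in enterocytes to 0.73 in tuft cells, lowest adjusted p = 0.0801). Bmpr1a in enterocytes (2 of 12 settings) and Bmpr2 in tuft cells (5 of 12 settings) had a call under other settings.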

Bmp2 and Yap1 function in a well-characterized signaling circuit in multiple systems^63,64^, suggesting that EECs are likely to utilize the autocrine Bmp2–Yap1 signaling pathway. 

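Myc (ENSMUSG00000022346, chromosome 15 from 61985391 to 61990374) had 2927 ± 426 (SD, n = 3) normalized counts in stem cells, 1209.8 ± 77.8 (SD, n = 3) in AbsPro and 1437 ± 73.1 (SD, n = 4) in SecPDG. Myc had 788 ± 297 (SD, n = 5) in tuft cells, 261 ± 155 (SD, n = 5) in enterocytes and 215 ± 212 (SD, n = 2, background 24.5%) in EECs. Myc was called lower in tuft cells (log2 fold change -1.88, adjusted p = 7.79e-06, lower in 5 of 5 libraries) and enterocytes (log2 fold change -3.48, adjusted p = 2.76e-11, lower in 5 of 5 libraries). Myc was also called lower in EECs (log2 fold change -3.90, adjusted p = 5.56e-08, lower in 2 of 2 libraries). Myc was not called in AbsPro or SecPDG (log2 fold changes from -1.27 in AbsPro to -1.03 in SecPDG, lowest adjusted p = 0.0371). Max (ENSMUSG00000059436, chromosome 12 from 76937269 to 76962201) had 940.2 ± 68.5 (SD, n = 3) normalized counts in stem cells, 988 ± 25.3 (SD, n = 3) in AbsPro and 979.7 ± 99 (SD, n = 4) in SecPDG. Max had 865 ± 199 (SD, n = 5) in tuft cells, 1652 ± 273 (SD, n = 5) in enterocytes and 710.1 ± 360.0 (SD, n = 2) in EECs. Max was not called against stem cells in AbsPro, SecPDG, tuft cells, enterocytes or EECs (log2 fold changes from -0.37 in EECs to 0.81 in enterocytes, lowest adjusted p = 0.0126). Myc in AbsPro (under a fit of the 2 cell types alone), Myc in SecPDG (3 of 12 settings) and Max in enterocytes (7 of 12 settings) gained a call under other settings.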

The transcription factor Myc is most highly expressed in stem cells, but its binding partner Max, which can heterodimerize with multiple different E-box factors, is broadly expressed with strong elevation in Ent (Fig. 7c). Binding partners of Max are strongly expressed in the various populations including direct repressors (Mondo Family, Mnt, Mga, Mad repressors; Fig. 7c). Expression of these transcriptional regulators and an array of negative regulators in most cryptal cell types implies that there is inherent capacity for gene regulation by their networks, suggesting that the absence of signal-activating ligands and the expression of direct inhibitors keeps these networks in a silent or quiescent state.

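Mxd1 had means of 415 in stem cells, 1264 in AbsPro, 656 in SecPDG, 787 in tuft cells, 10138 in enterocytes and 1810.0 in EECs. Mxd1 was called higher in enterocytes (log2 fold change 4.61, adjusted p = 8.15e-13, higher in 5 of 5 libraries) and EECs (log2 fold change 2.13, adjusted p = 8.74e-05, higher in 2 of 2 libraries). Mxd1 was not called in AbsPro, SecPDG or tuft cells (log2 fold changes from 0.63 in SecPDG to 1.60 in AbsPro, lowest adjusted p = 0.0215). Mxd3 had means of 128 in stem cells, 64.8 in AbsPro, 172 in SecPDG, 64.4 in tuft cells (background 26.1%), 32.2 in enterocytes (background 117%) and 1.81 in EECs (background 2739%). Mxd3 was called lower in enterocytes (log2 fold change -2.03, adjusted p = 0.00296, lower in 5 of 5 libraries) and EECs (a ratio of stem cells to EECs of 89.4 with a 95% counting interval of 24.6 to 739.8 from 2 and 565 counts, adjusted p = 0.00141, lower in 2 of 2 libraries). Mxd3 was not called in AbsPro, SecPDG or tuft cells (log2 fold changes from -0.99 in AbsPro to 0.45 in SecPDG, lowest adjusted p = 0.116). Mxd4 had means of 707 in stem cells, 849.5 in AbsPro, 1871 in SecPDG, 1475 in tuft cells, 469 in enterocytes (background 27.6%) and 445 in EECs (background 29.8%). Mxd4 was called higher in SecPDG (log2 fold change 1.40, adjusted p = 0.00294, higher in 4 of 4 libraries). Mxd4 was not called in AbsPro, tuft cells, enterocytes or EECs (log2 fold changes from -0.62 in EECs to 1.07 in tuft cells, lowest adjusted p = 0.0111). Mxi1 had means of 1019 in stem cells, 1134 in AbsPro, 1118 in SecPDG, 811 in tuft cells, 897 in enterocytes and 1306 in EECs. Mxi1 was not called against stem cells in AbsPro, SecPDG, tuft cells, enterocytes or EECs (log2 fold changes from -0.32 in tuft cells to 0.40 in EECs, lowest adjusted p = 0.412). Mnt had means of 530.5 in stem cells, 517 in AbsPro, 660.5 in SecPDG, 629.6 in tuft cells, 388 in enterocytes and 1013 in EECs. Mnt was not called against stem cells in AbsPro, SecPDG, tuft cells, enterocytes or EECs (log2 fold changes from -0.45 in enterocytes to 0.98 in EECs, lowest adjusted p = 0.0299). Without Stem 3, the log2 fold change was -2.62 for Mxd3 in enterocytes. Mxd3 lost the call in enterocytes without Stem 2 (adjusted p = 0.0571) and in EECs without Stem 2 (adjusted p = 0.0105). Mxd4 lost the call in SecPDG in 3 of the 7 fits that left out 1 library (adjusted p up to 0.013, without Stem 2). Mxd1 gained a call in AbsPro without AbsPro 2 (adjusted p = 0.00919). Mxd4 gained a call in tuft cells without Tuft 4 (adjusted p = 0.00472). Mxd3 in EECs (3 of 12 settings) and Mxd3 in enterocytes (5 of 12 settings) missed the threshold when 1 setting was changed. Mxi1 in EECs (2 of 12 settings), Mxd1 in tuft cells (4 of 12 settings) and Mnt in EECs (6 of 12 settings) passed the threshold when 1 setting was changed. Mxd1 in AbsPro and Mxd4 in tuft cells (7 of 12 settings) had a call under other settings. Ent 1 had 60.0 normalized counts of Mxd3 against 20.5 to 31.2 in the other enterocyte libraries.

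Mlx had means of 812 in stem cells, 1345 in AbsPro, 1342 in SecPDG, 1139 in tuft cells, 893 in enterocytes and 487 in EECs. Mlx was not called against stem cells in AbsPro, SecPDG, tuft cells, enterocytes or EECs (log2 fold changes from -0.74 in EECs to 0.73 in AbsPro, lowest adjusted p = 0.154). Mlxip had means of 4619 in stem cells, 3220.2 in AbsPro, 2473 in SecPDG, 2400.2 in tuft cells, 1712 in enterocytes and 1601 in EECs. Mlxip was called lower in enterocytes (log2 fold change -1.43, adjusted p = 0.000279, lower in 5 of 5 libraries) and EECs (log2 fold change -1.50, adjusted p = 0.00384, lower in 2 of 2 libraries). Mlxip was not called in AbsPro, SecPDG or tuft cells (log2 fold changes from -0.94 in tuft cells to -0.52 in AbsPro, lowest adjusted p = 0.0202). Mlxipl had means of 2066 in stem cells, 1276 in AbsPro, 372 in SecPDG, 459 in tuft cells, 444 in enterocytes and 463 in EECs (background 20.5%). Mlxipl was called lower in SecPDG (log2 fold change -2.48, adjusted p = 3.70e-08, lower in 4 of 4 libraries) and tuft cells (log2 fold change -2.16, adjusted p = 8.37e-08, lower in 5 of 5 libraries). Mlxipl was also called lower in enterocytes (log2 fold change -2.22, adjusted p = 5.87e-08, lower in 5 of 5 libraries) and EECs (log2 fold change -2.17, adjusted p = 3.77e-05, lower in 2 of 2 libraries). Mlxipl was not called in AbsPro (log2 fold change -0.70, adjusted p = 0.461, lower in 3 of 3 libraries). Mga had means of 2411 in stem cells, 1684 in AbsPro, 1988 in SecPDG, 2081 in tuft cells, 1256 in enterocytes and 1888 in EECs. Mga was called lower in enterocytes (log2 fold change -0.94, adjusted p = 0.00995, lower in 5 of 5 libraries). Mga was not called in AbsPro, SecPDG, tuft cells or EECs (log2 fold changes from -0.52 in AbsPro to -0.21 in tuft cells, lowest adjusted p = 0.518). Mycl had means of 835 in stem cells, 506 in AbsPro, 731 in SecPDG, 496 in tuft cells, 193 in enterocytes (background 31.9%) and 294 in EECs (background 22.1%). Mycl was called lower in enterocytes (log2 fold change -2.10, adjusted p = 3.19e-07, lower in 5 of 5 libraries) and EECs (log2 fold change -1.47, adjusted p = 0.00239, lower in 2 of 2 libraries). Mycl was not called in AbsPro, SecPDG or tuft cells (log2 fold changes from -0.75 in tuft cells to -0.19 in SecPDG, lowest adjusted p = 0.0332). Mlxip lost the call in EECs without Stem 1 (adjusted p = 0.0119). Mga lost the call in enterocytes in 3 of the 8 fits that left out 1 library (adjusted p up to 0.0297, without Ent 3). Mlxip in EECs and Mlxipl in EECs (under a fit of the 2 cell types alone), Mycl in EECs (3 of 12 settings) and Mga in enterocytes (6 of 12 settings) lost the call under other settings. Mycl in tuft cells (under the threshold of 0.05), Mlx in SecPDG (under a fit of the 2 cell types alone) and Mlxip in SecPDG (5 of 12 settings) gained a call under other settings. Mlxip in tuft cells (7 of 12 settings) passed the threshold when 1 setting was changed.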

**Fig. 7:**
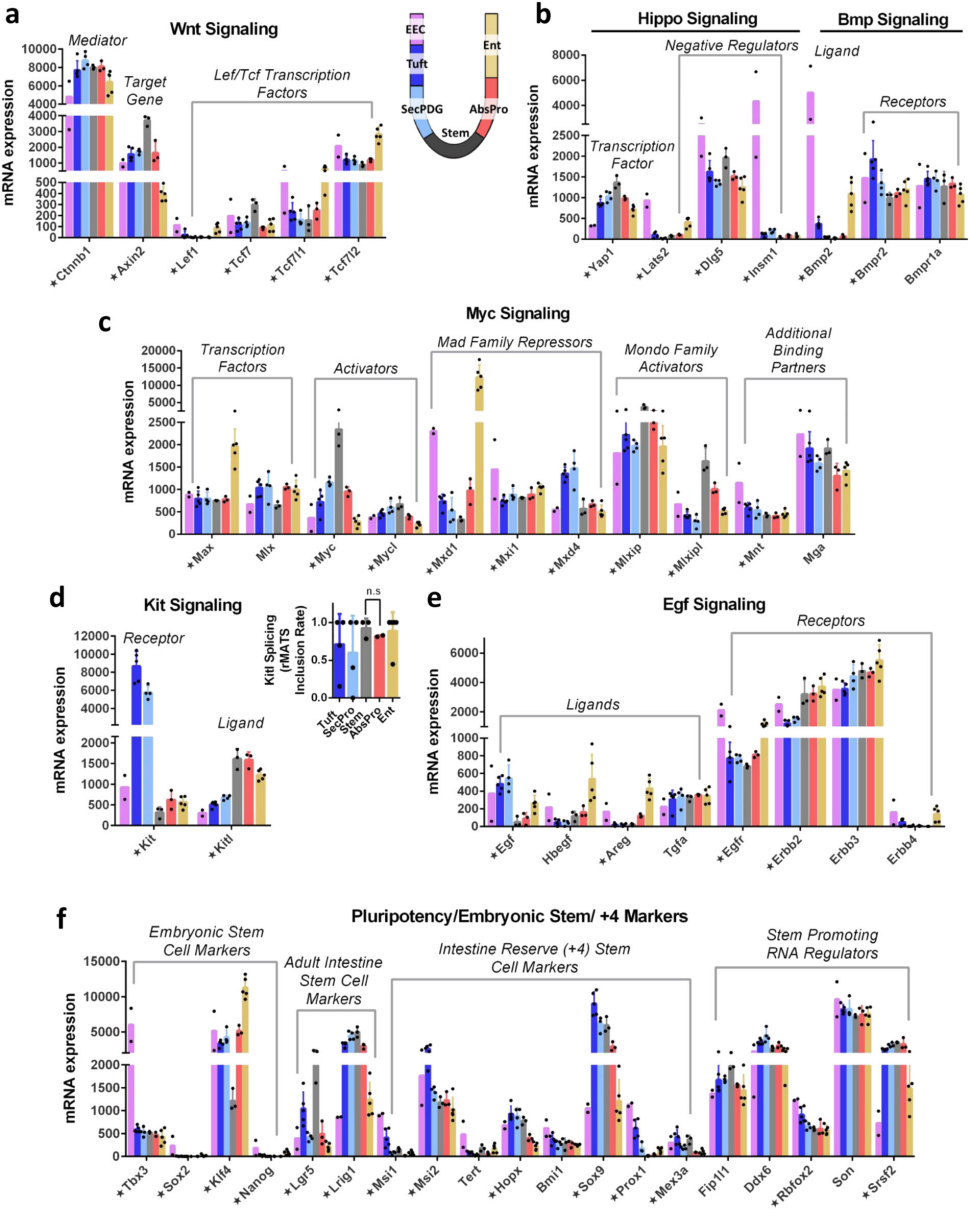
Fate commitment and signaling characteristics of mature crypt cells. **a** mRNA expression of key Wnt signaling factors including Lef/Tcf transcription factors, β-catenin mediator (Supplementary Fig. 27a), and downstream target gene *Axin2*. **b** mRNA expression of Hippo and Bmp signaling components. **c** mRNA expression of Myc signaling components including strong expression of repressive transcription factors. **d** mRNA expression of Kit signaling components including ligand (high in stem and absorptive), receptor (high in SecPDG and tuft). Splicing rates of *Kitl* in crypt cell types showed predominance of exon 6 inclusion, which encodes a protease cleavage site for release and secretion of Kit ligand (inset). **e** mRNA expression of Egf signaling components including select epithelial ligand expression and receptors expressed in all cells. *Egfr* is elevated in EEC (Supplementary Fig. 28), whereas the lowest levels of *Erbb2* is in SecPDG and tuft. **f** mRNA expression of stem promoting markers including classic adult intestine stem cell markers, embryonic stem cell markers, intestinal reserve (+4) stem cell markers, and RNA regulators showing enriched expression in some differentiated cell types. Star annotation by gene name symbolizes significant differential mRNA expression in at least one cell type compared to stem (padj < 0.01). mRNA expression values are normalized counts and error bars are standard deviation. mRNA differential expression analysis was performed with the following biological replicate numbers: stem = 3, AbsPro = 3, SecPDG = 4, tuft = 5, Ent = 5, and EEC = 2.

Kit and Egf signaling pathways are known to be critical for stem cell homeostasis^65,66^, yet their expression patterns suggest that there is potential for additional cross-talk signaling with the rare tuft and EEC cell types. Previous work has suggested that Kit (cKit; Cd117), the receptor for kit ligand (*Kitl;* Stem cell factor) that directs cell survival pathways in stem cell niches, is specific for Paneth cells in the small intestine and DCS/goblet cells in the colon^65^. 

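Kit (ENSMUSG00000005672, chromosome 5 from 75574916 to 75656722) had 400.3 ± 175 (SD, n = 3) normalized counts in stem cells, 809 ± 349 (SD, n = 3) in AbsPro and 7199 ± 1392 (SD, n = 4) in SecPDG. Kit had 9354 ± 1624 (SD, n = 5) in tuft cells, 509 ± 250.2 (SD, n = 5, background 27%) in enterocytes and 661 ± 9.25 (SD, n = 2, background 22.7%) in EECs. Kit was called higher in SecPDG (log2 fold change 4.17, adjusted p = 4.65e-11, higher in 4 of 4 libraries) and tuft cells (log2 fold change 4.55, adjusted p = 1.86e-12, higher in 5 of 5 libraries). Kit was not called in AbsPro, enterocytes or EECs (log2 fold changes from 0.35 in enterocytes to 1.02 in AbsPro, lowest adjusted p = 0.226). Kit in EECs (2 of 12 settings) had a call under other settings.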

Although we observed highly expressed *Kit* mRNA in SecPDG and tuft populations (Fig. 7d), our FACS protocol using Kit as a tuft cell sorting marker shows that at the protein level it is only detectable in tuft cells (Supplementary Fig. 1; at least a 5-fold increase in the cKit geometric mean and median in tuft compared with SecPDG). 

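Kitl (ENSMUSG00000019966, chromosome 10 from 100015630 to 100100416) had 2033 ± 408 (SD, n = 3) normalized counts in stem cells, 2040.4 ± 404 (SD, n = 3) in AbsPro and 845 ± 113 (SD, n = 4) in SecPDG. Kitl had 559 ± 137 (SD, n = 5) in tuft cells, 1075 ± 341 (SD, n = 5) in enterocytes and 221 ± 21.6 (SD, n = 2, background 44.2%) in EECs. Kitl was called lower in SecPDG (log2 fold change -1.27, adjusted p = 0.00222, lower in 4 of 4 libraries) and tuft cells (log2 fold change -1.85, adjusted p = 1.63e-06, lower in 5 of 5 libraries). Kitl was also called lower in enterocytes (log2 fold change -0.92, adjusted p = 0.00493, lower in 5 of 5 libraries) and EECs (log2 fold change -3.19, adjusted p = 1.69e-07, lower in 2 of 2 libraries). Kitl was not called in AbsPro (log2 fold change 0.01, adjusted p = 1, higher in 2 of 3 libraries). Kitl lost the call in SecPDG in 2 of the 7 fits that left out 1 library (adjusted p up to 0.0124, without SecPDG 1) and in enterocytes in 3 of the 8 fits that left out 1 library (adjusted p up to 0.0182, without Ent 3). Kitl in enterocytes (6 of 12 settings) had no call under other settings.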

We also found that the ligand *Kitl* is most highly expressed in stem and AbsPro populations and to a lesser extent in the Ent population. Complementary expression patterns between the absorptive (Kit ligand) and secretory (Kit receptor) cell populations suggest that Kit could be an intra-cryptal signal from the absorptive lineage to tuft cells. This is mainly a soluble signal since the dominant spliced isoform of *Kitl* (inclusion of exon 6) is the  secretable isoform (Fig. 7d; inset). 

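The exon of Kitl on chromosome 10 from 100080857 to 100080940 had an inclusion of 92.8% ± 12.4 in stem cells (SD, n = 3, 75 inclusion and 8 skipping counts), 82.1% ± 1.22 in AbsPro (SD, n = 2, 35 inclusion and 4 skipping counts) and 60.1% ± 48.9 in SecPDG (SD, n = 4, 17 inclusion and 56 skipping counts). Inclusion of the Kitl exon was 71.2% ± 40.0 in tuft cells (SD, n = 4, 29 inclusion and 13 skipping counts), 89% ± 24.7 in enterocytes (SD, n = 5, 53 inclusion and 4 skipping counts) and 0% in EECs (1 library with counts, 0 inclusion and 20 skipping counts). The authors' FDR was 0.235 in SecPDG and 0.0593 in enterocytes. By the test between libraries, the exon was not called in AbsPro (change -10.7 percentage points, adjusted p = 0.988), SecPDG (change -32.7 percentage points, adjusted p = 0.436) and enterocytes (change -3.87 percentage points, adjusted p = 0.879). In tuft cells it was under the minimum count, and in EECs a single library had counts. Library counts went down to 2 in stem cells and 0 in AbsPro.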

We observed a related pattern of Egf ligand expression in the colon, with the highest expression detected in SecPDG and tuft (Fig. 7e). 

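Egf (ENSMUSG00000028017, chromosome 3 from 129677565 to 129755316) had 61.1 ± 65.1 (SD, n = 3) normalized counts in stem cells, 117 ± 91.6 (SD, n = 3) in AbsPro and 691 ± 253 (SD, n = 4) in SecPDG. Egf had 527 ± 146 (SD, n = 5) in tuft cells, 212 ± 32.6 (SD, n = 5, background 81.9%) in enterocytes and 218 ± 223 (SD, n = 2, background 101%) in EECs. Egf was called higher in SecPDG (log2 fold change 3.55, adjusted p = 2.29e-07, higher in 4 of 4 libraries) and tuft cells (log2 fold change 3.19, adjusted p = 1.32e-06, higher in 5 of 5 libraries). Egf was also called higher in enterocytes (log2 fold change 1.86, adjusted p = 0.00311, higher in 5 of 5 libraries). Egf was not called in AbsPro or EECs (log2 fold changes from 0.98 in AbsPro to 1.76 in EECs, lowest adjusted p = 0.0324). Leaving out Stem 1 gave log2 fold changes of 4.85 for Egf in SecPDG, 4.49 for Egf in tuft cells and 3.16 for Egf in enterocytes. Egf lost the call in enterocytes in 2 of the 8 fits that left out 1 library (adjusted p up to 0.0561, without Stem 3). Egf gained a call in EECs without Stem 1 (adjusted p = 0.00278). Egf in EECs (3 of 12 settings) gained a call under other settings.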

Other Egf-related ligands are most highly expressed in enterocytes. 

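Hbegf (ENSMUSG00000024486, chromosome 18 from 36504927 to 36515805) had 149 ± 77.4 (SD, n = 3) normalized counts in stem cells, 209 ± 94.4 (SD, n = 3) in AbsPro and 51.7 ± 36.1 (SD, n = 4) in SecPDG. Hbegf had 49.1 ± 33.7 (SD, n = 5, background 74.2%) in tuft cells, 434 ± 168 (SD, n = 5) in enterocytes and 207 ± 242 (SD, n = 2, background 33.7%) in EECs. Hbegf was called higher in enterocytes (log2 fold change 1.52, adjusted p = 0.00277, higher in 5 of 5 libraries). Hbegf was not called in AbsPro, SecPDG, tuft cells or EECs (log2 fold changes from -1.64 in tuft cells to 0.60 in EECs, lowest adjusted p = 0.0251). Areg had means of 26.4 in stem cells, 154 in AbsPro, 26.5 in SecPDG, 20.6 in tuft cells (background 41.8%), 359 in enterocytes and 154 in EECs. Areg was called higher in enterocytes (log2 fold change 3.78, adjusted p = 1.07e-07, higher in 5 of 5 libraries) and EECs (log2 fold change 2.70, adjusted p = 0.00181, higher in 2 of 2 libraries). Areg was not called in AbsPro, SecPDG or tuft cells (log2 fold changes from -0.28 in tuft cells to 2.55 in AbsPro, lowest adjusted p = 0.014). Tgfa had means of 401 in stem cells, 456 in AbsPro, 429.7 in SecPDG, 337 in tuft cells, 303 in enterocytes (background 32.9%) and 198 in EECs (background 49%). Tgfa was not called against stem cells in AbsPro, SecPDG, tuft cells, enterocytes or EECs (log2 fold changes from -0.91 in EECs to 0.19 in AbsPro, lowest adjusted p = 0.131). The fit without Stem 2 gave a log2 fold change of 3.16 for Areg in enterocytes. Hbegf lost the call in enterocytes in 3 of the 8 fits that left out 1 library (adjusted p up to 0.0304, without Stem 1). Areg lost the call in EECs without Stem 2 (adjusted p = 0.017). Hbegf in enterocytes (under DESeq2's Wald test), Areg in enterocytes (under thinned counts) and Areg in EECs (2 of 12 settings) missed the threshold when 1 setting was changed. Hbegf in tuft cells (under the threshold of 0.05) and Areg in AbsPro (4 of 12 settings) passed the threshold when 1 setting was changed.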

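Egfr (ENSMUSG00000020122, chromosome 11 from 16752203 to 16918158) had 855 ± 36.3 (SD, n = 3) normalized counts in stem cells, 1036 ± 100.3 (SD, n = 3) in AbsPro and 958 ± 116 (SD, n = 4) in SecPDG. Egfr had 847 ± 250.3 (SD, n = 5) in tuft cells, 1007 ± 157 (SD, n = 5) in enterocytes and 1775 ± 1174 (SD, n = 2) in EECs. Egfr was not called against stem cells in AbsPro, SecPDG, tuft cells, enterocytes or EECs (log2 fold changes from -0.01 in tuft cells to 1.08 in EECs, lowest adjusted p = 0.012). Lrig1 had means of 6224 in stem cells, 3782 in AbsPro, 5507 in SecPDG, 3538 in tuft cells, 1143 in enterocytes and 683 in EECs. Lrig1 was called lower in enterocytes (log2 fold change -2.44, adjusted p = 6.05e-08, lower in 5 of 5 libraries) and EECs (log2 fold change -3.16, adjusted p = 7.79e-07, lower in 2 of 2 libraries). Lrig1 was not called in AbsPro, SecPDG or tuft cells (log2 fold changes from -0.81 in tuft cells to -0.18 in SecPDG, lowest adjusted p = 0.0444). Cbl had means of 1306 in stem cells, 1564 in AbsPro, 740.0 in SecPDG, 781 in tuft cells, 1386 in enterocytes and 1177 in EECs. Cbl was not called against stem cells in AbsPro, SecPDG, tuft cells, enterocytes or EECs (log2 fold changes from -0.83 in SecPDG to 0.26 in AbsPro, lowest adjusted p = 0.0691). Ptpn6 had means of 465 in stem cells, 530.1 in AbsPro, 442 in SecPDG, 4166 in tuft cells, 445 in enterocytes and 1588 in EECs. Ptpn6 was called higher in tuft cells (log2 fold change 3.16, adjusted p = 3.74e-10, higher in 5 of 5 libraries) and EECs (log2 fold change 1.79, adjusted p = 0.000278, higher in 2 of 2 libraries). Ptpn6 was not called in AbsPro, SecPDG or enterocytes (log2 fold changes from -0.08 in SecPDG to 0.19 in AbsPro, lowest adjusted p = 0.873). Lrig1 in AbsPro (under a fit of the 2 cell types alone), Cbl in SecPDG and tuft cells (2 of 12 settings) and Egfr in enterocytes (4 of 12 settings) had a call under other settings. Lrig1 in tuft cells (5 of 12 settings) and Egfr in EECs (6 of 12 settings) gained a call under other settings. SecPDG 1 had 234 normalized counts of Ptpn6 against 489 to 541 in the other SecPDG libraries.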

Egf receptor mRNA (*Egfr*), and its negative regulators (*Lrig1*, *Cbl*, and *Ptpn6*; Fig. 7e, f, Supplementary Fig. 27b) are expressed broadly but receptor mRNA levels are highest in EEC and Ent. Interestingly, immunohistochemistry shows that in each crypt, Egfr is only evident in a few cells with morphologies indicative of EEC and tuft cells (Supplementary Fig. 28;^67^). Other Egf receptor family members, *Erbb2*, and *Erbb3*, are highly expressed in all cell types including stem cells (Fig. 7e).

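Erbb2 (ENSMUSG00000062312, chromosome 11 from 98412470 to 98437716) had 3974 ± 893 (SD, n = 3) normalized counts in stem cells, 4094 ± 352 (SD, n = 3) in AbsPro and 1901 ± 323 (SD, n = 4) in SecPDG. Erbb2 had 1319.9 ± 218 (SD, n = 5) in tuft cells, 3259 ± 1189.9 (SD, n = 5) in enterocytes and 2103 ± 1391 (SD, n = 2) in EECs. Erbb2 was called lower in tuft cells (log2 fold change -1.59, adjusted p = 0.000121, lower in 5 of 5 libraries). Erbb2 was not called in AbsPro, SecPDG, enterocytes or EECs (log2 fold changes from -1.07 in SecPDG to 0.04 in AbsPro, lowest adjusted p = 0.0296). Erbb3 had means of 5979 in stem cells, 5939 in AbsPro, 5465 in SecPDG, 3845 in tuft cells, 4782 in enterocytes and 2953 in EECs. Erbb3 was not called against stem cells in AbsPro, SecPDG, tuft cells, enterocytes or EECs (log2 fold changes from -1.002 in EECs to -0.01 in AbsPro, lowest adjusted p = 0.0496). Erbb4 had means of 8.19 in stem cells (background 109%), 0 in AbsPro, 5.91 in SecPDG (background 251%), 50.9 in tuft cells (background 189.6%), 107 in enterocytes (background 179%) and 92 in EECs (background 267%). Erbb4 was not called against stem cells in AbsPro (at least 9.66-fold, adjusted p = 0.792, lower in 3 of 3 libraries) or SecPDG, tuft cells, enterocytes or EECs (log2 fold changes from -0.72 in SecPDG to 3.75 in enterocytes, lowest adjusted p = 0.000379). The mean of Erbb4 over all libraries, 46.5, was under the minimum of 50. Erbb3 in EECs (under the threshold of 0.05), Erbb4 in enterocytes (7 of 12 settings) and Erbb2 in SecPDG (8 of 12 settings) passed the threshold when 1 setting was changed. SecPDG 2 had 23.6 normalized counts of Erbb4 against 0 in the other SecPDG libraries.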

Finally, the intestinal crypt is known for its impressive plasticity to rapidly regenerate stem cells at the base of wounded crypts. Multiple studies have shown that the epithelial cell populations, including Ent, tuft, EEC, and progenitor cells have the capacity to de-differentiate into stem cells and restore the niche^2–4^. 

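Klf4 (ENSMUSG00000003032, chromosome 4 from 55527143 to 55532466) had 1511 ± 211 (SD, n = 3) normalized counts in stem cells, 6579.6 ± 1367 (SD, n = 3) in AbsPro and 5335 ± 1782 (SD, n = 4) in SecPDG. Klf4 had 3666 ± 636 (SD, n = 5) in tuft cells, 9833 ± 2984 (SD, n = 5) in enterocytes and 4754 ± 4887 (SD, n = 2) in EECs. Klf4 was called higher in AbsPro (log2 fold change 2.12, adjusted p = 0.00262, higher in 3 of 3 libraries) and SecPDG (log2 fold change 1.82, adjusted p = 0.00168, higher in 4 of 4 libraries). Klf4 was also called higher in enterocytes (log2 fold change 2.70, adjusted p = 1.28e-06, higher in 5 of 5 libraries) and EECs (log2 fold change 1.67, adjusted p = 0.00301, higher in 1 of 2 libraries). Klf4 was not called in tuft cells (log2 fold change 1.28, adjusted p = 0.0126, higher in 5 of 5 libraries). Sox2 (ENSMUSG00000074637, chromosome 3 from 34650405 to 34652461) had 0 ± 0 (SD, n = 3) normalized counts in stem cells, 1.56 ± 2.71 (SD, n = 3, background 119%) in AbsPro and 0.932 ± 1.86 (SD, n = 4, background 265%) in SecPDG. Sox2 had 4.58 ± 4.61 (SD, n = 5, background 339%) in tuft cells, 14.3 ± 15.5 (SD, n = 5, background 209%) in enterocytes and 141 ± 144 (SD, n = 2, background 28.7%) in EECs. Sox2 was not called against stem cells in AbsPro (at least 1.96-fold, adjusted p = 0.964, higher in 1 of 3 libraries), SecPDG (adjusted p = 0.87, counts in 1 of 4 libraries), tuft cells (at least 6.5-fold, adjusted p = 0.254, higher in 4 of 5 libraries), enterocytes (at least 22-fold, adjusted p = 0.0248, higher in 5 of 5 libraries) or EECs (at least 175-fold, adjusted p = 7.25e-06, higher in 2 of 2 libraries). The mean of Sox2 over all libraries, 17.4, was under the minimum of 50. Nanog had means of 3.14 in stem cells (background 48.1%), 4.06 in AbsPro (background 50.0%), 1.55 in SecPDG (background 173%), 23.5 in tuft cells (background 77%), 66.3 in enterocytes (background 52%) and 107 in EECs (background 42.1%). Nanog was not called against stem cells in AbsPro, SecPDG, tuft cells, enterocytes or EECs (log2 fold changes from -1.30 in SecPDG to 4.80 in EECs, lowest adjusted p = 0.0012). The mean of Nanog over all libraries, 31.4, was under the minimum of 50. Tbx3 had means of 662 in stem cells, 597 in AbsPro, 663 in SecPDG, 646 in tuft cells, 351 in enterocytes (background 29.1%) and 5319 in EECs. Tbx3 was called higher in EECs (log2 fold change 3.02, adjusted p = 4.62e-09, higher in 2 of 2 libraries). Tbx3 was not called in AbsPro, SecPDG, tuft cells or enterocytes (log2 fold changes from -0.91 in enterocytes to 0.00 in SecPDG, lowest adjusted p = 0.0175). Klf4 lost the call in AbsPro in 3 of the 6 fits that left out 1 library (adjusted p up to 0.0245, without Stem 1) and in SecPDG without Stem 1 (adjusted p = 0.0109). Klf4 also lost the call in EECs in 2 of the 3 fits that left out 1 library (adjusted p up to 0.013, without Stem 2). Tbx3 gained a call in enterocytes without Ent 1 (adjusted p = 0.00366). Klf4 in EECs (under a fit of the 2 cell types alone) lost the call under other settings. Tbx3 in enterocytes (under the threshold of 0.05), Nanog in EECs (under no minimum mean) and Sox2 in EECs and Nanog in enterocytes (2 of 12 settings) had a call under other settings. Klf4 in tuft cells (7 of 12 settings) gained a call under other settings. SecPDG 2 had 3.73 normalized counts of Sox2 against 0 in the other SecPDG libraries and SecPDG 2 had 6.22 normalized counts of Nanog against 0 in the other SecPDG libraries.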

Although the process of re-acquisition of stemness is not fully understood, our data indicate that colon epithelial populations continue to express mRNAs encoding stem cell regulators (Fig. 7f), including Lgr5 in tuft cells and embryonic stem cell markers in EECs (Fig. 7f, Supplementary Fig. 3b, c). 

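Msi1 (ENSMUSG00000054256, chromosome 5 from 115429599 to 115455698) had 195 ± 48.9 (SD, n = 3) normalized counts in stem cells, 22.8 ± 5.45 (SD, n = 3, background 20.3%) in AbsPro and 96.8 ± 42 (SD, n = 4) in SecPDG. Msi1 had 440.2 ± 192 (SD, n = 5) in tuft cells, 57.5 ± 28.1 (SD, n = 5, background 159%) in enterocytes and 718 ± 284 (SD, n = 2) in EECs. Msi1 was called higher in EECs (log2 fold change 1.91, adjusted p = 0.000248, higher in 2 of 2 libraries) and lower in AbsPro (log2 fold change -3.11, adjusted p = 0.00145, lower in 3 of 3 libraries) and enterocytes (log2 fold change -1.78, adjusted p = 0.00177, lower in 5 of 5 libraries). Msi1 was not called in SecPDG or tuft cells (log2 fold changes from -1.04 in SecPDG to 1.18 in tuft cells, lowest adjusted p = 0.0112). Msi2 (ENSMUSG00000069769, chromosome 11 from 88339382 to 88718513) had 1488 ± 257 (SD, n = 3) normalized counts in stem cells, 1572 ± 309 (SD, n = 3) in AbsPro and 1762 ± 326 (SD, n = 4) in SecPDG. Msi2 had 2778 ± 564 (SD, n = 5) in tuft cells, 939.5 ± 507 (SD, n = 5) in enterocytes and 1555 ± 1330.3 (SD, n = 2) in EECs. Msi2 was not called against stem cells in AbsPro, SecPDG, tuft cells, enterocytes or EECs (log2 fold changes from -0.66 in enterocytes to 0.90 in tuft cells, lowest adjusted p = 0.036). Prox1 (ENSMUSG00000010175, chromosome 1 from 190118035 to 190170714) had 18.8 ± 16.3 (SD, n = 3, background 29.3%) normalized counts in stem cells, 47.3 ± 25.2 (SD, n = 3) in AbsPro and 206 ± 92.7 (SD, n = 4) in SecPDG. Prox1 had 661 ± 181 (SD, n = 5) in tuft cells, 109 ± 23.3 (SD, n = 5, background 119%) in enterocytes and 905 ± 428 (SD, n = 2) in EECs. Prox1 was called higher in SecPDG (log2 fold change 3.39, adjusted p = 2.30e-05, higher in 4 of 4 libraries) and tuft cells (log2 fold change 5.06, adjusted p = 1.69e-11, higher in 5 of 5 libraries). Prox1 was also called higher in enterocytes (log2 fold change 2.46, adjusted p = 0.00137, higher in 5 of 5 libraries) and EECs (log2 fold change 5.54, adjusted p = 7.73e-12, higher in 2 of 2 libraries). Prox1 was not called in AbsPro (log2 fold change 1.30, adjusted p = 0.71, higher in 3 of 3 libraries). Msi1 lost the call in AbsPro in 5 of the 6 fits that left out 1 library (adjusted p up to 0.0213, without AbsPro 1). Prox1 lost the call in enterocytes without Stem 1 (adjusted p = 0.0125). Msi1 gained a call in tuft cells in 2 of the 8 fits that left out 1 library (adjusted p down to 0.00479, without Tuft 2). Msi2 gained a call in enterocytes without Ent 4 (adjusted p = 0.00697). Prox1 in enterocytes (under thinned counts) and Msi1 in enterocytes (5 of 12 settings) had no call under other settings. Msi1 in tuft cells (5 of 12 settings) and Msi2 in tuft cells (6 of 12 settings) passed the threshold when 1 setting was changed. SecPDG 3 had 34.5 normalized counts of Msi1 against 111 to 125 in the other SecPDG libraries and SecPDG 1 had 345 normalized counts of Prox1 against 156 to 164 in the other SecPDG libraries.

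Tert had means of 228 in stem cells, 72.5 in AbsPro, 42.3 in SecPDG, 95.1 in tuft cells (background 45%), 136 in enterocytes (background 64.9%) and 315 in EECs (background 32.7%). Tert was called lower in SecPDG (log2 fold change -2.47, adjusted p = 0.000363, lower in 4 of 4 libraries). Tert was not called in AbsPro, tuft cells, enterocytes or EECs (log2 fold changes from -1.60 in AbsPro to 0.43 in EECs, lowest adjusted p = 0.0184). Hopx had means of 978 in stem cells, 518 in AbsPro, 1082 in SecPDG, 1014 in tuft cells, 209 in enterocytes and 523 in EECs. Hopx was called lower in enterocytes (log2 fold change -2.22, adjusted p = 4.12e-07, lower in 5 of 5 libraries). Hopx was not called in AbsPro, SecPDG, tuft cells or EECs (log2 fold changes from -0.91 in AbsPro to 0.15 in SecPDG, lowest adjusted p = 0.0652). Bmi1 had means of 354 in stem cells, 354 in AbsPro, 344 in SecPDG, 419 in tuft cells, 219 in enterocytes (background 28%) and 533 in EECs. Bmi1 was not called against stem cells in AbsPro, SecPDG, tuft cells, enterocytes or EECs (log2 fold changes from -0.70 in enterocytes to 0.64 in EECs, lowest adjusted p = 0.0982). Sox9 had means of 7415 in stem cells, 3672 in AbsPro, 7673 in SecPDG, 9757 in tuft cells, 1133 in enterocytes and 856 in EECs. Sox9 was called lower in enterocytes (log2 fold change -2.71, adjusted p = 5.65e-08, lower in 5 of 5 libraries) and EECs (log2 fold change -3.08, adjusted p = 5.62e-06, lower in 2 of 2 libraries). Sox9 was not called in AbsPro, SecPDG or tuft cells (log2 fold changes from -1.01 in AbsPro to 0.40 in tuft cells, lowest adjusted p = 0.311). Mex3a had means of 466 in stem cells, 115 in AbsPro, 244 in SecPDG, 451 in tuft cells, 75.9 in enterocytes (background 117%) and 207 in EECs (background 48.4%). Mex3a was called lower in AbsPro (log2 fold change -2.01, adjusted p = 0.00121, lower in 3 of 3 libraries) and enterocytes (log2 fold change -2.61, adjusted p = 3.22e-07, lower in 5 of 5 libraries). Mex3a was not called in SecPDG, tuft cells or EECs (log2 fold changes from -1.20 in EECs to -0.05 in tuft cells, lowest adjusted p = 0.0272). Mex3a lost the call in AbsPro in 3 of the 6 fits that left out 1 library (adjusted p up to 0.0119, without AbsPro 3). Mex3a gained a call in EECs without Stem 2 (adjusted p = 0.00794). Tert in SecPDG and Mex3a in AbsPro (under thinned counts) missed the threshold when 1 setting was changed. Bmi1 in EECs (under DESeq2's size factors), Tert in tuft cells and Mex3a in EECs (under the threshold of 0.05) and Sox9 in AbsPro (3 of 12 settings) had a call under other settings.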

Importantly, EECs and tuft cells also express intestinal reserve stem cell markers, most notably *Msi1*, *Msi2*, and *Prox1*. Furthermore, at least five known RNA regulators that promote pluripotency in embryonic stem cells (*Ddx6, Rbfox2, Son, Srsf2*) are robustly expressed in all colon crypt populations. These expression patterns show that subsets of known stemness regulators are a broadly shared feature of all intestinal crypt cell types.

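Ddx6 had means of 3374 in stem cells, 3960.0 in AbsPro, 5488 in SecPDG, 3898 in tuft cells, 2028 in enterocytes and 1986 in EECs. Ddx6 was not called against stem cells in AbsPro, SecPDG, tuft cells, enterocytes or EECs (log2 fold changes from -0.74 in EECs to 0.70 in SecPDG, lowest adjusted p = 0.0567). Rbfox2 had means of 754 in stem cells, 763 in AbsPro, 848 in SecPDG, 984 in tuft cells, 499 in enterocytes (background 25.2%) and 977 in EECs. Rbfox2 was not called against stem cells in AbsPro, SecPDG, tuft cells, enterocytes or EECs (log2 fold changes from -0.60 in enterocytes to 0.40 in EECs, lowest adjusted p = 0.0735). Son had means of 9050.4 in stem cells, 9588 in AbsPro, 10342 in SecPDG, 8947 in tuft cells, 6695 in enterocytes and 8213 in EECs. Son was not called against stem cells in AbsPro, SecPDG, tuft cells, enterocytes or EECs (log2 fold changes from -0.43 in enterocytes to 0.19 in SecPDG, lowest adjusted p = 0.308). Srsf2 had means of 4383 in stem cells, 4092 in AbsPro, 3918 in SecPDG, 2707 in tuft cells, 1359 in enterocytes and 639 in EECs. Srsf2 was called lower in enterocytes (log2 fold change -1.69, adjusted p = 5.48e-05, lower in 5 of 5 libraries) and EECs (log2 fold change -2.72, adjusted p = 1.20e-05, lower in 2 of 2 libraries). Srsf2 was not called in AbsPro, SecPDG or tuft cells (log2 fold changes from -0.69 in tuft cells to -0.10 in AbsPro, lowest adjusted p = 0.0894). Fip1l1 had means of 2483 in stem cells, 1988 in AbsPro, 2084 in SecPDG, 1837 in tuft cells, 1263 in enterocytes and 1102 in EECs. Fip1l1 was called lower in enterocytes (log2 fold change -0.98, adjusted p = 0.00485, lower in 5 of 5 libraries). Fip1l1 was not called in AbsPro, SecPDG, tuft cells or EECs (log2 fold changes from -1.15 in EECs to -0.25 in SecPDG, lowest adjusted p = 0.0156). Fip1l1 lost the call in enterocytes in 2 of the 8 fits that left out 1 library (adjusted p up to 0.0195, without Ent 2). Fip1l1 gained a call in EECs in 2 of the 3 fits that left out 1 library (adjusted p down to 0.00649, without Stem 3). Fip1l1 in enterocytes (5 of 12 settings) lost the call under other settings. Rbfox2 in tuft cells (under DESeq2's Wald test), Ddx6 in SecPDG and Srsf2 in tuft cells (under a fit of the 2 cell types alone) and Rbfox2 in EECs (2 of 12 settings) gained a call under other settings. Fip1l1 in EECs (4 of 12 settings) passed the threshold when 1 setting was changed. Tuft 5 had 3358 normalized counts of Srsf2 against 2430.2 to 2664 in the other tuft cell libraries.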

## Discussion

This study presents a high-resolution cell sorting protocol for mouse colon crypt epithelia, an advance that permitted deep RNA-seq and proteomics analyses of multiple cell types including progenitor cells for absorptive and secretory lineages (Fig. 8). A key feature of our protocol was the elimination of protease treatments, which maximized biomarker sensitivity and cellular resolution and allowed us to clearly separate daughter–progenitor cells from parental stem cells. This advance enabled transcriptomics and proteomics profiling of the early changes occurring during loss-of-stemness and lineage commitment. Our analysis showed that before there are major changes in gene expression, changes in RNA processing (i) “re-configures” the stem cell transcriptome as stem cells lose stemness—altering splicing and polyadenylation patterns, (ii) likely influences cell fate choice or stabilization of lineage transitions, and (iii) that it does so through global changes in the regulatory networks that shape signal transduction and the proteome, including protein SUMOylation and epigenetic regulation. This suggests that the early stages of cellular differentiation involve a fundamental change in the activity, and/or stability of mRNA and their protein products rather than changes in mRNA levels. In addition to identifying altered RNA processing patterns, our analysis also identified new potentials for autocrine/paracrine signaling between different cell populations in the colon crypt.

**Fig. 8:**
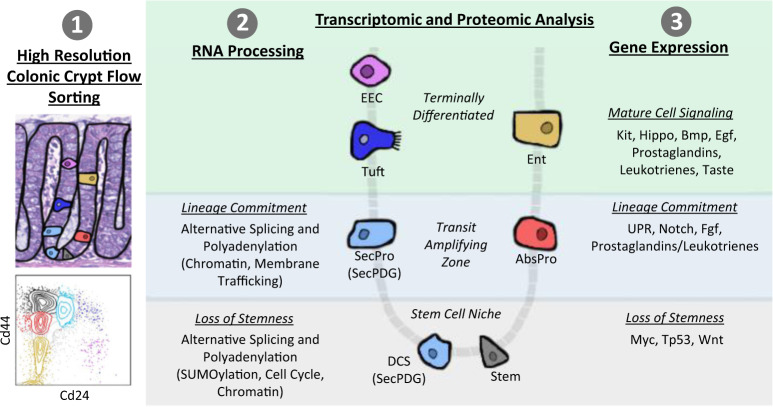
Summary of transcriptome and proteome changes in colon crypt homeostasis. Our findings encompass three main themes: (1) methodology—high-resolution colonic crypt flow sorting to isolate stem cells, SecPDG (secretory progenitors/deep crypt secretory cells), AbsPro (absorptive progenitors), tuft cells, enterocytes (Ent), and enteroendocrine cells (EEC), (2) RNA processing (splicing and polyadenylation) influences the transcriptome most during loss of stemness and lineage commitment, and (3) gene expression changes influencing lineage commitment and mature cell signaling.

Global analysis of gene expression in all six sorted cell populations enabled a more precise identification of stem cell markers (Fig. 2c), revealing that some commonly used stem cell markers are not exclusive to stem cells (e.g., Lgr5, Smoc2, Cd44; Supplementary Fig. 15a). We also identified protein markers such as Aquaporin 1, a transporter protein enriched in stem cells even though its mRNA is expressed in other cell types (Aqp-1; Supplementary Fig. 29). As stem cells differentiate, biomarkers of tissue identity emerge in progenitors and remain expressed in mature cells despite their disparate phenotypes and functions. In other words, we found that stem cells are not so much defined by what they express, but by what they do not express. Most notably, they are distinguished by unique patterns of alternative mRNA splicing and polyadenylation, patterns that dominate transcriptome changes as stem cells begin to differentiate.

The precise point that stem cells lose stemness is not clearly defined but is thought to happen soon after stem cell division as the newly produced progenitor (daughter) cell leaves the stem cell niche and enters the TAZ^6^. The shared changes in RNA processing in the AbsPro and SecPDG populations might therefore represent events that occur during these earliest steps of transition. Indeed, changes in splicing and polyadenylation were detected in regulators of Wnt, Notch, and other known regulators of intestinal stem cells. For example, alternative RNA splicing of delta-catenin mRNA removes an exon that encodes a Numb binding domain in progenitor populations, and it removes an exon for RNA binding domain in Split ends (Spen) mRNA in stem cells (Fig. 4d). Numb is a regulator of asymmetric cell divisions and a repressor of Notch signaling; Spen regulates early commitment choices of intestinal stem cells with activities that suppress Notch and activate Wnt^68^.

SUMOylation is the most significant ontology category associated with commonly processed mRNA targets (Fig. 4c, Supplementary Fig. 20). SUMO proteins are ubiquitin-like proteins that are covalently attached to proteins but unlike ubiquitination, SUMOylation influences the activity and/or localization of proteins rather than triggering degradation. Alternative RNA processing of mRNA encoding SUMOylation regulators suggests that this network may function differently in stem cells versus progenitor cells, and perhaps contributes to the earliest changes in transition between states (Supplementary Fig. 21b, c).

A comparison of gene expression patterns in the secretory and absorptive cell populations revealed new potential intra-cryptal signaling networks, most of which appear to target the secretory lineage. For example, we found that prostaglandin signaling is a potential feedback signal from tuft cells to secretory progenitors. Tuft cells can direct production of prostaglandin E2, whereas SecPDG progenitors express the PGE2 receptor *Ptger4* (Fig. 6d), an expression pattern that could explain why knockout of *Ptger4* in the intestine leads to the loss of secretory cells^69^. Another class of prostaglandin receptor, peroxisome proliferator-activated receptors alpha and gamma (*Ppara* and *Pparg*) are most highly expressed in the absorptive lineage, implying that prostaglandins have different roles in the two lineages (Supplement 25d)^70–72^. The overall expression pattern of prostaglandin genes suggests that tuft cells could provide prostaglandin precursors to all cryptal cell types for conversion and whole-cryptal production of PGE2 (*Ptges2, 3*), a potential form of “crowd-sourcing” of a signal known to be important for responding to wounding (Fig. 6d, Supplementary Fig. 25).

The activity of the Egf, Fgf, and Kit signaling systems are also enriched in the secretory lineage. Fgf receptors 2 and 3 (Fig. 6c) are most highly expressed in secretory cells and the Fgf target gene *Etv5* is most highly expressed in SecPDG and tuft (Fig. 6c). These patterns are consistent with knockout phenotypes in the intestine. For example, *Fgfr3*-knockout mice display enhanced proliferation in the TAZ^73^, and knockout of *Fgfr2c* in zebrafish leads to a loss of goblet and EEC^74^. UPR is most active in the secretory lineage (Fig. 6b), suggesting that like Egf, Fgf, and prostaglandins, this stress signal has a prominent role in commitment and differentiation along the secretory lineage and that the absorptive lineage can exert influences on these four signals. Enterocytes express prostaglandin uptake and degradation enzymes and therefore have potential to function as signal silencers, limiting the concentration and/or duration of signaling to the SecPDG population (Fig. 6d).

Our study contributes to understanding how multiple cryptal cell types can respond to damage via rapid de-differentiation for crypt repair and stem cell replacement^2–5^. We found that the gene expression patterns of known pluripotency and multi-potency regulators are expressed broadly in the crypt. Thus, these gene loci are not silenced and inactive, but open and expressed, and in some mature cell types expressed at high levels (Fig. 7c, f)^75^. Likewise, the loss of Wnt signaling during differentiation is not owing to a loss of expression of signaling pathway components. Although decreased Wnt signaling during differentiation is partly owing to decreased Wnt ligand availability outside the stem cell niche, our data also show that Wnt inhibitors are expressed in mature populations (Supplementary Fig. 26c)^76^. As Wnt signaling components continue to be expressed (Supplementary Fig. 27a), the pathway could be re-activated if ligands become available and/or inhibitor action is overcome. In addition, proposed biomarkers of reserve/quiescent stem cells are expressed broadly in all cell types and strongly expressed in EEC and the secretory lineage. Perhaps most striking is the broad expression pattern of RNA regulators that play key roles in pluripotency by specifying patterns of APA and splicing in embryonic stem cells. Given that RNA processing patterns change markedly in the transition between stem cells and progenitor cells, and then also resolve as mature cells differentiate, the repair of the stem cell niche in wounded crypts might depend on reactivation of these processing changes in wounding and de-differentiation.

In summary, the early emergence of splicing and polyadenylation changes during stem cell differentiation is a novel and unexplored process in the intestinal crypt. This process might not be limited to the intestine but may be a general feature of somatic stem cell differentiation. There are known mRNA processing changes during loss of pluripotency in mouse embryonic stem cells^29–38^, and changes in RNA processing have been identified in various disease states. However, very little is known regarding global changes in RNA processing during normal adult tissue homeostasis and especially during the earliest changes that occur during loss-of-stemness. The data sets and analyses presented here lay the groundwork for establishing an important role of mRNA processing as it relates to the rapid crypt dynamics and the de-differentiation potentials of mature intestinal cells.

## Methods

### Mouse colons

All mouse work was performed in accordance with NIH guidelines and was approved by the Institutional Animal Care and Use Committee (IACUC) of the University of California, Irvine, approval numbers AUP- 17-053. Male C57BL/6 N(NJ), obtained from the KOMP repository, mice aged 5–7 weeks were used unless otherwise noted (see Supplementary Fig. 14). Other mice used include Lgr5-EGFP-IRES-creERT2 mice (B6.129P2-*Lgr5*^*tm1(cre/ERT2)Cle*^/J, Stock Number 008875)^24^, agouti mice (129S1/SvImJ, Stock Number 002448), and NSG mice (NOD.Cg-*Prkdc*^*scid*^ *Il2rg*^*tm1Wj1/SzJ*^, Stock Number 005557), which were purchased from The Jackson Laboratory. FVB/NCrl mice (Strain Code 207) and BALB/cAnNCrl mice (Strain Code 028) were purchased from Charles River. A detailed step-by-step procedure is available through Nature Protocol Exchange^77^. In brief, mouse colons (cecum to rectum) were removed, flushed, and linearized. Tissue was dissociated at a slow rotation at 4 °C for 1 hr in a solution of 2 mM EDTA and 10 µM Rock inhibitor. Aggressive shaking of the tissue solution, filtering (using 100 µm followed by 40 µm filters), and centrifugation (500–1000 × *g* for 5–10 min at 4 °C depending on the step) were performed to isolate single cells. Data in the Supplementary Fig. 2 show crypt analysis, which included TrypLE (5 mL for 8 min; Life Technologies #12605010) dissociation step after the 100 µm filter step to ensure single cell suspension. A key feature of the sorting protocol is eliminating the use of any protease treatment (notably TrypLE) to preserve maximum cell surface levels of Cd44. The absence of protease action decreased cellular yield, but it also increased biomarker sensitivity and cellular resolution, effectively isolating daughter cells (secretory and absorptive progenitor populations) away from the parental stem cells.

### Flow cytometry antibody prep

Colon crypt single cell suspensions were DNAse treated for 5 min (Sigma-Aldrich #4716728001). Following a wash step, cells were incubated for 30 min in FACS buffer (phosphate buffered saline with 3% fetal bovine serum + 10 µM Rock inhibitor (Y-27632 AdipoGen Life Sciences from Fisher #501146540)) with the following pre-conjugated validated flow antibodies: CD45-BV510 (1:200, Clone 30-F11; BD Biosciences #563891), CD31-BV510 (1:200, Clone MEC 13.3; BD Biosciences #563089), CD326-eFluor450 (1:100, Clone G8.8; eBioscience #48-5791-82), CD44-PerCP-Cy5.5 (1:100, Clone IM7; Thermo Fisher #A26013), CD24-PECy7 (1:200, Clone M1/69; eBioscience #25-0242-82), and CD117-APC-Cy7 (1:100, Clone 2B8; Thermo Fisher #A15423). Following wash steps, cells were resuspended in FACS buffer and Live/Dead Aqua (Thermo Fisher # L34957). An alternative CD45-APC (1:200, Clone 30-F11; BD Biosciences #561018) antibody was used in the Supplementary Fig. 7f where specified.

### Flow sorting

Cells were bulk sorted on a BD FACS Aria Fusion using a 100 µm nozzle (20 PSI) at a flow rate of 2.0 with a maximum threshold of 5,000 events/sec. The sample chamber and collection tubes were kept at 4 °C. Following exclusion of debris and singlet/doublet discrimination, cells were gated as demonstrated in Supplementary Fig. 1. For RNA-seq, populations were sorted into TRIzol (Invitrogen #15-596-018) for downstream RNA isolation. For global proteome profiling, populations were sorted into PCR tubes containing 50 µL of 100 mM ammonium bicarbonate. At least 100 cells were sorted for each sample and tubes were promptly spun down and frozen until further processing. FACS plots and analysis was done using BD FACSDiva software.

### RNA preparation and RNA-seq

RNA was extracted from TRIzol samples using a Direct-zol RNA Micro-Prep kit (Zymo #11-330 M) and associated guidelines. Sorted samples of each cell type were pooled as needed at the start of RNA preparations to ensure a minimum of 2,500 cells per sample. RNA sample quality and concentration was evaluated using an Agilent Bioanalyzer on an RNA high sensitivity pico chip. RNA samples were then pooled as needed to allow 1 ng library preps with Clontech Low Input Pico Kit (Takara #634940). Following confirmation of library quality by Agilent Bioanalyzer DNA high sensitivity chip, a total of 22 samples were sequenced (biological replicate numbers stem = 3, AbsPro = 3, SecPDG = 4, tuft = 5, Ent = 5, EEC = 2). Samples were multiplexed and sequencing was performed with 100 bp paired-end run on Illumina HiSeq 4000.

### RNA-seq data analysis and visualization

Paired-end sequencing reads were trimmed of adapter sequences and analyzed for quality using Fastqc (version 0.11.7). Data were aligned to the mouse genome (UCSC mm10 from Illumina iGenome) using STAR (version 2.5.2a), converted to bam files and merged (samtools 1.3) and read counts were generated using HTSeq (version 0.6.1p1, with enthought_python version 7.3.2; option -s no). Differential gene expression analysis was done in RStudio (version 1.0.153) with R (version 3.6.1) using default setting of the DESeq2 pipeline for statistical analysis (version 1.16.1; with cooksCutoff = FALSE option)^78^. Gene expression significance was determined by DESeq2 Wald *P* value test with a padj < 0.01 with a minimum mean of 50 normalized counts. Heatmaps and PCA plot were generated in RStudio (version 1.0.153) with R (version 3.6.1) using pheatmap (with default scale settings) and plotPCA, respectively, of r-log-transformed (regularized log) DESeq2 data. r-log-transformation is a robust way to transform the count data, used in differential gene expression analysis, to a log2 scale in a way which minimizes differences between samples and normalizes with respect to library size, it is also a standard function for downstream analysis such as clustering or linear discriminant analysis. Bar graphs of gene expression data were generated in GraphPad Prism (version 6.01) with normalized read counts (output of DESeq2) and error bars defining standard deviation. Supplementary Data #1 contains processed global mRNA gene expression data. Raw fastq files along with processed data (counts files) are available for download on GEO (GSE143915).

### Splicing and polyadenylation analysis

Merged bam files were sorted and indexed (samtools 1.3) for downstream analysis. Alternative splicing was investigated using rMATS Turbo (rMATS.4.0.1) with STAR 2.5.2a, Samtool 1.3, and enthought_python 7.3.2 comparing two cell types at a time using UCSC mm10 gtf. MAJIQ (v1.1) was also run for alternative splicing with anaconda 3–2.0.1 and recommended mm10 ensembl gff3 reference with type = strand-specific followed by VIOLA for visualization. DaPars (v0.9.1) was used for alternative polyadenylation analysis with recommended mm10 UCSC reference files and python 2.7.15, bedtools 2.25.0, R 3.4.1, and the following settings (Num_least_in_group1 = 1, Num_least_in_group2 = 1, Coverage_cutoff = 30, FDR_cutoff = 0.05, PDUI_cutoff = 0.15, Fold_change_cutoff = 0.32). rMATS significance was defined in three different levels of significance: FDR < 0.05, FDR < 0.01, FDR < 0.01 with ±25% dpsi. Similarly, DaPars significance was defined in three different levels of significance: FDR < 0.05, FDR < 0.01, FDR < 0.01 with ±25% PDUI. Alternative processing gene lists are provided in Supplementary Data #3 and rMATS and DaPars output files for cell types compared to stem are available for download on GEO (GSE143915).

### Gene ontology and enrichment analysis

Gene ontology and gene enrichment analysis of mRNA-seq data were performed on specified gene lists using Panther^79^ (http://pantherdb.org/) and Enrichr^80,81^ (https://amp.pharm.mssm.edu/Enrichr/).

### Cell lysis and trypsin digestion for proteomic analysis

Prior to sample processing PCR tubes were centrifugated at 1000 × *g* for 10 min at 4 °C to keep the cells at the bottom of the tube to avoid potential cell loss. In all, 2 µL of 0.1% n-Dodecyl β-D-maltoside in 25 mM ammonium bicarbonate was added to each PCR tube with gentle shaking. Intact cells were lysed using sonication five times at 1-min intervals over ice and then centrifuged for 3 min at 3000 × *g*. Samples were then incubated on a thermocycler for denaturation at 75 °C for 1 h. In all, 1 µL and 2 µL of 10 ng/µL trypsin (Promega) in 25 mM ammonium bicarbonate was added to the PCR tubes at a total amount of 10 ng for <1000 cells and 20 ng for >1000 cells. Samples were digested for overnight (~16 h) at 37 °C with gentle sharking at ~500 × *g*. After digestion, 2 µL of 5% formic acid was added to the tube to stop enzyme reaction. The final sample volume was reduced down to ~20 μL using SpeedVac and the sample PCR tube was inserted into the Liquid chromatography vial for direct liquid chromatography–mass spectrometry (LC-MS) analysis. The processed samples were either analyzed directly or stored at −20 °C for later LC-MS analysis.

### LC-MS/MS analysis

The cell subpopulation digests were analyzed using a commonly available Q Exactive Plus Orbitrap MS (Thermo Scientific, San Jose, CA). The standard LC system consisted of a PAL autosampler (CTC ANALYTICS AG, Zwingen, Switzerland), two Cheminert six-port injection valves (Valco Instruments, Houston, USA), a binary nanoUPLC pump (Dionex UltiMate NCP-3200RS, Thermo Scientific), and an HPLC sample loading pump (1200 Series, Agilent, Santa Clara, USA). Both SPE precolumn (150 µm i.d., 4 cm length) and LC column (50 µm i.d., 70 cm Self-Pack PicoFrit column, New Objective, Woburn, USA) were slurry-packed with 3 µm C18 packing material (300-Å pore size) (Phenomenex, Terrence, USA). Sample was fully injected into a 20 µL loop and loaded onto the SPE column using buffer A (0.1% formic acid in water) at a flow rate of 5 µL/min for 20 min. The concentrated sample was then separated at a flow rate of 150 nL/min and a 75 min gradient of 8–35% buffer B (0.1% formic acid in acetonitrile). The LC column was washed using 80% buffer B for 10 min and equilibrated using 2% buffer B for 20 min. Q Exactive Plus Orbitrap MS (Thermo Scientific) was used to analyze the separated peptides. A 2.2 kV high voltage was applied at the ionization source to generate electrospray and ionize peptides. The ion transfer capillary was heated to 250 °C to desolvate droplets. The data-dependent acquisition mode was employed to automatically trigger the precursor scan and the MS/MS scans. Precursors were scanned at a resolution of 35,000, an AGC target of 3 × 10^6^, a maximum ion trap time of 100 ms. Top-10 precursors were isolated with an isolation window of 2, an AGC target of 2 × 10^5^, a maximum ion injection time of 250 ms (for >300 cells, the AGC target of 2 × 10^5^ and 100 ms ion injection time was used), and then fragmented by high energy collision with an energy level of 32%. A dynamic exclusion of 30 s was used to minimize repeated sequencing. MS/MS spectra were scanned at a resolution of 17,500.

### Proteomics data analysis

The freely available open-source MaxQuant software was used for protein identification and quantification. The MS raw files were processed with MaxQuant (Version 1.5.1.11)^82,83^ and MS/MS spectra were searched by Andromeda search engine against the against mouse UniProt database (fasta file dated 12 April 2017) (with the following parameters: tryptic peptides with 0–2 missed cleavage sites; 10 ppm of parent ion tolerance; 0.6 Da of fragment ion mass tolerance; variable modifications (methionine oxidation). Search results were processed with MaxQuant and filtered with a false discovery rate ≤1% at both protein and peptide levels. For label-free quantification, the match between runs (MBR) function was activated with a matching window of 0.4 min and the alignment window of 20 min. The quantitation results were extracted from MaxQuant outputs based on at least two valid values in one sample type by using Peruses (Version 1.5.8.3)^84^. Supplementary Data #2 contains processed global protein expression data.

### Protein staining

All protein staining images are from the Human Protein Atlas and readily available at http://www.proteinatlas.org. Tissue in these images are from the intestine and labeled with the specific location including duodenum, small intestine, colon, or rectum^85,86^.

### Statistics and reproducibility

More than 200 mice were used to optimize and validate the flow sorting procedure and perform mRNA sequencing and proteomics. For proteomics three biological replicate were collected for each cell type, each biological replicate is treated as one sample during data analysis. These biological replicates are from independent mice and independent flow sorts. For mRNA-sequencing additional mice had to be used and pooled in order to isolate enough cells for sequencing, particularly for rarer cell types. In total we sequenced the following number of biological replicates (aka samples) per cell type stem = 3, AbsPro = 3, SecPDG = 4, tuft = 5, Ent = 5, EEC = 2. These biological replicates are from independent mice (sometimes sets of pooled mice) and independent flow sorts. Pooling of independent sorts was done as needed to ensure >2,500 cells for RNA preparation as described in the “RNA Preparation and RNA-seq” method section. The number of independent mice for each of the biological replicates per cell type is as follows: stem = 1,1,1; AbsPro = 1,1,1; SecPDG = 2,2,4,4; tuft = 4,4,4,4,4; Ent = 5,5,6,5,5; EEC = 8,10.

No data exclusion were performed and no randomization or blinding methods were used in data analysis. Gene expression and mRNA processing bioinformatic packages (DESeq2, rMATS, and DaPars) were used for statistical analysis as specified in the appropriate methods section. GraphPad Prism (version 6.01) was used for additional analysis including: Fig. 6b—Xbp1 splicing (unpaired two-sided *t* test); standard deviation quantitation for mRNA expression graphs (Figs. 6, 7 and throughout the Supplemental material); and Supplemental Fig. 12—linear best fit lines and *R*^2^ values.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Description of Additional Supplementary Files

Reporting Summary

Peer Review File

## Data Availability

Raw sequencing data (fastq) and processed data (counts files, rMATS, DaPars, and MAJIQ data) are available for download on GEO (GSE143915). The proteomics raw data sets and identified proteins groups lists generated from Maxqaunt have been deposited in Japan ProteOme STandard Repository^87^ (jPOST; https://repository.jpostdb.org/). The accession number is JPST000853 for jPOST and PXD019351 for ProteomeXchange. Supplementary Files accompanying this manuscript include: Supplementary Data #1—Global mRNA Gene Expression; Supplementary Data #2—Global Protein Expression; Supplementary Data #3—Marker Gene Lists (mRNA); and Supplementary Data #4—List of Alternatively APA + Spliced genes.

# Supplementary material for: Transcriptomic and proteomic signatures of stemness and differentiation in the colon crypt
**Source:** Commun Biol. 2020 Aug 19;3:453. doi: 10.1038/s42003-020-01181-z
**Supplement:** Supplementary file 6 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File Name: Supplementary Data 1**

**Description:** Global mRNA Gene Expression

**File Name: Supplementary Data 2**

**Description:** Global Protein Expression

**File Name: Supplementary Data 3**

**Description:** Marker Gene Lists (mRNA)

**File Name: Supplementary Data 4**

**Description:** List of Alternatively APA+Spliced Genes

# Supplementary material for: Transcriptomic and proteomic signatures of stemness and differentiation in the colon crypt
**Source:** Commun Biol. 2020 Aug 19;3:453. doi: 10.1038/s42003-020-01181-z
**Supplement:** Supplementary file 7 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) [Editorial Policy Checklist](#)

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ )                                                                                                                                                                                                                              |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ , $P$ , $\chi^2$ , ...) with corresponding $P$ values as exact values whenever suitable.                                                                                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , $r$ )                                                                                                                                                                                                                   |

Our web collection on [statistics for biologists](#)

### Software and code

Policy information about [availability of computer code](#)

Data collection

Data analysis

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#)

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#)

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Raw sequencing data (fastq) and processed data (counts files, rMATS, DaPars, and MAJIQ data) are available for download on GEO (GSE143915). The proteomics raw datasets and identified proteins groups lists generated from Maxquant have been deposited in Japan Proteome Standard Repository 86 (jPOST; <https://repository.jpostdb.org/>). The accession number is JPST000853 for jPOST and PXD019351 for ProteomeXchange. Supplementary Files accompanying this manuscript include: Supplementary Data #1 – Global mRNA Gene Expression; Supplementary Data #2 – Global Protein Expression; Supplementary Data #3 – Marker Gene Lists (mRNA); and Supplementary Data #4 – List of Alternatively Spliced Genes.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                            |
|-----------------|------------------------------------------------------------|
| Sample size     | See 'Statistics and Reproducibility' section in manuscript |
| Data exclusions | none                                                       |
| Replication     | See 'Statistics and Reproducibility' section in manuscript |
| Randomization   | none                                                       |
| Blinding        | none                                                       |

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description | Briefly describe the study type including whether data are quantitative, qualitative, or mixed-methods (e.g. qualitative cross-sectional, quantitative experimental, mixed-methods case study).                                                                                                                                                                                                                                                                                 |
| Research sample   | State the research sample (e.g. Harvard university undergraduates, villagers in rural India) and provide relevant demographic information (e.g. age, sex) and indicate whether the sample is representative. Provide a rationale for the study sample chosen. For studies involving existing datasets, please describe the dataset and source.                                                                                                                                  |
| Sampling strategy | Describe the sampling procedure (e.g. random, snowball, stratified, convenience). Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient. For qualitative data, please indicate whether data saturation was considered, and what criteria were used to decide that no further sampling was needed. |
| Data collection   | Provide details about the data collection procedure, including the instruments or devices used to record the data (e.g. pen and paper, computer, eye tracker, video or audio equipment) whether anyone was present besides the participant(s) and the researcher, and whether the researcher was blind to experimental condition and/or the study hypothesis during data collection.                                                                                            |
| Timing            | Indicate the start and stop dates of data collection. If there is a gap between collection periods, state the dates for each sample cohort.                                                                                                                                                                                                                                                                                                                                     |
| Data exclusions   | If no data were excluded from the analyses, state so OR if data were excluded, provide the exact number of exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.                                                                                                                                                                                                                                                                |
| Non-participation | State how many participants dropped out/declined participation and the reason(s) given OR provide response rate OR state that no participants dropped out/declined participation.                                                                                                                                                                                                                                                                                               |
| Randomization     | If participants were not allocated into experimental groups, state so OR describe how participants were allocated to groups, and if allocation was not random, describe how covariates were controlled.                                                                                                                                                                                                                                                                         |

## Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description | Briefly describe the study. For quantitative data include treatment factors and interactions, design structure (e.g. factorial, nested, hierarchical), nature and number of experimental units and replicates.                                                                                                                                                                                                                                          |
| Research sample   | Describe the research sample (e.g. a group of tagged <i>Passer domesticus</i> , all <i>Stenocereus thurberi</i> within Organ Pipe Cactus National Monument), and provide a rationale for the sample choice. When relevant, describe the organism taxa, source, sex, age range and any manipulations. State what population the sample is meant to represent when applicable. For studies involving existing datasets, describe the data and its source. |

|                                   |                                                                                                                                                                                                                                                                                                   |
|-----------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sampling strategy                 | Note the sampling procedure. Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient.                                 |
| Data collection                   | Describe the data collection procedure, including who recorded the data and how.                                                                                                                                                                                                                  |
| Timing and spatial scale          | Indicate the start and stop dates of data collection, noting the frequency and periodicity of sampling and providing a rationale for these choices. If there is a gap between collection periods, state the dates for each sample cohort. Specify the spatial scale from which the data are taken |
| Data exclusions                   | If no data were excluded from the analyses, state so OR if data were excluded, describe the exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.                                                                                                 |
| Reproducibility                   | Describe the measures taken to verify the reproducibility of experimental findings. For each experiment, note whether any attempts to repeat the experiment failed OR state that all attempts to repeat the experiment were successful.                                                           |
| Randomization                     | Describe how samples/organisms/participants were allocated into groups. If allocation was not random, describe how covariates were controlled. If this is not relevant to your study, explain why.                                                                                                |
| Blinding                          | Describe the extent of blinding used during data acquisition and analysis. If blinding was not possible, describe why OR explain why blinding was not relevant to your study.                                                                                                                     |
| Did the study involve field work? | <input type="checkbox"/> Yes <input type="checkbox"/> No                                                                                                                                                                                                                                          |

## Field work, collection and transport

|                        |                                                                                                                                                                                                                                                                                                                                |
|------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Field conditions       | Describe the study conditions for field work, providing relevant parameters (e.g. temperature, rainfall).                                                                                                                                                                                                                      |
| Location               | State the location of the sampling or experiment, providing relevant parameters (e.g. latitude and longitude, elevation, water depth).                                                                                                                                                                                         |
| Access & import/export | Describe the efforts you have made to access habitats and to collect and import/export your samples in a responsible manner and in compliance with local, national and international laws, noting any permits that were obtained (give the name of the issuing authority, the date of issue, and any identifying information). |
| Disturbance            | Describe any disturbance caused by the study and how it was minimized.                                                                                                                                                                                                                                                         |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                          |
|-----------------|--------------------------------------------------------------------------|
| Antibodies used | See methods section (Cd44, Cd24, cKit, Cd31, Cd45, Epcam)                |
| Validation      | Previously validated for flow - confirmed with sequencing (Supplement13) |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                     |                                                                                                                                |
|---------------------|--------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s) | State the source of each cell line used.                                                                                       |
| Authentication      | Describe the authentication procedures for each cell line used OR declare that none of the cell lines used were authenticated. |

Mycoplasma contamination

Confirm that all cell lines tested negative for mycoplasma contamination OR describe the results of the testing for mycoplasma contamination OR declare that the cell lines were not tested for mycoplasma contamination.

Commonly misidentified lines  
(See [ICLAC](#))

Name any commonly misidentified cell lines used in the study and provide a rationale for their use.

## Palaeontology and Archaeology

Specimen provenance

Provide provenance information for specimens and describe permits that were obtained for the work (including the name of the issuing authority, the date of issue, and any identifying information).

Specimen deposition

Indicate where the specimens have been deposited to permit free access by other researchers.

Dating methods

If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided.

☐ Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information.

Ethics oversight

Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other organisms

Policy information about [studies involving animals](#) [ARRIVE guidelines](#)

Laboratory animals

Yes

Wild animals

none

Field-collected samples

none

Ethics oversight

Yes

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, gender, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) [CONSORT checklist](#)

Clinical trial registration

Provide the trial registration number from ClinicalTrials.gov or an equivalent agency.

Study protocol

Note where the full trial protocol can be accessed OR if not available, explain why.

Data collection

Describe the settings and locales of data collection, noting the time periods of recruitment and data collection.

Outcomes

Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.

## Dual use research of concern

Policy information about [dual use research of concern](#)

Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

- |                          |                                                     |
|--------------------------|-----------------------------------------------------|
| No                       | Yes                                                 |
| <input type="checkbox"/> | <input type="checkbox"/> Public health              |
| <input type="checkbox"/> | <input type="checkbox"/> National security          |
| <input type="checkbox"/> | <input type="checkbox"/> Crops and/or livestock     |
| <input type="checkbox"/> | <input type="checkbox"/> Ecosystems                 |
| <input type="checkbox"/> | <input type="checkbox"/> Any other significant area |

## Experiments of concern

Does the work involve any of these experiments of concern:

- |                          |                                                                                                      |
|--------------------------|------------------------------------------------------------------------------------------------------|
| No                       | Yes                                                                                                  |
| <input type="checkbox"/> | <input type="checkbox"/> Demonstrate how to render a vaccine ineffective                             |
| <input type="checkbox"/> | <input type="checkbox"/> Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input type="checkbox"/> | <input type="checkbox"/> Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input type="checkbox"/> | <input type="checkbox"/> Increase transmissibility of a pathogen                                     |
| <input type="checkbox"/> | <input type="checkbox"/> Alter the host range of a pathogen                                          |
| <input type="checkbox"/> | <input type="checkbox"/> Enable evasion of diagnostic/detection modalities                           |
| <input type="checkbox"/> | <input type="checkbox"/> Enable the weaponization of a biological agent or toxin                     |
| <input type="checkbox"/> | <input type="checkbox"/> Any other potentially harmful combination of experiments and agents         |

## ChIP-seq

### Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#)
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

#### Data access links

May remain private before publication.

For "Initial submission" or "Revised version" documents, provide reviewer access links. For your "Final submission" document, provide a link to the deposited data.

#### Files in database submission

Provide a list of all files available in the database submission.

#### Genome browser session

(e.g. [UCSC](#))

Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents.

## Methodology

#### Replicates

Describe the experimental replicates, specifying number, type and replicate agreement.

#### Sequencing depth

Describe the sequencing depth for each experiment, providing the total number of reads, uniquely mapped reads, length of reads and whether they were paired- or single-end.

#### Antibodies

Describe the antibodies used for the ChIP-seq experiments; as applicable, provide supplier name, catalog number, clone name, and lot number.

#### Peak calling parameters

Specify the command line program and parameters used for read mapping and peak calling, including the ChIP, control and index files used.

#### Data quality

Describe the methods used to ensure data quality in full detail, including how many peaks are at FDR 5% and above 5-fold enrichment.

#### Software

Describe the software used to collect and analyze the ChIP-seq data. For custom code that has been deposited into a community repository, provide accession details.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

- Sample preparation See method section and protocol in Protocol Exchange
- Instrument BD FACS Aria Fusion - see method section for further details
- Software BD FACSDiva software
- Cell population abundance See Supplement 1
- Gating strategy See Supplement 1
- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

- Design type Indicate task or resting state; event-related or block design.
- Design specifications Specify the number of blocks, trials or experimental units per session and/or subject, and specify the length of each trial or block (if trials are blocked) and interval between trials.
- Behavioral performance measures State number and/or type of variables recorded (e.g. correct button press, response time) and what statistics were used to establish that the subjects were performing the task as expected (e.g. mean, range, and/or standard deviation across subjects).

### Acquisition

- Imaging type(s) Specify: functional, structural, diffusion, perfusion.
- Field strength Specify in Tesla
- Sequence & imaging parameters Specify the pulse sequence type (gradient echo, spin echo, etc.), imaging type (EPI, spiral, etc.), field of view, matrix size, slice thickness, orientation and TE/TR/flip angle.
- Area of acquisition State whether a whole brain scan was used OR define the area of acquisition, describing how the region was determined.
- Diffusion MRI ☐ Used ☐ Not used

### Preprocessing

- Preprocessing software Provide detail on software version and revision number and on specific parameters (model/functions, brain extraction, segmentation, smoothing kernel size, etc.).
- Normalization If data were normalized/standardized, describe the approach(es): specify linear or non-linear and define image types used for transformation OR indicate that data were not normalized and explain rationale for lack of normalization.
- Normalization template Describe the template used for normalization/transformation, specifying subject space or group standardized space (e.g. original Talairach, MNI305, ICBM152) OR indicate that the data were not normalized.
- Noise and artifact removal Describe your procedure(s) for artifact and structured noise removal, specifying motion parameters, tissue signals and physiological signals (heart rate, respiration).
- Volume censoring Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.

## Statistical modeling & inference

Model type and settings

*Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation).*

Effect(s) tested

*Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.*

Specify type of analysis: ☐ Whole brain ☐ ROI-based ☐ Both

Statistic type for inference  
(See [Eklund et al. 2016](#))

*Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.*

Correction

*Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).*

## Models & analysis

n/a | Involved in the study

- ☐ ☐ Functional and/or effective connectivity  
☐ ☐ Graph analysis  
☐ ☐ Multivariate modeling or predictive analysis

Functional and/or effective connectivity

*Report the measures of dependence used and the model details (e.g. Pearson correlation, partial correlation, mutual information).*

Graph analysis

*Report the dependent variable and connectivity measure, specifying weighted graph or binarized graph, subject- or group-level, and the global and/or node summaries used (e.g. clustering coefficient, efficiency, etc.).*

Multivariate modeling and predictive analysis

*Specify independent variables, features extraction and dimension reduction, model, training and evaluation metrics.*

How the deposited data were processed for this re-analysis (not part of the article)

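RNA was measured in 22 libraries of cells sorted from mouse colon crypts, 3 of stem cells, 3 of AbsPro, 4 of SecPDG, 5 of tuft cells, 5 of enterocytes and 2 of EECs. The condition of each library was taken from its deposited label, and no label left a library without a cell type. The deposited files are counts per gene of each library, tables of skipped exon events, tables of local splicing variations and tables of distal polyadenylation site use, the last 3 kinds for each of the 5 comparisons with stem cells. The proteomics and imaging data of the paper are not part of the files and were left out.

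The authors made the counts with STAR, on the mm10 genome, and HTSeq without regard to strand, with the gene annotation of UCSC. They are raw counts, without normalization. The splicing tables were made by the authors with rMATS and hold counts of inclusion and skipping per library, taken from junction and exon reads. The tables of local splicing variations were made with MAJIQ and hold an expected change of junction use and its probability, with no value per library, so that no test between libraries was run on them. The polyadenylation tables were made with DaPars and hold, per transcript and library, a fraction, which is the share of the distal site. As deposited, the fraction is rounded to 2 decimals and was estimated by DaPars from the coverage of the end of each transcript. The score of each deposited table is a difference, by rMATS of the mean inclusion levels and by DaPars of the mean shares of the 2 cell types, and was made by the authors. The p-value and FDR beside it, as deposited, are those of the tests in rMATS and DaPars, and they were used only for the authors' own calls. Libraries stand in the splicing and polyadenylation tables without names, and their place was read as their number, which cannot be tied to a library of the gene counts.

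From the counts, genes were tested in R 4.3.3 with edgeR 4.0.16, by its quasi-likelihood F test in 1 fit of the 22 libraries with the cell type as the only term, after filterByExpr and with TMM normalization. A gene was called at a Benjamini-Hochberg adjusted p under 0.01 and a mean of at least 50 normalized counts over all libraries. The 5 entries of each file that name no gene stayed out of library sizes and tests. Genes higher in stem cells than in every other cell type, and the like, are intersections of these calls. Skipped exon events were tested with edgeR on the paired inclusion and skipping counts, at an adjusted p under 0.05, and shares of the distal site with limma 3.58.1 on a log2 ratio with a pseudocount of 0.01. DESeq2 1.42.0, the test of the authors, served as an alternative for genes and for the principal components, which use its rlog values of the 100 genes with the highest variance. Figures and summaries were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Coordinates are 1-based on mm10, and gene coordinates come from the GRCm38 annotation, which is the same assembly.

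The counts on genes per library were 19900282 to 22462518 in stem cells, 16614350 to 22157285 in AbsPro, 15314543 to 18628984 in SecPDG, 9930648 to 20892532 in tuft cells, 5950619 to 12966128 in enterocytes and 4122122 to 13132315 in EECs. A group at 0 in every library is given a floor of 3 counts, so that a fold against it is a lower limit, and a group with 1 to 3 counts is given a ratio with a 95% counting interval. These cover counting error alone, and the spread between libraries is given as an SD.

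The genes named in the text follow a rule set beforehand. It takes every gene the paper names in its results or shows in Figs. 2, 6 and 7. For each comparison with stem cells, it adds the 3 genes with the largest increase and the 3 with the largest decrease among the called genes whose libraries do not overlap. For splicing and polyadenylation, it takes the genes the paper names and the 3 called events with the largest change in AbsPro and in SecPDG. Lists of marker genes were also set beforehand for enterochromaffin and other enteroendocrine cells, tuft-1 and tuft-2 cells, goblet cells, enterocytes, immune cells, stromal cells and endothelial cells, with 6 families of genes that colon epithelium is not known to transcribe.

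Alternatives were set for each choice and run 1 at a time. For genes they were DESeq2's Wald test, 3 other scalings, no filter, no minimum mean or a minimum over the 2 cell types compared, a fit of these 2 alone, counts thinned to the smallest library, an adjusted p under 0.05, a 2-fold minimum, a replicate term and each library left out in turn. For events they were a larger minimum change, an adjusted p under 0.01, other minimum counts, a quasi-binomial model, thinned counts, the events tested in all comparisons, 3 libraries per cell type, another pseudocount and the share itself in place of its log2 ratio. Alternatives added after the values were seen were TMM factors from abundant genes, genes with over 10% estimated background left out, DESeq2 on the 2 cell types alone, DESeq2's size factors on thinned counts, 2 readings of the minimum mean, limma for skipped exons, and ratios and shares from these gene calls.

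In 2 respects the tests differ from the plan. The distal site test was to use the levels of the long and short forms, and it used the share, although the columns of those levels carry the same cell type labels. A pseudocount on those levels was replaced in the same way by one of 0.001 on the share. In the skipped exon test, edgeR's own negative binomial dispersion, its default, was replaced by a dispersion of 0, which leaves all spread to the quasi-likelihood term. That change was made on simulated data, after edgeR's own dispersion had been run on the tables and had called no event, and after about 6 other forms had been tried on the AbsPro table. The form first planned is kept as an alternative.

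Each test was tested on simulated data drawn from the means and library sizes of the real libraries. With 200 genes changed by 2 on the log2 scale, edgeR recovered 37% in AbsPro, 52% in SecPDG, 55% in tuft cells, 58.5% in enterocytes and 21% in EECs, among 21990 genes. DESeq2 recovered 51.5% in AbsPro, 63% in SecPDG, 62.5% in tuft cells, 65.5% in enterocytes and 42.5% in EECs, among 22781 genes. With 200 skipped exon events changed by 2.5 in the natural log of the odds of inclusion, the test recovered 47% in AbsPro, 65% in SecPDG, 63.5% in tuft cells, 84.5% in enterocytes and 5% in EECs, and edgeR's own dispersion 0% in AbsPro, 37% in SecPDG, 52% in tuft cells, 77.5% in enterocytes and 0% in EECs. Of the calls of the test in that simulation, those on unchanged events were 13 of 107 in AbsPro, 40 of 170 in SecPDG, 21 of 148 in tuft cells, 45 of 214 in enterocytes and 0 of 10 in EECs, more than the 5% it is set to in 4 of the 5 comparisons. At a change of 5, the test recovered 74.5% in AbsPro, 84.5% in SecPDG, 93.5% in tuft cells, 95.5% in enterocytes and 45.5% in EECs. For distal site use, with 200 transcripts changed by 2.5 in the log2 ratio of the share, limma recovered 2% in AbsPro, 13% in SecPDG, 14.5% in tuft cells, 46% in enterocytes and 15.5% in EECs. At a change of 5 it recovered 49.5% in AbsPro, 57% in SecPDG, 72% in tuft cells, 82.5% in enterocytes and 62% in EECs.

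In comparisons of at least 3 libraries with at least 3, other groupings of the same libraries were tested, all of them where there were at most 100 and 100 drawn at random otherwise. Overlaps between comparisons that share the stem cell libraries were set beside those of 20 simulations with unchanged cell types. Genes were taken there by the smallest p, as many as were called in the real data, without a threshold on p or fold. Libraries of 1 group were tested against the others of that group by Dixon's test, in groups of 4 and 5 libraries. For the 2 EEC libraries neither was run, and leaving 1 of them out leaves no call to give. Of the genes tested, 2 are not reported here, and counts over all genes or over lists of genes still include them.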

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

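The tests of scaling and of background reads on single libraries, and all tests of the counts on silent genes, were chosen after the results were seen. A library was taken as far from the others when the gap between it and the nearest library of its cell type, divided by the range of the cell type (Dixon's ratio), passed the 95% limit. The test was run on the 4 SecPDG, 5 tuft cell and 5 enterocyte libraries, and the cell types with 2 or 3 libraries were not tested. Of 735 sets of libraries for single genes, 78 (10.6%) were past it, where chance alone puts about 1 in 20 past it. With TMM factors from abundant genes the number was 71, and with DESeq2's size factors 74.

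Tuft 5 lay above the other 4 tuft cell libraries for Uaca (0.88), Prmt1 (0.755), Zg16 (0.714), Tph1 (0.823), Mcm3 (0.822), Mcm6 (0.768), Epcam (0.809), Hspa5 (0.822), Hsp90b1 (0.841), Ptges3 (0.736), Lta4h (0.71), Hpgd (0.887), Tle1 (0.824), Srsf2 (0.748), Top2a (0.742), Chgb (0.856), Chga (0.88), Gcg (0.758), Sst (0.805) and Agr2 (0.83), with Dixon's ratio in parentheses. Ent 4 lay above the other enterocyte libraries for Axin2 (0.785), Itih2 (0.722), Fhl1 (0.728), Mcm5 (0.86), Dll1 (0.716), Dll4 (0.758) and Ptger4 (0.812). These are 20 genes in Tuft 5 and 7 in Ent 4, and with TMM factors from abundant genes 4 of the 20 and 0 of the 7 stay past the limit. Over genes of 50 to 200 normalized counts, the median log2 ratio of Tuft 5 to the other tuft cell libraries was -0.59, and over the 2859 most abundant genes it was 0.45. A candidate explanation for the genes that no longer pass is therefore a scaling moved by background reads on genes of low level. For the others, Tph1, Chgb, Chga and Sst, the lowest ratio with factors from abundant genes was 0.741, which argues against scaling as the cause. Other cells in this sort stay open for these 4 and were not tested. The design gives no biological difference between libraries of one cell type, and none was tested.

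SecPDG 2 lay above the other 3 SecPDG libraries for Fcgbp (0.92), Cyp2u1 (0.903), P2ry4 (0.921), Spdef (0.866), Erbb4 (1), Sox2 (1), Nanog (1), Vgf (1), Gip (1), Rac2 (1), Ffar3 (0.887), Tslp (0.938), Clca1 (0.874), Cd8a (1), Lyz2 (1), Itgax (0.869), Gzmb (1), Jchain (1), Lum (1) and Kdr (0.849). It lay below them for Chgb (0.927), Chga (0.851) and Krt20 (0.899). A ratio of 1 means that the other 3 libraries hold the same value, which for these genes is 0. In SecPDG 2, 706 silent genes (olfactory and vomeronasal receptor genes) have a count, more than in any other SecPDG library. Background reads spread over all genes may therefore add to the genes of low level. They were not separated from other cells in the sort. With TMM factors from abundant genes, Cyp2u1 (0.769), P2ry4 (0.575), Spdef (0.522), Kdr (0.82), Chgb (0.715), Chga (0.701) and Krt20 (0.623) were no longer past the limit. Scaling between libraries may therefore account for these. Fcgbp and Clca1 are abundant, and with the same factors their ratios were 0.949 and 0.883, still past the limit. For Fcgbp and Clca1 this argues against scaling between libraries as the cause. A different mix of cells in this sort stays open and was not tested.

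The remaining genes are spread over other libraries, each set against those of its own cell type. Ent 1 lay above them for Sybu (0.742), Mxd3 (0.73), Chga (0.769) and Tac1 (0.909). Ent 3 lay below them for Il4ra (0.827). Ent 5 lay above them for Anxa13 (0.713) and Retnlb (0.813) and below them for Ghrl (0.717). SecPDG 1 lay above them for Prox1 (0.956), Nradd (0.837) and Car4 (0.8294) and below them for Mki67 (0.882) and Ptpn6 (0.83). SecPDG 3 lay above them for Itih2 (0.917) and below them for Msi1 (0.838). SecPDG 4 lay above them for Cdk4 (0.883), Lgr5 (0.852), 5430427M07Rik (1), Gcg (0.981), Pyy (0.939) and Insl5 (0.873). Tuft 1 lay above them for Fgf12 (0.812) and below them for Cyp2u1 (0.763). Tuft 2 lay above them for Lef1 (0.721). Tuft 3 lay above them for Cyp2c55 (0.826) and Lum (0.864) and below them for Rbm3 (0.871). With TMM factors from abundant genes, Sybu, Mxd3, Il4ra, Anxa13, Retnlb, Ghrl, Mki67, Ptpn6, Msi1, Cdk4, Lgr5 and Rbm3 were no longer past the limit. Scaling between libraries may therefore account for these, although Anxa13 (0.744) and Retnlb (0.722) stayed past it with DESeq2's size factors. The other genes of this paragraph stayed past the limit with factors from abundant genes. No other explanation was tested for any of them.

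Of 56 sets of libraries for single exons and distal sites, 8 held a library past the limit, namely the Xbp1 exon at 5521923 in SecPDG (1), the Cbfa2t2 exon at 154500400 in tuft cells (1), the Gm1123 exon at 99023243 in tuft cells (1), the distal site of Apobec3 in tuft cells (0.739), the distal site of Hist1h4n in tuft cells (0.975), the Cbfa2t2 exon at 154500400 in enterocytes (1), the Kitl exon at 100080857 in enterocytes (1) and the Gm1123 exon at 99023243 in enterocytes (1). No explanation was tested for these. Among measures of whole libraries, the total of gene counts of Tuft 5 (0.82) and its percentage of ambiguous reads (0.839) were past the limit among tuft cell libraries, and so was the percentage of reads without a unique position of Ent 5 (0.85) among enterocyte libraries.

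Counts on silent genes, which the paper does not analyse, were 962 CPM in tuft cells, 2624 in enterocytes and 3861 in EECs, against 76.6 in stem cells. Single libraries ran from 182.5 to 1503 in tuft cells and 787 to 3956 in enterocytes, and the EEC libraries were at 625 and 7097. The highest stem cell library was at 95.7. In enterocytes 1497 silent genes have a count, which argues against expression of single receptor genes, and the 10 with the most hold 2.89% of the counts. SecPDG libraries, whose count files carry names of the same form as those of tuft cells, hold 88.8 CPM, which argues against the 2 forms of count file as the cause. Reads from genomic DNA or intergenic RNA spread over all genes may be the source, and these 2 were not separated. Broad transcription in the mature cells themselves stays open as well and was not tested.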

How the results depend on the processing

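Added after the values were seen were the settings with TMM factors from abundant genes, with genes of over 10% estimated background left out, with DESeq2 on the 2 cell types alone, with its size factors on thinned counts, with a mean of 50 in either or in each cell type, with limma for skipped exons, and the ratios and shares from gene calls with a mean of 50 in either cell type. Abundance ratios are events per 100 called genes. Given below are counts and ratios more than 1.5 times above or below the value of the test as set, ratios of higher to lower genes on the other side of 1, and shares outside the 95% binomial interval of that value. The cause was not tested, apart from settings that by their construction test fewer genes, events or libraries or set another threshold. For comparison, the values of the test as set were 134 genes in AbsPro, 1134 genes in SecPDG, 2748 genes in tuft cells, 5060 genes in enterocytes, 4541 genes in EECs, 3686 genes in enterocytes against AbsPro, 765 genes in tuft cells against SecPDG and 4842 genes in EECs against SecPDG.

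With DESeq2's Wald test, called genes numbered 420 in AbsPro, 1856 in SecPDG and 1655 in tuft cells against SecPDG and the lists held 16 with stem cells above every other cell type, 28 with stem cells above both progenitors, 191 with stem cells below every other cell type and 98 with both progenitors at least 8-fold above stem cells. There, the ratio of higher to lower genes was 3.38 in AbsPro, 2.95 in tuft cells, 2.75 in enterocytes and 2.52 in EECs. With DESeq2's size factors in edgeR, called genes numbered 229 in AbsPro and the lists held 14 with stem cells above every other cell type, 22 with stem cells above both progenitors and 66 with stem cells below every other cell type. In the same setting, the ratio of higher to lower genes was 3.09 in enterocytes and 3.41 in EECs. With library totals in place of TMM, called genes numbered 213 in AbsPro and 1880 in SecPDG and the lists held 19 with stem cells above every other cell type, 33 with stem cells above both progenitors and 51 with stem cells below every other cell type. With it, the ratio of higher to lower genes was 3.1 in AbsPro, 0.79 in SecPDG and 2.44 in enterocytes. With upper quartile scaling, called genes numbered 208 in AbsPro and the lists held 14 with stem cells above every other cell type, 20 with stem cells above both progenitors and 51 with stem cells below every other cell type. Here the ratio of higher to lower genes was 3.43 in AbsPro, 2.81 in enterocytes and 1.82 in EECs. With no filter on low counts, the ratio of higher to lower genes was 0.972 in EECs. With no minimum mean, called genes numbered 10016 in enterocytes, 7664 in EECs, 7357 in enterocytes against AbsPro and 7624 in EECs against SecPDG and the ratio of higher to lower genes was 2.82 in enterocytes and 2.68 in EECs. With the minimum mean taken over the 2 cell types, the ratio of higher to lower genes was 1.11 in enterocytes. With a fit of the 2 cell types alone, called genes numbered 455 in AbsPro, 2179 in SecPDG and 1460 in EECs and the lists held 32 with stem cells above every other cell type and 71 with stem cells above both progenitors. The ratio of higher to lower genes was 2.07 in AbsPro, 1.13 in tuft cells, 2.14 in enterocytes and 1.82 in EECs.

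With counts thinned to the smallest library, called genes numbered 1765 in tuft cells, 3340 in enterocytes and 304 in tuft cells against SecPDG and the lists held 4 with stem cells above both progenitors. There, the ratio of higher to lower genes was 1.01 in tuft cells, 0.328 in enterocytes and 0.387 in EECs. With an adjusted p under 0.05 for genes, called genes numbered 272 in AbsPro, 1712 in SecPDG, 4486 in tuft cells, 5920 in enterocytes against AbsPro and 1824 in tuft cells against SecPDG and the lists held 20 with stem cells above every other cell type, 33 with stem cells above both progenitors and 61 with stem cells below every other cell type. In the same setting, the ratio of higher to lower genes was 3.46 in AbsPro and 0.908 in EECs. With a minimum of 2-fold, the ratio of higher to lower genes was 1.02 in enterocytes. With the replicate number as a block, called genes numbered 209 in AbsPro and 1427 in tuft cells against SecPDG and the lists held 10 with stem cells above every other cell type and 18 with stem cells above both progenitors. With it, the ratio of higher to lower genes was 1.08 in tuft cells.

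With TMM factors from abundant genes, called genes numbered 216 in AbsPro and 1734 in SecPDG and the lists held 17 with stem cells above every other cell type, 28 with stem cells above both progenitors and 61 with stem cells below every other cell type. Here the ratio of higher to lower genes was 2.79 in AbsPro, 3.67 in enterocytes and 4.36 in EECs. With genes of over 10% estimated background left out, called genes numbered 72 in AbsPro, 552 in SecPDG, 744 in tuft cells, 850 in enterocytes, 746 in EECs, 374 in enterocytes against AbsPro, 44 in tuft cells against SecPDG and 901 in EECs against SecPDG and the lists held 7 with both progenitors at least 8-fold above stem cells. The ratio of higher to lower genes was 3.5 in AbsPro, 1.33 in SecPDG, 1 in tuft cells and 0.979 in EECs. With DESeq2 on the 2 cell types alone, called genes numbered 758 in AbsPro, 2427 in SecPDG and 1588 in tuft cells against SecPDG and the lists held 55 with stem cells above every other cell type, 131 with stem cells above both progenitors and 61 with stem cells below every other cell type. There, the ratio of higher to lower genes was 1.56 in AbsPro, 1.92 in enterocytes and 2.96 in EECs. With DESeq2's size factors on thinned counts, called genes numbered 2961 in enterocytes, 1574 in enterocytes against AbsPro and 328 in tuft cells against SecPDG and the lists held 7 with stem cells above every other cell type and 9 with both progenitors at least 8-fold above stem cells. In the same setting, the ratio of higher to lower genes was 1.37 in enterocytes. With DESeq2 and a mean of 50 in either cell type, called genes numbered 301 in AbsPro, 8417 in EECs, 5572 in enterocytes against AbsPro, 1546 in tuft cells against SecPDG and 8887 in EECs against SecPDG and the lists held 16 with stem cells above every other cell type, 27 with stem cells above both progenitors and 108 with stem cells below every other cell type. With it, the ratio of higher to lower genes was 3.36 in AbsPro, 4.11 in enterocytes and 4.2 in EECs. With DESeq2 and a mean of 50 in each cell type, called genes numbered 242 in AbsPro, 2775 in enterocytes, 1501 in enterocytes against AbsPro and 501 in tuft cells against SecPDG and the lists held 16 with stem cells above every other cell type, 26 with stem cells above both progenitors, 82 with stem cells below every other cell type and 8 with both progenitors at least 8-fold above stem cells. Here the ratio of higher to lower genes was 2.97 in AbsPro. With a mean of 50 in each cell type, called genes numbered 1537 in tuft cells, 3141 in enterocytes, 2543 in EECs, 2080 in enterocytes against AbsPro, 244 in tuft cells against SecPDG and 2854 in EECs against SecPDG and the lists held 8 with both progenitors at least 8-fold above stem cells. The ratio of higher to lower genes was 0.64 in tuft cells, 0.217 in enterocytes and 0.346 in EECs.

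The dispersion of 0 in the skipped exon test is itself a choice made after values were seen. edgeR's own dispersion, the default of the planned test, was run first on the tables and called no event, about 6 other forms were then tried on the AbsPro table, and the form kept was picked on simulated data.

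With an adjusted p under 0.01 for events, called skipped exons numbered 11 in tuft cells and 1 in EECs and called polyadenylation events numbered 0 (184 at an unadjusted p under 0.05) in AbsPro, 1 in SecPDG and 1 in tuft cells. With at least 10 counts in every library, called skipped exons numbered 10 in tuft cells and 1 in EECs. With a quasi-binomial logistic model, called skipped exons numbered 3 in AbsPro, 4 in tuft cells, 5 in enterocytes and 35 in EECs and genes spliced differently numbered 1 in both progenitors. With counts thinned to the smallest event total, called skipped exons numbered 3 in tuft cells, 1 in enterocytes and 7 in EECs. With the events tested in all comparisons, called skipped exons numbered 1 in tuft cells, 4 in enterocytes and 7 in EECs and called polyadenylation events numbered 1 in AbsPro, 4 in SecPDG and 0 (45 at an unadjusted p under 0.05) in tuft cells. There, genes polyadenylated differently numbered 1 in both progenitors. With 3 libraries per cell type, called skipped exons numbered 2 in SecPDG, 0 (66 at an unadjusted p under 0.05) in tuft cells and 0 (88 at an unadjusted p under 0.05) in enterocytes. With edgeR's own dispersion, called skipped exons numbered 0 (33 at an unadjusted p under 0.05) in SecPDG, 0 (67 at an unadjusted p under 0.05) in tuft cells, 0 (98 at an unadjusted p under 0.05) in enterocytes and 0 (20 at an unadjusted p under 0.05) in EECs. With limma on the log2 ratio of inclusion to skipping, called skipped exons numbered 2 in enterocytes and 0 (71 at an unadjusted p under 0.05) in EECs. With a pseudocount of 0.001, called polyadenylation events numbered 5 in AbsPro, 10 in SecPDG, 6 in tuft cells, 6 in enterocytes and 6 in EECs and genes polyadenylated differently numbered 1 in both progenitors. With the share itself in place of its log2 ratio, called polyadenylation events numbered 0 (210 at an unadjusted p under 0.05) in AbsPro, 0 (244 at an unadjusted p under 0.05) in SecPDG, 0 (186 at an unadjusted p under 0.05) in tuft cells and 0 (205 at an unadjusted p under 0.05) in enterocytes. With values in every library, called polyadenylation events numbered 0 (161 at an unadjusted p under 0.05) in AbsPro. With a change of at least 0.25 in the share, called polyadenylation events numbered 0 (213 at an unadjusted p under 0.05) in enterocytes. A fit of 3 libraries per cell type could not be made for EECs, which have 2.

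At an FDR under 0.05 for the authors' calls, over the genes of DESeq2, the splicing abundance ratio was 220.5 in AbsPro, 32.9 in SecPDG, 10.5 in tuft cells, 11.2 in enterocytes and 3.8 in EECs. At an FDR under 0.05 for the authors' calls, over the genes of edgeR, the splicing abundance ratio was 691 in AbsPro, 53.9 in SecPDG, 14.6 in tuft cells, 11.6 in enterocytes and 4.76 in EECs. At an FDR under 0.01 for the authors' calls, over the genes of DESeq2, the splicing abundance ratio was 162 in AbsPro, 23.8 in SecPDG, 7.35 in tuft cells, 7.9 in enterocytes and 2.29 in EECs. At an FDR under 0.01 for the authors' calls, over the genes of edgeR, the splicing abundance ratio was 508 in AbsPro, 39 in SecPDG, 10.3 in tuft cells, 8.18 in enterocytes and 2.86 in EECs. At an FDR under 0.01 and a change of 0.25 for the authors' calls, over the genes of DESeq2, the splicing abundance ratio was 23.3 in AbsPro, 3.83 in SecPDG, 1.3 in enterocytes and 1.00 in EECs. At an FDR under 0.01 and a change of 0.25 for the authors' calls, over the genes of edgeR, the splicing abundance ratio was 73.1 in AbsPro, 6.26 in SecPDG, 1.24 in tuft cells, 1.34 in enterocytes and 1.26 in EECs. For the polyadenylation ratios that follow, calls at an adjusted p are all transcripts whose adjusted p from the authors is under it. DaPars' own thresholds on the change were not applied, so AbsPro had 1312 under 0.05, against 795 at those thresholds. At an adjusted p under 0.05 for the authors' calls, over the genes of DESeq2, the polyadenylation abundance ratio was 312 in AbsPro, 60.5 in SecPDG, 17.7 in tuft cells, 6.64 in enterocytes and 12.6 in EECs. At an adjusted p under 0.05 for the authors' calls, over the genes of edgeR, the polyadenylation abundance ratio was 979 in AbsPro, 98.9 in SecPDG, 24.7 in tuft cells, 6.88 in enterocytes and 15.7 in EECs. At an adjusted p under 0.01 for the authors' calls, over the genes of DESeq2, the polyadenylation abundance ratio was 208 in AbsPro, 42.1 in SecPDG, 11.4 in tuft cells, 4.08 in enterocytes and 10.5 in EECs. At an adjusted p under 0.01 for the authors' calls, over the genes of edgeR, the polyadenylation abundance ratio was 651 in AbsPro, 68.9 in SecPDG, 15.9 in tuft cells, 4.23 in enterocytes and 13.2 in EECs. At an adjusted p under 0.01 and a change of 0.25 for the authors' calls, over the genes of DESeq2, the polyadenylation abundance ratio was 81.7 in AbsPro, 15.6 in SecPDG, 3.57 in tuft cells, 1.62 in enterocytes and 5.35 in EECs. At an adjusted p under 0.01 and a change of 0.25 for the authors' calls, over the genes of edgeR, the polyadenylation abundance ratio was 256 in AbsPro, 25.5 in SecPDG, 4.99 in tuft cells, 1.68 in enterocytes and 6.69 in EECs. With the authors' own calls over DESeq2's genes with a mean of 50 in either cell type, the splicing abundance ratio was 308 in AbsPro, 36.6 in SecPDG, 11.1 in tuft cells, 8.21 in enterocytes and 2.57 in EECs and the polyadenylation abundance ratio was 264 in AbsPro, 39.4 in SecPDG, 11.1 in tuft cells, 3.04 in enterocytes and 5.55 in EECs.

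With DESeq2's gene calls, the share of genes with changed exons that changed in level was 1.5% in AbsPro, 16.7% in SecPDG, 24.1% in tuft cells and 33.5% in EECs and that of genes with changed polyadenylation was 3.27% in AbsPro, 16.4% in SecPDG, 28.8% in tuft cells, 38.5% in enterocytes and 32.9% in EECs. With DESeq2's gene calls at a mean of 50 in either cell type, these shares were the same.

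In the fits that each left out 1 library, called genes ranged from 53 (without Stem 1) to 164 (without AbsPro 2) in AbsPro, 764 (without Stem 1) to 1013 (without SecPDG 4) in SecPDG, 1690 (without Stem 2) to 3308 (without Tuft 5) in tuft cells, 3976 (without Ent 3) to 5654 (without Ent 4) in enterocytes, 4252 (without Stem 1) to 4526 (without Stem 3) in EECs, 1947 (without AbsPro 2) to 4825 (without Ent 4) in enterocytes against AbsPro, 338 (without SecPDG 3) to 1371 (without Tuft 5) in tuft cells against SecPDG and 4256 (without SecPDG 4) to 4795 (without SecPDG 2) in EECs against SecPDG. The lists then held from 2 (without Stem 3) to 5 (without AbsPro 2) with stem cells above every other cell type, 3 (without AbsPro 3) to 10 (without AbsPro 2) with stem cells above both progenitors, 9 (without Stem 1) to 34 (without Ent 1) with stem cells below every other cell type and 5 (without AbsPro 3) to 22 (without AbsPro 2) with both progenitors at least 8-fold above stem cells. Called skipped exons numbered 0 in AbsPro, 1 (without SecPDG 2) to 22 (without Stem 2) in SecPDG, 0 (without Tuft 5) to 116 (without Stem 3) in tuft cells, 2 (without Ent 4) to 41 (without Stem 3) in enterocytes and 0 (without Stem 1) to 1 (without Stem 2) in EECs. Genes spliced differently came to 0 in both progenitors. Called polyadenylation events numbered 0 (without Stem 3) to 4 (without Stem 1) in AbsPro, 1 (without Stem 2) to 4 (without SecPDG 3) in SecPDG, 0 (without Stem 2) to 5 (without Stem 3) in tuft cells, 0 (without Ent 1) to 6 (without Stem 2) in enterocytes and 0 in EECs. Genes polyadenylated differently came to 0 (without Stem 1) to 1 (without SecPDG 3) in both progenitors. The ratio of higher to lower genes went from 3.74 (without Stem 2) to 12.9 (without AbsPro 1) in AbsPro, 1.98 (without SecPDG 4) to 3.54 (without SecPDG 1) in SecPDG, 1.46 (without Stem 3) to 2.3 (without Tuft 1) in tuft cells, 0.574 (without Ent 1) to 1.11 (without Ent 3) in enterocytes and 0.867 (without Stem 3) to 1.28 (without Stem 1) in EECs. The side of 1 changed for enterocytes at 1.05 without Stem 1, enterocytes at 1.1 without Ent 2, enterocytes at 1.11 without Ent 3, EECs at 0.886 without Stem 2 and EECs at 0.867 without Stem 3. With 1 EEC library left out, the group holds 1 library and no call is given.

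For single genes, the alternatives set beforehand gave 15225 values for 828 results, of which 14222 stayed on their side of the threshold, 433 kept their direction and were no longer past it, 570 kept theirs and were newly past it, and 0 changed direction. Leaving out 1 library accounts for 232 of the lost and 30 of the new calls, DESeq2's Wald test for 32 and 103, and thinned counts for 47 and 22. Values past the threshold in neither setting were counted as unchanged whatever their direction. For single exons, they gave 676 values for 51 results, of which 635 stayed on their side of the threshold, 27 kept their direction and were no longer past it, 14 kept theirs and were newly past it, and 0 changed direction. For single distal sites, they gave 468 values for 40 results, of which 418 stayed on their side of the threshold, 46 kept their direction and were no longer past it, 4 kept theirs and were newly past it, and 0 changed direction.

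The number of libraries whose nearest other library was of their own cell type in the principal components, 20 of 22, was 18 with 500 genes and 20 with edgeR's log2 CPM.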

Differences from the paper's values

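The readings of the minimum mean other than the mean of all libraries, the fits with a mean of 50 in either or each cell type, the fit of 2 cell types with DESeq2, the factors from abundant genes and the fit without genes of over 10% background were chosen after the values were seen. Leaving out single libraries closed no gap in any count or ratio below.

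Genes higher than in stem cells numbered in AbsPro 113 against the paper's 232. The gap was closed, among the alternatives set before the data were examined, with DESeq2's Wald test (324), DESeq2's size factors (184), library totals (161), upper quartile scaling (161), a fit of the 2 cell types alone (307), an adjusted p under 0.05 (211) and a replicate term (172), and not with no filter on low counts, no minimum mean, a minimum mean over the 2 cell types, thinned counts or a minimum of 2-fold. In SecPDG they numbered 770 against the paper's 1177. Alternatives set before the data were examined closed the gap with DESeq2's Wald test (1354), DESeq2's size factors (1109), library totals (830), upper quartile scaling (1070), no filter on low counts (823), a fit of the 2 cell types alone (1438), thinned counts (797), an adjusted p under 0.05 (1046) and a replicate term (789), and not with no minimum mean, a minimum mean over the 2 cell types or a minimum of 2-fold.

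Genes lower than in stem cells numbered in AbsPro 21 against the paper's 69. Of the alternatives set before the data were examined, the gap was closed with DESeq2's Wald test (96), library totals (52), upper quartile scaling (47) and an adjusted p under 0.05 (61), and not with DESeq2's size factors, no filter on low counts, no minimum mean, a minimum mean over the 2 cell types, a fit of the 2 cell types alone, thinned counts, a minimum of 2-fold or a replicate term. Both directions together gave 134 against the paper's 301. The gap was closed, among the alternatives set before the data were examined, with DESeq2's Wald test (420), DESeq2's size factors (229), library totals (213), upper quartile scaling (208), an adjusted p under 0.05 (272) and a replicate term (209), and not with no filter on low counts, no minimum mean, a minimum mean over the 2 cell types, a fit of the 2 cell types alone, thinned counts or a minimum of 2-fold.

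The ratio of higher to lower genes was in enterocytes 0.935 against the paper's 4.1. Alternatives set before the data were examined closed the gap with DESeq2's Wald test (2.75), DESeq2's size factors (3.09), upper quartile scaling (2.81) and no minimum mean (2.82), and not with library totals, no filter on low counts, a minimum mean over the 2 cell types, a fit of the 2 cell types alone, thinned counts, an adjusted p under 0.05, a minimum of 2-fold or a replicate term. In EECs it was 1.18 against the paper's 4.2. Of the alternatives set before the data were examined, the gap was closed with DESeq2's size factors (3.41), and not with DESeq2's Wald test, library totals, upper quartile scaling, no filter on low counts, no minimum mean, a minimum mean over the 2 cell types, a fit of the 2 cell types alone, thinned counts, an adjusted p under 0.05, a minimum of 2-fold or a replicate term.

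Genes higher in stem cells than in every other cell type numbered 4 against the paper's 16. The gap was closed, among the alternatives set before the data were examined, with DESeq2's Wald test (16), DESeq2's size factors (14), library totals (19), upper quartile scaling (14) and an adjusted p under 0.05 (20), and not with no filter on low counts, no minimum mean, a minimum mean over the 2 cell types, a fit of the 2 cell types alone, thinned counts, a minimum of 2-fold or a replicate term. Those higher than in both progenitors numbered 8 against the paper's 27. Alternatives set before the data were examined closed the gap with DESeq2's Wald test (28), DESeq2's size factors (22), library totals (33), upper quartile scaling (20), an adjusted p under 0.05 (33) and a replicate term (18), and not with no filter on low counts, no minimum mean, a minimum mean over the 2 cell types, a fit of the 2 cell types alone, thinned counts or a minimum of 2-fold. Those lower than in every other cell type numbered 26 against the paper's 107. None of the alternatives set before the data were examined closed the gap.

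Other settings chosen after seeing the values came within 1.5 times the paper for genes higher in AbsPro with TMM factors from abundant genes (159) and DESeq2 and a mean of 50 in each cell type (181), and for genes lower in AbsPro with TMM factors from abundant genes (57) and DESeq2 and a mean of 50 in each cell type (61). The same holds for both directions in AbsPro with TMM factors from abundant genes (216) and DESeq2 and a mean of 50 in each cell type (242), and for genes higher in SecPDG with TMM factors from abundant genes (1019), DESeq2 on the 2 cell types (1565), DESeq2's size factors on thinned counts (887) and DESeq2 and a mean of 50 in each cell type (972). The same holds for the ratio in enterocytes with TMM factors from abundant genes (3.67), and for the ratio in EECs with TMM factors from abundant genes (4.36) and DESeq2 on the 2 cell types (2.96). The same holds for the list of stem cells above every other cell type with TMM factors from abundant genes (17) and DESeq2 and a mean of 50 in each cell type (16), and for the list above both progenitors with TMM factors from abundant genes (28) and DESeq2 and a mean of 50 in each cell type (26). The same holds for the list below every other cell type with DESeq2 and a mean of 50 in each cell type (82).

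DESeq2's Wald test, which the paper's methods name, was run with 9 readings of the minimum mean. With a mean of 50 in either of the 2 cell types, a reading chosen after seeing the values, it gave 232 higher and 69 lower genes in AbsPro, 1177 higher in SecPDG, ratios of 4.11 in enterocytes and 4.2 in EECs, and lists of 16, 27 and 108 genes. The numbers of genes in AbsPro and SecPDG and the lists of 16 and 27 are those of the paper, and the others are within 1.5 times its values. The other readings were chosen after seeing the values as well, apart from the mean of all libraries, which was set beforehand. Genes higher in AbsPro also came within 1.5 times the paper's values with the mean of each of the 2 cell types, the mean of the libraries of the 2 cell types, the mean of every cell type and the mean of Stem. Genes lower in AbsPro with the mean of each of the 2 cell types, the mean of the libraries of the 2 cell types, the mean of every cell type, the mean of Stem and a minimum in every library did so too. Both directions in AbsPro with the mean of each of the 2 cell types, the mean of the libraries of the 2 cell types, the mean of every cell type, the mean of Stem and a minimum in every library did so too. Genes higher in SecPDG with no minimum mean, the mean of each of the 2 cell types, the mean of the libraries of the 2 cell types, the mean of every cell type, the mean of Stem, the mean of the 6 cell type means and a minimum in every library did so too. The ratio in enterocytes with the mean of the libraries of the 2 cell types and the mean of the 6 cell type means did so too. The ratio in EECs with no minimum mean and the mean of the libraries of the 2 cell types did so too.

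Called skipped exons numbered 0 against the paper's 926 in AbsPro, 6 against about 610 in SecPDG, 21 against about 400 in tuft cells, 8 against about 590 in enterocytes and 11 against about 220 in EECs, where the values after about are those of the paper in Fig. 3a, read by eye. At an unadjusted p under 0.05 AbsPro had 109. Called polyadenylation events numbered 3 against about 800 in AbsPro, 2 against about 660 in SecPDG, 2 against about 400 in tuft cells, 1 against about 220 in enterocytes and 0 against about 470 in EECs, with the paper's values from Fig. 3d, read by eye. At an unadjusted p under 0.05 EECs had 97. The polyadenylation test recovered 2% in AbsPro and 13% in SecPDG of simulated changes of 2.5 in the log2 ratio, so few calls were likely there. None of the alternatives set before the data were examined closed any of these gaps, and neither did edgeR's own dispersion, the form first planned and run first, or limma for skipped exons, chosen after seeing the values. The form reported was itself chosen after values were seen.

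Genes spliced differently in both progenitors numbered 0 (at an unadjusted p under 0.05, AbsPro had 109 exons) against the paper's 332, and genes polyadenylated differently in both 0 against the paper's 194. In AbsPro alone or SecPDG alone, genes with skipped exons numbered 0 and 6 against the paper's 469 and 207, and genes with polyadenylation events 3 and 2 against the paper's 562 and 431. None of the alternatives set before the data were examined closed these gaps. The authors' own calls in their tables give 333 and 194 genes in both.

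The splicing abundance ratio, in events per 100 called genes, was 0 against about 310 in AbsPro and 0.529 against about 37 in SecPDG, with the paper's values from Fig. 3c, read by eye. Of the alternatives set before the data were examined, those that closed the gap use the authors' own calls, in AbsPro at an FDR under 0.05 over DESeq2's genes (220.5) and in SecPDG at an FDR under 0.05 over DESeq2's genes (32.9), an FDR under 0.05 over edgeR's genes (53.9) and an FDR under 0.01 over edgeR's genes (39), and the other such thresholds did not. The authors' own calls over DESeq2's genes with a mean of 50 in either cell type, chosen after seeing the values, gave 308 and 36.6.

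The polyadenylation abundance ratio, in events per 100 called genes, was 2.24 against about 260 in AbsPro and 0.176 against about 39 in SecPDG, with the paper's values from Fig. 3f, read by eye. Of the alternatives set before the data were examined, those that closed the gap use the authors' adjusted p without DaPars' own thresholds on the change. In AbsPro they were an adjusted p under 0.05 over DESeq2's genes (312), an adjusted p under 0.01 over DESeq2's genes (208) and an adjusted p under 0.01 and a change of 0.25 over edgeR's genes (256). In SecPDG it was an adjusted p under 0.01 over DESeq2's genes (42.1), and the other such thresholds did not close it. The authors' own calls over DESeq2's genes with a mean of 50 in either cell type, chosen after seeing the values, gave 264 and 39.4.

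Of the genes the paper names among those that separate stem cells from all other cell types, Cd44 alone was called in all comparisons, and the others were lower than in stem cells in AbsPro without a call there, with log2 fold changes of -1.04 for Rnf43, -1.28 for Notch1, -1.18 for Axin2, -0.70 for Lmnb1, -0.64 for Whsc1, -0.91 for Mybbp1a, -1.02 for Nap1l1, -0.89 for Prmt1, -0.76 for Aatf, -0.95 for Arid5b, -0.92 for Cdk4, -1.01 for Trp53 and -1.14 for Zbtb38. All of them were called with DESeq2's Wald test. With DESeq2's size factors Rnf43, Notch1, Axin2, Nap1l1, Cdk4, Trp53 and Zbtb38 were called, with library totals Rnf43, Notch1, Axin2, Mybbp1a, Nap1l1, Arid5b, Cdk4, Trp53 and Zbtb38, with upper quartile scaling Rnf43, Notch1, Axin2, Nap1l1, Arid5b and Zbtb38, with a fit of the 2 cell types alone Rnf43, Notch1, Axin2, Lmnb1, Mybbp1a, Nap1l1, Prmt1, Cdk4 and Zbtb38, with an adjusted p under 0.05 Notch1 and Axin2, and with thinned counts Rnf43. Chosen after seeing the values, TMM factors from abundant genes gave Rnf43, Notch1, Axin2, Mybbp1a, Nap1l1, Prmt1, Aatf, Cdk4, Trp53 and Zbtb38, DESeq2's size factors on thinned counts Rnf43, Notch1, Axin2, Trp53 and Zbtb38, DESeq2 on the 2 cell types all but Arid5b, and DESeq2 with a mean of 50 in either or each cell type all of them.

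The paper places Egfr highest in EECs and enterocytes. Here its log2 fold change against stem cells was 1.08 in EECs, 0.28 in AbsPro and 0.24 in enterocytes, so that AbsPro came second. Enterocytes came second with DESeq2's Wald test (0.80), DESeq2's size factors (0.79), library totals (0.70), upper quartile scaling (0.76) and a fit of the 2 cell types alone (0.54), and also with the settings chosen after seeing the values that use DESeq2 or abundant genes.

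The paper reports the largest number of splicing events between stem cells and AbsPro. The test here called 0 there (109 at an unadjusted p under 0.05) and 21 in tuft cells. The number in tuft cells fell to 0 without Tuft 5 and 0 with 3 libraries per cell type (129 and 66 at an unadjusted p under 0.05), and with the quasi-binomial logistic model there were 3 in AbsPro, 4 in tuft cells and 35 in EECs. Of the exons and sites that the paper reports as changed, that of Eif4a2 was called in SecPDG and tuft cells. Those of the following genes were not called, with changes in percentage points of 43.6 in AbsPro and 38.8 in SecPDG for Spen, -45.9 and -34.7 for Ctnnd1, 30 and 26.1 for Top2a, 33 and 34.3 for Wdhd1, and 37.3 and 26.6 for Cby1. In AbsPro they were -62.7 for Cbfa2t2 and 31.3 for Rbm3, and in SecPDG 25.5 for Ihh. For these, only the exon of Ctnnd1 in SecPDG was called in any setting, without Stem 2 (-38.4). The exon of Itga6, lowest in SecPDG and enterocytes in the paper, changed by -27.9 and -26.1 without a call, and was called in SecPDG without Stem 2, Stem 3 or SecPDG 3 and in enterocytes without Stem 3.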

Other observations

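The tests of the background in genes of low level in stem cells, of the spread between replicates, of the 2 forms of count file and of cells of other types among AbsPro were chosen after the results were seen.

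Enterocytes and EECs have more genes higher than lower than stem cells in the paper. With DESeq2 and a mean of 50 in either cell type, 4356 of the 5740 genes higher in enterocytes have a mean under 50 in stem cells. In 3086 of the 4296 of these with an estimate (71.8%), the estimated background is at least 50% of the counts in enterocytes, as in 2649 of 5165 in EECs (51.3%) and 0 of 205 in SecPDG. These shares rest on the higher of 2 estimates of background, which came to 16.2% of gene counts in enterocytes, against 4.81% with the lower. Background reads on silent genes may therefore add to the pattern. Scaling between libraries matters as well, since the ratio in enterocytes was 0.935 under TMM and above 2 with library totals or DESeq2's size factors. In EECs more genes were already higher than lower under TMM, and the ratio rose with DESeq2's size factors. On counts thinned to the smallest library with DESeq2's size factors, the ratio in enterocytes was 1.37. The part of library depth cannot be told apart, because thinning left the ratio between the values set for and against it. Expression of more genes in mature cells stays open.

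The authors' skipped exon calls are most numerous in AbsPro. Over events past the minimum count in all 5 comparisons they called 28.5% in AbsPro, against 23.1% in SecPDG, 19.4% in tuft cells, 24.1% in enterocytes and 14.9% in EECs, which argues against the number of testable events as the cause. Among events of 100 to 200 counts they called 33.4%, against 19.1% in SecPDG, 11.8% in tuft cells, 12.8% in enterocytes and 24.5% in EECs, and AbsPro was also highest from 20 to 50 and from 50 to 100 counts. Enterocytes were higher under 20 counts (6.00% against 5.11%) and EECs over 200 (25% against 22.2%). This argues against counting depth as the whole cause. Of the events they called in AbsPro, 6.91% have libraries of the 2 cell types that do not overlap, and of those they did not call 0.234%. Chance gives 10% for levels without ties. A test that understates the spread between replicates cannot be told apart from a real difference, because the share that chance gives with ties is not known here. For polyadenylation, they called 6.28% of the events tested in all 5 comparisons in AbsPro, against 7.21% in SecPDG, 9.24% in tuft cells, 6.28% in enterocytes and 22% in EECs. The number of testable events may therefore account for AbsPro having the most calls. It does not give the whole order of the cell types. EECs had 467 calls of 1343 transcripts, against 401 of 3318 in tuft cells and 217 of 2538 in enterocytes. With limma 3 events were called in AbsPro, too few to rank the cell types, and a test that does not use the spread between replicates cannot be told apart from a real order.

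Other splits of the same libraries into groups of the same sizes were fitted in the same way, with the real split among them. For genes, at least as many calls came from 1 of 10 splits in AbsPro, 1 of 35 splits in SecPDG, 1 of 56 splits in tuft cells, 1 of 56 splits in enterocytes, 1 of 56 splits in enterocytes against AbsPro and 2 of 100 splits in tuft cells against SecPDG. With 3 libraries against 3, the share cannot fall below 0.1. The split with more calls than the real one sets Tuft 1, 2, 3 and 4 against Tuft 5 and the SecPDG libraries and gives 1301. Ent 1, 2 and 3 against the rest gives 3201 with stem cells and 3443 with AbsPro. For skipped exons, at least as many calls came from 10 of 10 splits in AbsPro, 6 of 35 splits in SecPDG, 18 of 56 splits in tuft cells and 19 of 56 splits in enterocytes. In AbsPro the real count of skipped exons is 0 (109 at an unadjusted p under 0.05), which every split reaches, so that test decides nothing. For polyadenylation events they came from 4 of 10 splits in AbsPro, 10 of 35 splits in SecPDG, 11 of 56 splits in tuft cells and 20 of 56 splits in enterocytes. In SecPDG, tuft cells and enterocytes, the calls of events do not exceed what other splits often give.

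The count files carry names of 2 forms, while the genes in them are the same. SecPDG and tuft cells have one and the other cell types the other, and 0 cell types have both. A difference between the 2 series of files cannot be told apart from one between stem cells and SecPDG or tuft cells, because no cell type has both.

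Chga and Chgb are higher in AbsPro than in stem cells. Over 25 abundant EEC transcripts, of which 2 were called higher in AbsPro, the median percentage of EEC cells that would give the level there was 0.547%. A small number of EECs in the sort may therefore add to Chga and Chgb. Sct, with 9176 normalized counts in EECs, would need 10.7%, so such a number would not give its level. Pyy would need 592%, but the sorted EECs hold 1.21 normalized counts of Gcg and 60.6 of Pyy. Enteroendocrine cells of another kind therefore cannot be told apart from expression of these 2 genes by AbsPro cells, because no library of such cells was made. Zg16 would need 128% of SecPDG cells, against 7.56% for Muc2, which argues against these as the source of Zg16. The 6 other goblet cell genes tested, which leave out Retnlb, and Reg4 would need 4.93% (Clca1) to 38.2% (Tff3), with a median of 9.24%. SecPDG 2 had 856191 normalized counts of Clca1 against 53997 to 155441 in the other SecPDG libraries. For Fcgbp it had 912524 against 205832 to 262342. Without SecPDG 2, the shares for Clca1 and Fcgbp would be higher. For the 6 other goblet cell genes and Reg4, SecPDG cells in the sort cannot be told apart from expression by AbsPro cells, because the test was set up on genes already seen to be higher. Expression by AbsPro cells themselves stays open for all of these genes.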
